# Endoglin as a BMP9 Co-Receptor in Vascular Endothelial Cells: Prodomain Displacement and TGFBRII Recruitment

**DOI:** 10.1038/s41467-025-67531-9

**Published:** 2025-12-31

**Authors:** Jingxu Guo, Karolina Kostrzyńska, Ioannis Kamzolas, Xudong Yang, Midory Thorikay, Eckart De Bie, Rowena J. Jones, Adam Brownstein, Lu Long, Christopher J. Rhodes, Allan Lawrie, Martin R. Wilkins, Esmee Groeneveld, Zhen Tong, Marie-José Goumans, Evangelia Petsalaki, Jason Hong, Mark R. Toshner, Antonio Vidal-Puig, Helen M. Arthur, Wei Li

## Abstract

Endoglin (ENG) is a single-pass transmembrane protein highly expressed in vascular endothelial cells (ECs), where it plays fundamental roles in EC functions. ENG is implicated in several cardiovascular disorders including hereditary haemorrhagic telangiectasia, pulmonary arterial hypertension (PAH) and preeclampsia. However, molecular mechanisms underlying ENG function are not fully understood. Initially identified as a co-receptor for TGF-β signalling, ENG’s extracellular domain was later found to only bind BMP9 and BMP10 with high affinity. The relationship between these two observations is unclear. Here, we provide evidence for two primary functions of co-receptor ENG. First, ENG efficiently displaces prodomains from BMP9 and BMP10, enabling effective capturing of both ligands from the circulation. Second, ENG binds to and recruits TGFBRII into the BMP9 signalling complex, thereby explaining ENG’s involvement in both TGF-β and BMP9 pathways. We identify BMP9 target genes *NOG* and *ADAMTSL2* as preferentially dependent on ENG and show that their transcript levels have strong positive correlation with *ENG* in human lung tissues; the expression levels of all three genes are significantly reduced in PAH. Our findings address an important gap in our understanding on ENG biology and provide crucial insight for therapeutic targeting these pathways in vascular diseases.

## Introduction

Endoglin (ENG) is a single-pass transmembrane protein highly expressed in vascular endothelial cells (ECs). It has a large extracellular domain (ECD) and a small intracellular domain (ICD). Loss-of-function mutations in *ENG* cause type I hereditary haemorrhagic telangiectasia (HHT1)^1^; symptoms include telangiectasia in the nose, gastrointestinal tract and skin, as well as larger arteriovenous malformations in the brain, lungs and liver which can cause life-threatening haemorrhage. ENG mutations are also found in patients with pulmonary arterial hypertension (PAH)^2^, a vascular disorder characterised by remodelling and occlusion of small pulmonary vessels, leading to increased right ventricular systolic pressure and ultimately right-sided heart failure. ENG ECD can be shed from the cell surface and released into circulation as soluble ENG (sENG). Concentrations of sENG are markedly elevated by more than 10-fold in the maternal circulation of women with preeclampsia (PE)^3^, and thought to contribute to its pathogenesis^4^. PE is a pregnancy-specific hypertensive disorder which increases the risk of poor outcomes for both mother and baby. Circulating sENG is also elevated in PAH (by about 2-fold) and has been proposed as a biomarker for the prognosis of PAH^5^. Despite the important roles of ENG and sENG in different cardiovascular diseases, the molecular mechanisms of ENG function and its role in the pathogenesis of HHT, PAH and PE remain elusive.

ENG was discovered initially as a component of the transforming growth factor- β (TGF-β) family signalling complex^6^. TGF-β family ligands, including bone morphogenetic proteins (BMPs), are primarily homodimers, initiating cellular responses by forming a signalling complex with two copies of a type I receptor and two copies of a type II receptor. TGF-β type I receptor (TGFBRI), also termed Activin receptor-like kinase 5 (ALK5), and TGF-β type II receptor (TGFBRII) mediate signals from TGF-β1, TGF-β2 and TGF-β3. Using cell-surface labelling with radioactive ligands followed by crosslinking and immunoprecipitation in human umbilical vein ECs (HUVECs), ENG was found to associate with TGF-β1 and TGF-β3 but not TGF-β2^6^. Hence sENG was proposed as a ligand trap for TGF-β1 and TGF-β3^4^. Moreover, it has been shown that TGF-β1 can signal through both ALK1 and ALK5 in ECs to regulate endothelial activation state and that its signalling through ALK1 requires ENG^7–9^. ENG was reported to interact with TGFBRII and ALK5 via both its ECD and ICD in COS-7 cells transiently transfected with plasmids containing the TGF-β receptors and ENG^10,11^. Of note, all these findings were published before 2007.

In 2007, ALK1 was found to be a specific type I receptor for BMP9 and BMP10^12,13^. In 2011, direct binding assays using recombinant sENG-Fc showed that ENG ECD binds with high affinities only to BMP9 and BMP10, not to any other TGF-β family receptors or ligands^14^. Thus, ENG is a co-receptor for BMP9 and BMP10 signalling, and sENG was thought to be a ligand trap for BMP9 and BMP10 but not for TGF-βs^14^. However, these findings cannot explain the reports prior to 2007, and a gap in knowledge remains and needs to be addressed to understand the function of ENG fully.

BMP9 and BMP10 are synthesised as pre-proproteins. Upon secretion, the prodomain is cleaved but remains non-covalently bound to the growth factor domain (GFD) forming pro:BMP9 and pro:BMP10 (Supplementary Fig. 1a, b). Crystal structures revealed that the prodomains bind to BMP9 and BMP10 overlapping with the type II receptor binding site^15–18^ (Supplementary Fig. 1b, c, d). Although pro:BMP9 and pro:BMP10 signal with equal potency as their respective GFDs in ECs^17^, signalling requires displacement of the prodomain. Unprocessed proBMP9 or proBMP10 where the prodomain cannot be displaced is not active^19,20^. The crystal structure of the ENG orphan domain (ENG-OR) bound to BMP9 further shows that its binding site on BMP9 also overlaps with both the prodomain and the type II receptor binding sites^21^ (Supplementary Fig. 1e). How ENG functions as a co-receptor to facilitate BMP9 and BMP10 signalling has remained unclear.

To fully appreciate the critical role of ENG in ECs and in vascular biology, it is important to understand its function at the molecular level. We first revisited sENG. We have previously shown that sENG in the circulation is mainly monomeric and does not inhibit BMP9 and BMP10 signalling in vascular ECs^22^. However, at the elevated concentrations found in PE plasma, sENG can inhibit BMP9 and BMP10 signalling in *Eng* knockout ECs or in non-ECs with low ENG^22,23^. Building on this, the present study investigates how ENG resolves the overlapping binding site with the prodomain and the type II receptors to facilitate BMP9 signalling. We show that ENG efficiently displaces the prodomain from both pro:BMP9 and pro:BMP10 at sub-molar ratios in solution, far more effectively than the type II receptors. Furthermore, ENG binds to and recruits TGFBRII into the BMP9-ALK1 complex, enabling TGFBRII to participate in BMP9 signalling. Comparative transcriptomics in *Eng* knockout and control cells identified *Nog* (encodes Noggin) and *Adamtsl2* as BMP9 target genes that are more dependent on ENG, a finding confirmed in human dermal microvascular ECs (HDMECs) which express low levels of ENG. Importantly, mRNA expression of *ENG, NOG* and *ADAMTSL2* is strongly correlated in human lung tissues and significantly reduced in PAH patients’ lungs compared to healthy subjects. Together, our results support a model in which ENG enables BMP9 signalling through alternative type II receptors, with TGFBRII participating in BMP9 signalling in an ENG-dependent manner. This model unifies earlier important findings of ENG’s role in TGF-β receptor complexes with later reports of ENG’s direct interaction with BMP9 and BMP10, establishing ENG as a key mediator of BMP9 and TGF-β crosstalk in ECs. This study reconciles the long-standing controversy of ALK1- and ALK5-mediated TGF-β signalling in controlling the activation states of vascular ECs. ENG mutations were identified in HHT and PAH over two decades ago; yet no curative therapies are available for these vascular disorders. Research progress on ENG function has been slow due to this knowledge gap. Our findings provide a mechanistic framework that can accelerate ENG research and guide therapeutic targeting ENG in vascular disease.

## Results

### ENG ECD, but not the type II receptor ECDs, can effectively displace BMP9 and BMP10 prodomains

The prodomains of BMP9 and BMP10 need to be displaced before a signalling complex can be assembled (Supplementary Fig. 1b, c, d). We have previously shown that binding of sENG to pro:BMP9 displaces its prodomain^22^. Here, we investigated this further by asking whether ENG could displace the prodomain from pro:BMP9 at a sub-molar ratio and whether this also applies to pro:BMP10.

We purified full-length ENG ECD in both dimeric (sENG(D)) and monomeric (sENG(M)) forms^22^ and performed native PAGE analysis which separates proteins and protein complexes according to size and charge. Supplementary Figure 2a summarises the molecular weight and the isoelectric point (pI) of all proteins and complexes used in this study.

Pro:BMP9 separated on native PAGE to yield a strong pro:BMP9 complex band (band 1) and a faint prodomain band (band 2) (Fig. 1a). When pre-mixed with increasing amount of sENG, additional bands were observed representing sENG(M):BMP9 (bands 3, 4 and 5) and sENG(D):BMP9 (bands 6, 7 and 8) complexes. The identities of bands 1 to 8 were confirmed by excision and re-running on an SDS-PAGE (Supplementary Fig. 2b) and the relative abundance of the complexes was quantified (Supplementary Fig. 2c, d, e). Time-course experiment showed no evidence of prodomain reassociation after displacement (Supplementary Fig. 2f, g). Of note, sENG can displace the prodomain and form a complex with BMP9 GFD at molar ratios as low as 0.3, the lowest sENG concentration tested.

We then performed analytical gel filtration to confirm the native PAGE results (Fig. 1b, c). Under the identical running condition, pro:BMP9 eluted in fraction 18. When pre-mixing with 0.3-fold of sENG(M) (Fig. 1b) or 0.3-fold of sENG(D) (Fig. 1c), we detected additional peaks of sENG(M):BMP9 complex (fraction 16 in Fig. 1b) and sENG(D):BMP9 complex (fraction 13 in Fig. 1c), accompanied by the free prodomain (fraction 20 in Fig. 1b, c).

Similar results were obtained for pro:BMP10. On native PAGE (Fig. 1d), 0.3-fold sENG, either monomeric or dimeric, efficiently displaced the prodomain from pro:BMP10, resulting in reduced intensity of the pro:BMP10 band (band 2), the increased intensity of the BMP10 prodomain band (band 3), and the appearance of new complex bands (bands 4-6 for sENG(M):BMP10 and bands 7-9 for sENG(D):BMP10). The identities of bands 1 to 9 were confirmed (Supplementary Fig. 3a), and complex abundance was quantified (Supplementary Fig. 3b, c, d). Time-course experiments showed no reassociation after prodomain displacement (Supplementary Fig. 3e, f). Similar to BMP9, 0.3-fold sENG(M) or sENG(D) displaced the prodomain and formed the corresponding complex with BMP10 GFD on gel filtration (Fig. 1e, f).

We next asked whether the type II receptor ECDs could displace the prodomain. It has been reported that BMP receptor type II (BMPRII)-Fc and activin receptor type IIB (ActRIIB)-Fc bind to BMP9 and BMP10 with the highest affinity^15^. Thus, we examined the ability of BMPRII ECD and ActRIIB ECD to displace the prodomain. Using untagged monomeric BMPRII ECD and ActRIIB ECD, we did not detect stable complexes of BMPRII or ActRIIB with BMP9 or BMP10 GFD on size exclusion chromatography under physiological buffer conditions such as PBS. We then performed native PAGE analysis under the same conditions as above. In the presence of BMPRII ECD (Fig. 1g), we did not detect any prodomain displacement for pro:BMP9, because pro:BMP9 bands remained at the same intensity across all experimental conditions (Supplementary Fig. 3g). In contrast, the pro:BMP10 band started to decrease when BMPRII was at a 1:1 ratio to pro:BMP10, suggesting partial displacement of the prodomain. Complete displacement was observed when BMPRII ECD was at 3-fold in excess. ActRIIB could not displace the prodomain of either pro:BMP9 or pro:BMP10 under identical experimental condition (Fig. 1h and Supplementary Fig. 3h).

These results confirm that both sENG(M) and sENG(D) displace the prodomain from pro:BMP9 and pro:BMP10 complexes far more efficiently than the type II receptors (Fig. 1i), suggesting that a significant function of ENG is to capture the circulating pro:BMP9 and pro:BMP10 at the cell surface.

### The stoichiometry of ENG interactions with BMP9 and BMP10

To understand how ENG facilitates BMP9 and BMP10 signalling, it is important to elucidate the binding mode and stoichiometry of their interactions. Crystal structures were reported for ENG-OR alone, ENG-OR in complex with BMP9, and ENG zona pellucida (ZP) domain alone^21^. ENG-OR in complex with BMP9 shows that two copies of the orphan domain bind at the two knuckle areas of the BMP9 dimer, overlapping with the type II and prodomain binding sites (Supplementary Fig. 1e). Of note, to solve the ENG-OR and BMP9 structure, the complex was generated by co-expressing the maltose binding protein (MBP)-orphan domain fusion protein with BMP9 GFD in the same cells. Therefore, this crystal structure did not address how ENG displaced the prodomain.

As both sENG(D) and sENG(M) can completely displace the prodomain effectively and form complexes with BMP9 (and BMP10), there are a total of six possible forms of complexes after mixing pro:BMP9 (or pro:BMP10) with sENG(D) or sENG(M) (Fig. 2a). Based on the crystal structures^21^, it was modelled that one ENG dimer binds to one BMP9 dimer with BMP9 dimer being clamped by the two protomers of sENG(D) (Fig. 2a, form I). ENG monomer in complex with BMP9 was not detected in this report, probably due to the differentially tagged ENG employed and/or the limitation of the co-expression system.

We first assessed the size of the complexes by analytical gel filtration chromatography. sENG(M) were separately premixed with pro:BMP9 or pro:BMP10 at 6x molar excess, or sENG(D) premixed with pro:BMP9 or pro:BMP10 at 3x molar excess for 30 min before being loaded onto an S200 10/300 gel filtration column. As shown in Figures 2b and c, control runs showed that sENG(M), sENG(D), pro:BMP9 and pro:BMP10 eluted at peak positions 1, 2, 3 and 7, respectively. Despite being at 6x molar excess, sENG(M) formed a complex with BMP9 or BMP10 GFD dimer at a 1:1 ratio (peaks 4 and 8) because no species that are close to or larger than sENG(D) was detected on the gel filtration, eliminating the possibility of two sENG(M) binding to the same GFD (Fig. 2a, form VI). Similarly, at 3x molar excess, the complexes between sENG(D) with BMP9 (peak 6) or BMP10 (peak 10) were only slightly shifted to the left of the sENG(D) peak, suggesting it is unlikely to have two copies of sENG(D) binding to the same GFD (Fig. 2a, form IV). Thus, gel filtration narrows down the possible forms of the complexes from six to four (Fig. 2a, forms I, II, III and V). Further experiments are required to ascertain whether forms I, II and III are all possible and whether one of them is a preferred form.

We also used crosslinking followed by SDS-PAGE to evaluate the stoichiometry. If two sENG(M) can bind to the same GFD dimer, we would expect a crosslinked species with a molecular weight larger than sENG(D) (Fig. 2d). Similarly, if two sENG(D) can bind to the same GFD dimer, the resulting species would be greater than 200 kDa (Fig. 2e). Experimental data revealed that crosslinked sENG(M) with BMP9 or BMP10 were detected at a molecular weight slightly bigger than sENG(M) but well below sENG(D) (Fig. 2f, g, black arrows), and crosslinked sENG(D) with BMP9 or BMP10 were detected at molecular weight below 200 kDa (Fig. 2f, g, arrowheads). Thus, the crosslinking experiments confirmed the gel filtration results that one molecule of sENG(M) or sENG(D) binds preferentially to only one BMP9 or BMP10 GFD dimer.

### Binding of ENG to BMP9 and BMP10 reduces their binding affinity for ALK1

Since the ENG binding site on BMP9 partially overlaps with the type II but not the type I receptor binding site, we questioned whether ENG binding to BMP9 or BMP10 would affect their binding affinity for the type I receptor ALK1. To test this, surface plasmon resonance (SPR) experiments were performed by flowing BMP9 and BMP10 GFDs, with or without preincubation with sENG, over a CM5 chip immobilised with ALK1-Fc (Fig. 3). BMP9 bound strongly to ALK1, with a *K*_*D*_ value of 58.6 pM (Fig. 3a, d), consistent with previous reports^15,17^. Preincubation with sENG(M) reduced BMP9 affinity to ALK1 by 3-fold, primarily due to a slower association rate (Fig. 3b, d). Incubation with sENG(D) reduced its affinity to ALK1 by 7.2-fold, due to a combination of a slower association rate and a slightly faster dissociation rate (Fig. 3c, d). A similar scenario was observed for BMP10. BMP10 bound to ALK1-Fc with a *K*_D_ value of 183 pM (Fig. 3a, d). Binding to sENG(M) led to a 9-fold decrease in affinity due to a slower association rate (Fig. 3b, d). Further reduction of the affinities (16-fold) was observed upon binding to sENG(D), due to both a slower association rate and a faster dissociation rate (Fig. 3c, d).

In conclusion, in the presence of ENG, BMP9 and BMP10 bind to ALK1 with slightly reduced affinity. This is likely due to steric hindrance because slower association rates primarily drive the reduced affinity. Of note, the presence of ALK1 ECD does not affect the binding affinities of BMP9 or BMP10 to ENG ECD (Supplementary Fig. 4).

Since BMP9 and BMP10 showed differences in prodomain displacement by BMPRII ECD (Fig. 1g and Supplementary Fig. 3g), and sENG:BMP10 complexes have different binding profiles to ALK1-Fc compared to sENG:BMP9 complexes (Fig. 3b, c), we reasoned that ENG and BMPRII may have different roles in BMP9 and BMP10 signalling. In this report, we focused the remainder of the mechanistic study on BMP9 only.

### BMP type II receptors cannot efficiently displace ENG from ENG:BMP9 complex

We next investigated whether, once ENG has captured BMP9, the type II receptors are able to displace ENG to form a signalling complex. Using monomeric receptor ECDs, we did not detect displacement of ENG from its complex with BMP9 by BMPRII or ActRIIB ECDs in either native PAGE or gel filtration assays. We developed an ELISA-based competition assay to measure the displacement of ENG from sENG:BMP9 complex (Fig. 4a). Interestingly, BMPRII and ActRIIB showed displacement of sENG from sENG(M):BMP9 complex only at 125-fold excess, whereas BMPRII ECD displaced a small proportion of sENG from sENG(D):BMP9 complex from 5-fold molar excess, reaching over 50% displacement when BMPRII ECD was at 125-fold molar excess. ActRIIB ECD displaced sENG from the sENG(D):BMP9 complex from 25-fold excess (Fig. 4b).

### Type II receptors for ENG-dependent BMP9 signalling

We have previously shown that sENG:BMP9 complex can signal in wild-type ECs effectively, but not in *Eng* knockout ECs^22^. Since BMPRII and ActRIIB ECDs cannot effectively displace sENG from its complex with BMP9, the obvious other candidate to capture BMP9 from their complex with sENG is the cell surface ENG. This also suggests that after circulating pro:BMP9 is captured by cell surface ENG, it cannot effectively handover the ligand to cell surface BMPRII or ActRIIB for signalling. Another mechanism might be in place to allow ENG-bound BMP9 to signal.

Crystal structures revealed that all TGF-β family type II receptors interact with ligands at the knuckle epitope apart from TGFBRII which binds TGF-β ligands at the fingertip^15,18,24–26^. Interestingly, ENG was initially discovered as a TGF-β co-receptor^6^ and was detected in a complex with TGFBRII in ^125^I-TGF-β ligand crosslinking assays^27^. Overlaying the ENG-OR:BMP9 structure^21^ onto the TGFBRII:TGF-β1 structure^28^ revealed that TGFBRII could potentially contact ENG:BMP9 complex without any clash (Fig. 5a). Therefore, we asked the question whether TGFBRII could participate in BMP9 signalling via ENG.

We performed siRNA knockdown of *TGFBR2* in human pulmonary artery ECs (HPAECs) in parallel with knockdown of other type II receptors known to mediate BMP signalling and investigated pSmad1/5 signalling responses to BMP9 treatments. In agreement with previous findings^29^, knocking down the type II receptor individually did not completely abolish BMP9 signalling (Fig. 5b, c). However, knocking down *TGFBR2* or *ACVR2A* resulted in partial reduction of the signalling, whereas knocking down *BMPR2* did not affect BMP9-induced Smad1/5 phosphorylation, suggesting TGFBRII could be one of the type II receptors mediating BMP9 signalling.

We next asked whether TGFBRII can interact with BMP9 extracellularly to mediate BMP9 signalling. We did not detect any direct interaction between BMP9 GFD and TGFBRII ECD using either SPR or ELISA-based binding assays (Supplementary Fig. 5a, b, c, d). However, since it has been shown that ENG interacts with TGFBRII intracellularly by immunoprecipitation in transfected COS7 cells^10^, we asked whether such intracellular interactions are present in human primary ECs which could enable ENG to bring TGFBRII to ALK1 via BMP9. We have previously generated an anti-ENG affinity column which pulled down sENG from *ex vivo*-cultured placenta-conditioned media^22^. Using this affinity column, we pulled down endogenous ENG and its interaction partners from total cell lysates of human primary aortic ECs (HAOECs), HUVECs as well as HPAECs and analysed total eluates by mass spectrometry. A BSA-coupled NHS column was used as the negative control to allow detection of those proteins that interact with the column non-specifically (Fig. 5d). ECs under three different culturing conditions were harvested and analysed: 1) medium with 0.1% Fetal Bovine Serum (FBS); 2) medium containing 10% FBS; 3) medium with 0.1% FBS and pro:BMP9. Of note, cells in 0.1% FBS medium do not have active BMP9 signalling whereas 10% FBS contains high concentrations of BMP9 as well as other serum factors. Figure 5e summarises the mass spectrometry results, showing as the total number of unique peptide-counts of ENG binders as well as controls. The detected peptides are highlighted on the protein sequences in Figure 5f and Supplementary Figure 6. The anti-ENG column pulled down many more ENG fragments from all ECs across three medium conditions (23-32 fragments) compared with the control BSA column (3-9 fragments). Interestingly, under 0.1% FBS condition, both TGFBRII and ALK1 were detected only in the anti-ENG column elutes for all the ECs examined. This indicates that endogenous ENG, TGFBRII and ALK1 are associated in human primary ECs under this condition. Under 10% FBS condition and upon BMP9 treatment where Smad/1/5 phosphorylation is activated (Fig. 5g), we detected more peptides from TGFBRII, but no ALK1 peptide was detected. As a positive control, we detected a previously reported ENG binding protein TRIM21 in all anti-ENG column eluates^30^. For a negative control, RALA was pulled down from both anti-ENG and BSA columns at a similar level. Of note, under 10% FBS and BMP9-treated conditions, ENG may still interact with ALK1 indirectly via BMP9 (Fig. 3), but we will not be able to detect such interaction in this pull-down assay because the anti-ENG antibody used for the affinity column is TRC105 which blocks BMP9 binding to ENG^21,31^. Proteomic findings are summarised in schematics (Fig. 5h). These data support the idea that ENG can bring TGFBRII and ALK1 together, allowing TGFBRII to participate in BMP9 signalling in an ENG-dependent manner.

### Model of ENG-dependent and ENG-independent BMP9 signalling

Our data strongly suggest that one aspect of ENG’s co-receptor function is to capture BMP9 and BMP10 from the circulation and deliver them to cell surface ALK1. ENG ECD monomer is over 60 kDa (561 amino acids) with two distinct domains, whereas ALK1 ECDs is a much smaller (96 amino acids) single domain protein (Supplementary Fig. 7a). ENG clearly has the advantage of having a better reach into the circulation lumen for capturing BMP9 and BMP10, but at the same time, it will need to have a flexible structure to allow it to deliver the bound ligands to ALK1. We noticed that sENG(D) migrated as two distinct bands on the native PAGE (Fig. 1a, d), and both could bind to ligands because both bands shifted upon binding to BMP9 or BMP10 (Fig. 1a, d). This suggests that native sENG(D) may exist in two different forms with different net charge or shape. Although gel filtration could not separate the two forms and sENG(D) runs under a single peak (Fig. 2b), crosslinking experiments showed that only about 50% of the sENG(D) were crosslinked in solution, despite that four crosslinkers with different spacer arm length were used across different crosslinker concentrations (Fig. 6a, b, Supplementary Fig. 7b).

To further develop the model for cell surface ENG function, we need to know whether it exists in only dimeric form or both dimer and monomer forms. We noticed that in total cell lysates of human primary ECs from different vascular beds and different donors, a monomeric form of ENG can be consistently detected regardless of the culturing media (Supplementary Fig. 7c, d). To examine whether such monomeric ENG is at the cell surface or intracellular, we performed surface biotinylation coupled with immunoprecipitation by streptavidin beads (Fig. 6c) to detect ENG only at the cell surface. After surface biotinylation, both dimeric and monomeric ENG were pulled down by streptavidin agarose beads in both HPAECs and HUVECs (Fig. 6d, lane 7). For controls, no ENG was pulled down without biotinylation (Fig. 6d, lane 4); and the intracellular protein β-actin was not labelled by cell surface biotinylation therefore only existed in the unbound fractions (Fig. 6d, lane 5), not in the elution (Fig. 6d, lane 7). These results support that both dimeric and monomeric ENG are present at the surface of these human primary ECs (Fig. 6e).

Our results thus support the following model of ENG co-receptor function for BMP9 signalling in ECs (Fig. 6f). Cell surface ENG can be in both monomeric and dimeric forms. Both can efficiently capture the BMP9 GFDs from circulating pro:BMP9, displace the prodomains, deliver the GFDs to cell surface ALK1 and form a ternary complex with BMP9 and ALK1. A proportion of this complex can dissociate to allow BMPRII or ActRIIA to bind; however, in the remaining complex, ENG-bound TGFBRII can phosphorylate ALK1 to initiate Smad-dependent or Smad-independent signalling.

### The difference between ENG-dependent and ENG-independent signalling

We next questioned whether ENG-dependent and ENG-independent signalling paths would result in similar or different signalling outcomes; for example, different type II receptors may have different efficiency in phosphorylating ALK1. Previous efforts using microarray to compare sENG(M):BMP9 and pro:BMP9 signalling in HPAECs did not reveal any difference^22^, probably due to the significant overlap in signalling. Here we isolated mouse lung ECs (MLECs) from *Eng-*floxed mice (*Rosa26*-*Cre*^*ERT2*^;*Eng*^fl/fl^) and depleted *Eng* by 4-OH-tamoxifen treatment (Fig. 7a). Because only ENG-independent signalling occurs in *Eng*^-/-^ (KO) cells, by comparing sENG(M):BMP9 signalling in *Eng*^*+/+*^ (Ctrl) cells versus pro:BMP9 signalling in KO cells, we anticipated better signals to tease out ENG-dependent signalling (Fig. 7b).

We confirmed the EC identity of Ctrl and KO MLECs by CD31 and VE-Cadherin staining (Fig. 7c, Supplementary Fig. 8a). The knockout of *Eng* was confirmed by ENG staining, immunoblotting and qPCR (Fig. 7c, d, Supplementary Fig. 8a, b). As we have shown previously, knocking out *Eng* led to reduced BMP9 signalling in the Smad1/5-phosphorylation assay (Fig. 7d)^22^. 

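MLECs from 4 independent isolations were sequenced, and each isolation gave Ctrl cells, which received vehicle, and KO cells, which received 4-OH-tamoxifen. Loss of *Eng* and exposure to 4-OH-tamoxifen therefore coincide in these libraries, as do genotype and the form of the ligand: Ctrl cells received BMP9 in complex with monomeric soluble ENG (sENG(M):BMP9) and KO cells received BMP9 bound to its prodomain (pro:BMP9). Both ligands were given at 0.2 ng/ml of the growth factor domain for 1.5 hours, with PBS as the control. The 4 groups of 4 libraries make 16 libraries, and the replicate number of a library is the number of its isolation. The authors deposited raw read counts for 55414 genes, listed by Ensembl identifier and aligned to GRCm39, before the quantile normalisation and batch correction of their own analysis. Of these genes, 29339 had at least 1 count in the 16 libraries, and 15693 had enough counts to be tested. *Eng* (ENSMUSG00000026814, chromosome 2, 32536607 to 32572681) had 6653, 9039, 6253 and 7267 counts in the PBS-treated Ctrl cells of isolations 1 to 4. The PBS-treated KO cells of the same isolations had 632, 772, 903 and 1017 *Eng* counts. After sENG(M):BMP9, the Ctrl cells had 10979, 11585, 9023 and 10591 *Eng* counts, and after pro:BMP9 the KO cells had 1667, 2063, 1887 and 1751. Relative to the Ctrl cells of the same isolation, normalised *Eng* expression in PBS-treated KO cells was 9.27%, 8.51%, 14.5% and 13.7%. Every KO library thus had less *Eng* than every Ctrl library. The gene overlaps *Fpgs* on the opposite strand. Libraries held between 14869115 and 17242117 counts on genes. The median was 15943983.5 in Ctrl PBS, 16828876.5 in Ctrl sENG(M):BMP9, 16104310 in KO PBS and 15013148.5 in KO pro:BMP9. The isolations set most of the variation between libraries: the first principal component held 48.7% of the variance, and the isolation explained 99.8% of it. Treatment explained 84.3% of the third component (7.15% of the variance) and genotype 79.8% of the fifth (2.39% of the variance). After the group means were removed, libraries of different groups were compared in pairs. Pairs with the same replicate number had a mean correlation across genes of 0.757 (24 pairs). Pairs with different numbers had one of -0.251 (72 pairs), a negative value that follows from removing the group means. The replicate number was therefore kept as a block in every comparison, and results without the replicate block are given beside it.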

We treated Ctrl cells with sENG(M):BMP9 (or PBS) and KO cells with pro:BMP9 (or PBS) and then performed RNA sequencing to explore *Eng*-dependent and *Eng*-independent target genes. We first validated our RNA sequencing results by confirming the known differentially expressed genes (DEGs) induced by BMP9 in Ctrl cells and KO cells. 

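Expression was compared with edgeR's quasi-likelihood test on the raw counts, with TMM normalisation and the isolation as a block, and p-values were adjusted by the Benjamini-Hochberg method over the 15693 tested genes. In Ctrl cells, sENG(M):BMP9 changed 1521 genes against PBS at an adjusted p under 0.05, of which 920 were higher and 601 lower. In KO cells, pro:BMP9 changed 878 genes, of which 577 were higher and 301 lower. Both comparisons called 787 of the same genes, all 787 in the same direction. The change was at least 2-fold for 159 genes in Ctrl cells and for 90 genes in KO cells. Without the replicate block, the setting that moved these counts most, 167 genes changed in Ctrl cells and 91 in KO cells. *Smad6* (ENSMUSG00000036867, chromosome 9) rose from 39.6 ± 5.26 to 434 ± 51.8 CPM (counts scaled to the library total and normalised by TMM) in Ctrl cells (mean ± SD, n = 4), a log2 fold change of 3.45 (standard error 0.0610, adjusted p = 2.10e-17). In KO cells *Smad6* rose from 39.6 ± 3.73 to 367 ± 35.3 CPM, a log2 fold change of 3.21 (standard error 0.0607, adjusted p = 7.03e-17). *Smad7* (ENSMUSG00000025880, chromosome 18) had log2 fold changes of 2.87 in Ctrl cells (adjusted p = 7.49e-14) and 2.85 in KO cells (adjusted p = 1.43e-13). *Id1* (ENSMUSG00000042745, chromosome 2) had log2 fold changes of 2.51 in Ctrl cells (adjusted p = 1.42e-10) and 2.55 in KO cells (adjusted p = 2.05e-10). *Atoh8* (ENSMUSG00000037621, chromosome 6) had log2 fold changes of 3.64 in Ctrl cells (adjusted p = 8.06e-14) and 3.62 in KO cells (adjusted p = 2.16e-13). All 4 genes rose in each of the 4 isolations in both genotypes. They passed the threshold under each of the 13 alternatives, with the largest adjusted p, 2.54e-04, for *Id1* in KO cells without the replicate block. Between ligand-treated KO and Ctrl cells, the log2 fold change of *Id1* was 0.02 (standard error 0.114, adjusted p = 0.987), and its sign changed under some alternatives. The same comparison gave -0.24 for *Smad6* (standard error 0.0525, adjusted p = 0.0586), -0.09 for *Smad7* (adjusted p = 0.780) and -0.31 for *Atoh8* (adjusted p = 0.145), each lower in KO cells in all 4 isolations.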

Treatment of sENG(M):BMP9 in Ctrl cells (Fig. 7e) and pro:BMP9 in KO cells (Fig. 7f) induced canonical BMP9 target genes, such as *Smad6, Smad7, Id1* and *Atoh8*. We then compared the DEGs in PBS-treated Ctrl and KO cells to examine the effect of knocking out *Eng* on MLECs at baseline. 

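Between PBS-treated KO and Ctrl cells, 3 of the 15693 tested genes passed an adjusted p under 0.05 in edgeR's quasi-likelihood test, and these 3 were lower in KO cells. These genes were *Eng* itself, *Dcn* and *Col3a1*. In all, 1071 genes had an unadjusted p under 0.05. *Eng* had a log2 fold change of -3.15 (standard error 0.108, adjusted p = 2.69e-12). *Col3a1* (ENSMUSG00000026043, chromosome 1, 45350698 to 45388866) was at 105 ± 53.8 CPM in Ctrl cells and 76.2 ± 39.0 in KO cells (mean ± SD, n = 4). Its log2 fold change was -0.46 (standard error 0.0719, adjusted p = 0.0285), and it was lower in KO cells in all 4 isolations. *Dcn*, which encodes the matrix proteoglycan decorin and was named after its values were seen, had a log2 fold change of -0.61 (standard error 0.0890, adjusted p = 0.0160) and was lower in 3 of the 4 isolations. *Elovl6* (ENSMUSG00000041220, chromosome 3), a fatty acid elongase gene, was at 21.8 ± 6.24 CPM in Ctrl cells and 13.6 ± 4.38 in KO cells. *Elovl6* and *Reln* were lower in KO cells in all 4 isolations, with adjusted p of 0.180 for *Elovl6* and 0.244 for *Reln*. *Reln* (ENSMUSG00000042453, chromosome 5) ranged from 7.79 to 355 CPM among the 4 PBS-treated Ctrl libraries, so isolations differed by more than the genotypes did. *Elovl6* and *Reln* also overlap less well characterised genes or pseudogenes on the same strand, whose reads the counting could have split. Only *Eng* passed the threshold without the replicate block (1 gene), and 204 genes passed without a filter on low counts, 106 of them higher and 98 lower in KO cells.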

Only three genes were significantly downregulated after losing ENG, which are *Col3a1, Elovl6* and *Reln*. However, the fold changes were minimal (Log2FC = 0.45 to 0.69) (Fig. 7g). In contrast, when comparing DEGs from ligand-treated Ctrl cells and KO cells, we detected 76 significantly changed DEGs (Fig. 7h). 

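The log2 fold change of *Elovl6* between PBS-treated KO and Ctrl cells was -0.70 (standard error 0.131) and lay between -1.11 and -0.42 in the single isolations. For *Reln* it was -0.36 (standard error 0.0776), with single isolations between -0.50 and -0.19, and for *Col3a1* the single isolations lay between -0.74 and -0.25. With each isolation left out in turn, the log2 fold change stayed between -0.80 and -0.54 for *Elovl6*, between -0.40 and -0.28 for *Reln* and between -0.51 and -0.36 for *Col3a1*. *Col3a1* passed the threshold in 1 of these 4 fits. The 3 genes were also lower in ligand-treated KO cells, with log2 fold changes of -0.66 for *Elovl6* (adjusted p = 0.0414), -0.20 for *Reln* (adjusted p = 0.380, lower in 2 of 4 isolations) and -0.47 for *Col3a1* (adjusted p = 0.00894).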

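Between ligand-treated KO and Ctrl cells, 40 genes passed an adjusted p under 0.05 in edgeR's quasi-likelihood test with the isolation as a block, 14 of them higher and 26 lower in KO cells, and 1454 genes had an unadjusted p under 0.05. Without the replicate block 1 gene passed, and with quantile normalisation, ComBat and DESeq2, the steps the paper's methods name, with the isolation taken as the batch, 531 genes passed, the largest count of any setting. Of the 40 genes, 29 also changed with sENG(M):BMP9 in Ctrl cells and 25 with pro:BMP9 in KO cells, each in the opposite direction. For the 29 this is partly built in, since both comparisons use the ligand-treated Ctrl libraries with opposite sign. For the 25 the shared ligand-treated KO libraries favour the same direction instead. The 3 genes called between PBS-treated KO and Ctrl cells were among the 40. After *Eng* (log2 fold change -2.4, standard error 0.102), the genes lower in KO cells in all 4 isolations with the largest changes were *Nog*, *Adamtsl2*, *Aldoc* and *Eln*. *Aldoc* had a log2 fold change of -1.16 (standard error 0.211, adjusted p = 0.0245) and *Eln* one of -0.80 (standard error 0.131, adjusted p = 0.0132). The largest increases that all 4 isolations shared were in *Apold1*, with a log2 fold change of 0.52 (adjusted p = 0.0137), and *Cdc42ep2*, with one of 0.48 (adjusted p = 0.00894). They were followed by *Slfn3* at 0.39 (adjusted p = 0.0414), *Bst2* at 0.36 (adjusted p = 0.0462) and *Lgals9* at 0.34 (adjusted p = 0.0367).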

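Of the 40 genes that differed between ligand-treated KO and Ctrl cells, 5 differed by at least 2-fold, all lower in KO cells: *Lrp2*, *Eng*, *Nog*, *Adamtsl2* and *Aldoc*. *Lrp2* had the largest log2 fold change, -2.48 (standard error 0.473, adjusted p = 0.0321), at a mean of 1.53 CPM, and was named after its values were seen. *Nog* (ENSMUSG00000048616, chromosome 11, 89191464 to 89193158) is a gene of 1 exon that encodes the secreted BMP antagonist noggin. It had at most 1 count in any PBS-treated library. After ligand, *Nog* had 272, 226, 93 and 12 counts in the Ctrl cells of isolations 1 to 4, and 96, 70, 29 and 6 counts in the KO cells. Set against a floor of 3 counts, its mean normalised expression was at least 49.6-fold higher after sENG(M):BMP9 in Ctrl cells. After pro:BMP9 in KO cells it was at least 17.9-fold higher. The bounds of single isolations ran from 3.83-fold to 82.9-fold in Ctrl cells and from 2.22-fold to 34.8-fold in KO cells. *Nog* in ligand-treated KO cells was 41.0%, 29.1%, 34.8% and 56.6% of its level in the Ctrl cells of the same isolation. The log2 fold change was -1.48 (standard error 0.175, adjusted p = 9.09e-04 from edgeR's quasi-likelihood test). *Adamtsl2* (ENSMUSG00000036040, chromosome 2, 26969391 to 26998993) encodes a secreted protein of the extracellular matrix. It had between 3 and 7 counts in the PBS-treated libraries. After ligand it had 110, 82, 213 and 297 counts in the Ctrl cells of isolations 1 to 4 and 26, 35, 130 and 73 in the KO cells. The log2 fold change with ligand was 5.18 in Ctrl cells (standard error 0.328, adjusted p = 2.37e-09) and 4.24 in KO cells (standard error 0.390, adjusted p = 5.63e-07). Both standard errors are derived from the F statistic and are rough at so few PBS counts. *Adamtsl2* in ligand-treated KO cells was 27.5%, 40.1%, 68.1% and 27.8% of its level in the Ctrl cells of the same isolation, a log2 fold change of -1.31 (standard error 0.209, adjusted p = 0.0101). Without the replicate block, the log2 fold changes were -1.49 for *Nog* and -1.27 for *Adamtsl2*, both with an adjusted p of 1.00. By p-value, *Nog* was in place 2 and *Adamtsl2* in place 10 among the 40 genes.

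**Figure D1:**
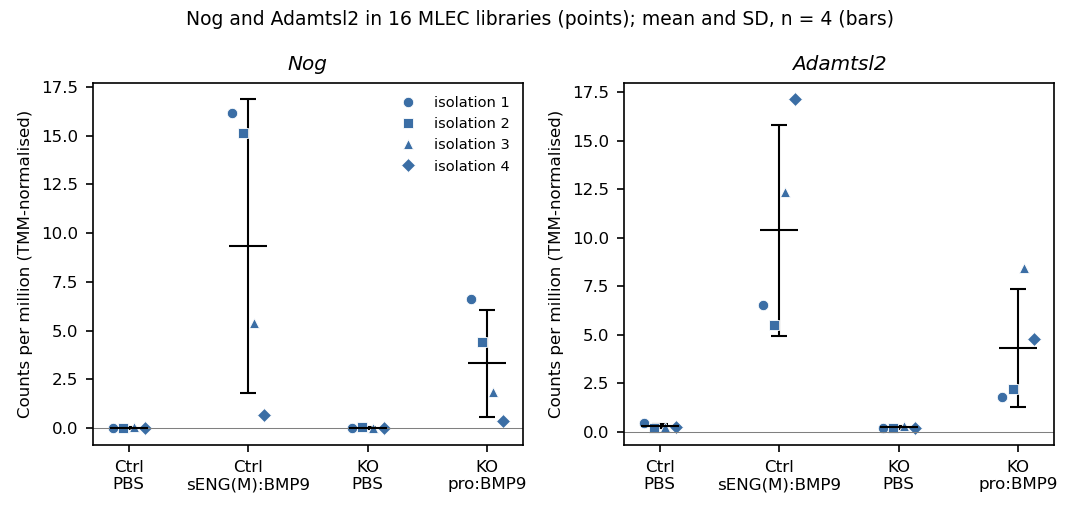
CPM, normalised by TMM, of *Nog* and *Adamtsl2* in the 16 MLEC libraries. Each point is a library, the shape of the point gives the isolation, and the bars give the mean and SD of the 4 libraries of a group. In each isolation the ligand-treated KO library lies below the ligand-treated Ctrl library.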

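A difference between KO and Ctrl cells after ligand can also be present before it, so the difference of both ligand responses, KO minus Ctrl, was tested directly in the same fit. No gene passed an adjusted p under 0.05 in this test, and 565 had an unadjusted p under 0.05. For *Adamtsl2* the difference of responses was -0.93 on the log2 scale (standard error 0.742, adjusted p = 1.00), lower in KO cells in all 4 isolations. For *Nog* no difference of responses is given, since its PBS-treated libraries lie at the floor. Over the 23 genes that the paper names from these data, 7 had an adjusted p under 0.05 when the adjustment covered this list alone. These genes were picked by the paper on the same libraries, so this count shows no stability. Across 113 genes that ligand induced at least 2-fold on average over both genotypes, the median difference of the log2 responses was -0.25, larger than the SD of the 4 isolation medians (0.0640). Of these genes, 93 had a weaker response in KO cells, and the median log2 induction was 1.58 in Ctrl cells and 1.31 in KO cells. Both *Nog* (place 3) and *Adamtsl2* (place 7) were among the genes with the lowest differences of the 113, below the 10th percentile of -0.72. The value of *Nog* rests on PBS-treated libraries at the floor (standard error 1.98), and that of *Adamtsl2* has a standard error of 0.742. Their places are therefore uncertain and cannot decide whether their responses are weakened more than those of other induced genes. The median difference was -0.27 without the replicate block. In the paper's design (Fig. 7b), sENG(M):BMP9 signals in Ctrl cells mostly through cell surface ENG, whereas pro:BMP9 in KO cells can signal only without it. From the reduction of *Nog* and *Adamtsl2* in that comparison, the paper proposes that ENG weighs more in the induction of these 2 genes.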

Several DEGs had fold changes equal or bigger than 2, with the most significant fold changes observed for *Nog* and *Adamtsl2*, suggesting that the induction of these two genes was more dependent on ENG.

Significantly changed DEGs in Figure 7h were subject to pathway analysis using String^32^. Three distinct clusters of protein-protein interaction network were detected (Supplementary Fig. 9a), centred around Irf9/Ifih1/Oasl1, Col3a1/Col6a2/Col6a1, and Bmp4, respectively. 

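Of the genes named for the 3 clusters, *Irf9*, *Ifih1* and *Oasl1* were higher in ligand-treated KO cells than in Ctrl cells in all 4 isolations. *Irf9* (ENSMUSG00000002325, chromosome 14) had a log2 fold change of 0.35 (standard error 0.0840, adjusted p = 0.0755 from edgeR's quasi-likelihood test); it overlaps *Rnf31* on the same strand, so reads of the 2 genes could have been split. *Ifih1* (ENSMUSG00000026896, chromosome 2) had one of 0.50 (standard error 0.125, adjusted p = 0.0867) and *Oasl1* (ENSMUSG00000041827, chromosome 5) one of 0.58 (standard error 0.159, adjusted p = 0.126). *Ifih1* also differed between isolations, from 36.8 to 107 CPM in the ligand-treated Ctrl cells. In PBS-treated cells, the log2 fold changes of the 3 genes were 0.25 for *Irf9*, 0.35 for *Ifih1* and 0.42 for *Oasl1*, each higher in KO cells in 3 of 4 isolations. In the collagen cluster, *Col3a1* passed the threshold, while *Col6a1* had a log2 fold change of -0.29 (standard error 0.0617, adjusted p = 0.0573, lower in 4 of 4 isolations) and *Col6a2* one of -0.32 (standard error 0.0751, adjusted p = 0.0697, lower in 3 of 4 isolations). In PBS-treated cells the log2 fold changes were -0.22 for *Col6a1* and -0.26 for *Col6a2*. *Bmp4* (ENSMUSG00000021835, chromosome 14, 46620977 to 46628126) was at 91.6 ± 29.3 CPM in Ctrl cells after sENG(M):BMP9 and at 75.0 ± 25.1 in KO cells after pro:BMP9 (mean ± SD, n = 4), which overlap, but within isolations it was lower in KO cells 4 times out of 4. Its log2 fold change was -0.29 (standard error 0.0429, adjusted p = 0.00835), against 0.00 in PBS-treated cells (adjusted p = 0.998). None of these genes passed the threshold between ligand-treated cells without the replicate block, where all had an adjusted p of 1.00.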

Gene ontology and KEGG pathway showed that significantly enriched terms include response to interferon-β, regulation of the viral processes, and TGF-β signalling pathways (Fig. 7i, j, Supplementary Fig. 9b, c).

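In place of the STRING server, a list of 106 interferon-stimulated genes and a list of 91 genes of TGF-β and BMP signalling, both compiled from general knowledge, were tested with limma's camera. Of the interferon list, 103 genes were tested, and 99 of them were higher in ligand-treated KO cells than in Ctrl cells. Their median log2 fold change was 0.34, and the single isolations gave 0.44, 0.63, 0.38 and 0.03. Camera with its default correlation between genes of 0.01 gave p = 3.42e-77, but the genes of the list moved together with an estimated correlation of 0.678, and with that estimate p was 0.0112. Without the replicate block the median was 0.29 (p = 5.91e-30 with the default correlation). In PBS-treated cells the same genes had a median of 0.21, with 0.45, 0.33, 0.30 and -0.22 in isolations 1 to 4 (p = 0.0531 with the estimated correlation), and 0.16 without the replicate block. The difference of both ligand responses had a median of 0.14 (p = 0.324 with the estimated correlation). Of the TGF-β and BMP list, 76 genes were tested. Their median log2 fold change was -0.02 in ligand-treated KO cells (p = 9.99e-05 with the default correlation), -0.02 without the replicate block (p = 0.00587), and 46 of the 76 genes were lower. In PBS-treated cells the median of this list was -0.008 (p = 0.436 with the default correlation), and 1 of its genes passed the threshold. The difference of both ligand responses had a median of -0.018 for this list (p = 0.0196 with the default correlation). Fisher's exact test, which takes the genes of a list as independent although they move together, was applied to the 40 genes with an adjusted p under 0.05. Among them, the interferon list held 3 where 0.263 were expected from the tested genes (one-sided Fisher's exact test, p = 0.00227). The TGF-β and BMP list also held 3, where 0.194 were expected (one-sided Fisher's exact test, p = 9.48e-04).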

### Validation of ENG-dependent target genes in mouse and human primary ECs

RT-qPCR experiments were performed to validate the significantly changed DEGs (Fig. 7h). We first measured the basal expression of selected genes relative to the housekeeping gene *Hprt* and calculated the ratio of the basal expression in KO/Ctrl cells (Fig. 8a, dark grey bars). Most of the values are close to 1, indicating that the basal expressions of these genes were similar in KO and Ctrl cells without BMP9 treatment. We then measured the fold induction of these genes after ligand treatment (ENG(M):BMP9 in Ctrl cells and pro:BMP9 in KO cells, as shown in Fig. 7b), and calculated their ratio of KO/Ctrl (Fig. 8a, light grey bars). Interestingly, the ratios for most of the genes are below 1, indicating that the fold induction in KO cells is lower than in the Ctrl cells, consistent with the RNAseq data (Fig. 7h). When comparing the ratios in untreated cells (Fig. 8a, dark grey bars) with those in ligand-treated cells (Fig. 8a, light grey bars) for each investigated gene, the differences in *Adamtsl2* and *Nog* were statistically significant. We confirmed that the lower fold induction in *Adamtsl2* and *Nog* was not due to the difference in basal expression (Fig. 8b) but because of the lower fold induction in the KO cells (Fig. 8c).

It has been reported that HDMECs express significantly lower ENG than ECs from other vascular beds^33^. We hypothesised that HDMECs might be similar to the *Eng* KO MLECs in that they would have less fold induction of ENG-dependent BMP9 target genes. We first compared ENG expression in HDMECs with that in HAOECs and HUVECs at both protein and mRNA levels (Fig. 8d, e, f) and confirmed that ENG expression in HDMECs was much lower than that in HAOECs and HUVECs. We then performed BMP9 signalling assays in these cells, at both 0.1 and 1 ng/ml BMP9 GFD concentrations. BMP9 induced the canonical BMP target gene *ID1* at both concentrations in all three primary ECs, and fold induction was very similar across the three ECs (Fig. 8g). In contrast, BMP9 effectively induced *NOG* and *ADAMTSL2* in both HAOECs and HUVECs, but not in HDMECs (Fig. 8g), and this was not due to the difference in the basal expression of these genes in different ECs (Fig. 8h). This is consistent with *NOG* and *ADAMTSL2* being ENG-dependent genes, and the lack of induction in HDMECs is probably due to the very low ENG expression.

### *ENG, NOG* and *ADAMTSL2* in PAH patient samples

To assess the human relevance of our findings, we analysed a publicly available microarray dataset of human lung tissue^34^ and found the expression levels for *ENG, NOG* and *ADAMTSL2* were all significantly reduced in PAH patients’ lungs compared to control (Fig. 9a). Importantly, the expression levels of both *NOG* and *ADAMTSL2* were strongly and positively correlated with *ENG*, and with each other (Fig. 9b). This is consistent with our finding that *NOG* and *ADAMTSL2* are *ENG*-dependent. We next examined these genes in the published whole blood RNAseq dataset from 363 PAH samples versus 126 controls^35^. The expression levels for *ENG* and *NOG* were both significantly reduced in PAH and significantly correlated with each other (Fig. 9c, d). Furthermore, lower levels of *NOG* mRNA were associated with poorer transplant-free survival in PAH patients (Fig. 9e) and worse REVEAL 2.0 Lite mortality risk scores^36^ (Spearman test, Rho = -0.14, P = 0.0083). In a published proteomics dataset of whole blood plasma^37,38^, Noggin protein levels were also significantly reduced in PAH (Fig. 9f), consistent with our findings. Of note, we observed increased sENG protein in PAH patients’ plasma as previously reported^5^.

## Discussion

In this study, we report how ENG participates in BMP9 and BMP10 signalling as a co-receptor in ECs despite binding to the ligands at overlapping site with the prodomain and the BMP type II receptors. We show that ENG can displace the BMP9 and BMP10 prodomains at sub-molar ratio, enabling efficient capture of circulating BMP9 and BMP10. Secondly, ENG does not need to dissociate from BMPs but can help assemble a signalling complex by binding to TGFBRII directly and to ALK1 via BMP9 or BMP10. Thirdly, we identified *Nog* and *Adamtsl2* as two BMP9 target genes that are preferentially dependent on ENG, and the mRNA expression of *NOG* and *ADAMTSL2* in human lungs is strongly correlated with that of *ENG*. Our results provide a comprehensive model of how BMP9 signals in ECs. While ALK1 is absolutely required for all BMP9 and BMP10 signalling, there is a significant degree of redundancy in the type II receptor utilisation, with TGFBRII also playing a role in BMP9 signalling in addition to the previously reported BMPRII and ActRIIA.

Our data has an important impact on reconciling two previous controversial findings on ENG and on BMP9/TGF-β signalling in ECs. ENG was discovered as a component of the TGF-β signalling complex^6^ using radio labelled TGF-β1 treated cells followed by crosslinking. In contrast, direct protein binding assays^14^ later showed that sENG did not bind to any of the TGF-β family ligands or receptors apart from BMP9 and BMP10. As a result, a persistent disconnection between these findings has raised questions on how ENG contributes to both TGF-β and BMP9 signalling, creating a controversy that has also slowed progress in understanding the molecular mechanism of ENG function. Our data have filled this long-standing knowledge gap by demonstrating that ENG interacts with TGFBRII in un-transfected human primary ECs, and that this interaction enables TGFBRII to participate in ALK1-mediated BMP9 signalling. The reason ENG was shown as positive in the original ^125^I-TGF-β1 label-crosslinking experiments^6^ can now be explained by its interaction with TGFBRII intracellularly, and the crosslinker Disuccinimidyl suberate (DSS) being membrane permeable therefore permitting intracellular crosslinking. This also explains the observation that ENG showed a similar TGF-β binding profile to TGFBRII, i.e., binding with high affinities to TGF-β1 and TGF-β3 but not TGF-β2^6^, and ENG binding to TGF-β is dependent on TGFBRII^39,40^. Both ECD and ICD of ENG have been reported to interact with TGFBRII in transiently transfected COS-7 cells^10^. Although we have not detected direct interaction between BMP9 and TGFBRII ECD in our *in vitro* direct binding assays (Supplementary Fig. 5), it remains a possibility that ENG and TGFBRII ECDs could make contact in the proper cellular context when other components are present, such as ligands or other cell surface proteins. Structural analysis shows that ENG, TGFBRII and ALK1 ECDs all bind to ligands at different sites (Supplementary Fig. 10) and there will not be any structural constraint extracellularly for ENG to bring TGFBRII and ALK1 together.

In ECs, ALK1 is required for BMP9 signalling irrespective of which type II receptors are present; hence knocking down ALK1 can completely abolish BMP9-induced Smad1/5 phosphorylation. In contrast, the type II receptors for BMP9 signalling have a significant degree of promiscuity and redundancy, and we generally only see 20-50% of the reduction after knocking down the type II receptors individually when cells are treated with low concentrations of BMP9 for a short period, such as 10-15 min. In a previous study, si*ACVR2A* and si*BMPR2* individually in HPAECs did not cause significant loss of BMP9 signalling (BMP9 treatment at 1 ng/ml for 1 hour), whereas knocking down both receptors only led to approximately 50% decrease of Smad1/5 phosphorylation^29^. Interestingly, BMP9 signalling was reduced by around 50% in *Eng*^*-/-*^ MLECs^22^, suggesting that both ENG-dependent and ENG-independent pathways play significant roles in BMP9 signalling.

Our model supports the above observation in siRNA experiments, suggesting that the overall signalling outcome is crucially dependent on the local receptor expression levels and other cellular context, such as whether any high affinity ligands are present to compete with the type II receptor binding^41^. Our model also suggests that for TGFBRII to interact with ENG and play a meaningful role in BMP9 signalling, it will need to be expressed at a similar level to ENG. Indeed, single cell RNAseq data from the Human Protein Atlas showed that in vascular ECs, *TGFBR2* is highly expressed and at a similar level to *ENG*, slightly higher than *BMPR2* and *ACVRL1*, and at an order of magnitude higher level than *TGFBR1* (Supplementary Fig. 11).

It is intriguing that we only pulled down ALK1 from ECs in 0.1% FBS condition when signalling is off, and not from ECs in 10% FBS or 0.1% FBS+BMP9 where BMP9 signalling is active and ALK1 is activated. Interestingly, it has been reported that ALK5 can only interact with ENG in an inactive form^10^. We also pulled down SMAD1, SMAD2 and SMAD5 under different conditions and in different cell types. This could be due to their association with the type I receptors. Mixed R-SMADs complex has been described before^42^ and we cannot exclude the possibility of the interaction of SMAD1 with SMAD2 in the 0.1% FBS condition. We consistently detected the interaction between endogenous ENG and TGFBRII in all three medium conditions, regardless of whether BMP9 signalling was active or not. It is interesting to note that in the previous study in transfected COS-7 cells, it was also found that TGFBRII remains associated with ENG in both its active and inactive forms^10^.

Human genetics strongly suggests that dysregulated endothelial BMP signalling involving BMP9/ALK1/BMPRII/ENG plays a significant role in endothelial dysfunction and is likely to be the initial trigger for the pathogenesis of PAH^43,44^. Interestingly, mutations in *TGFBR2* were found in ECs of plexiform lesions from PAH patients. Microsatellite site mutations and reduced protein expression of TGFBRII were found in 6 out of 19 lesions^45^. In immunochemistry staining, 31 of 35 (89%) PAH plexiform lesions did not express TGFBRII, whereas ECs within PAH pulmonary arteries not containing plexiform lesions and pulmonary arteries in 4 normal lungs expressed TGFBRII abundantly. This supports that loss of endothelial TGFBRII contributes to endothelial dysfunction in PAH, consistent with our finding that TGFBRII plays a role in BMP9 signalling.

We identified *Nog* and *Adamtsl2* as two BMP9-target genes that are preferentially dependent on ENG. Interestingly, both are extracellular regulators of TGF-β family signalling. ADAMTSL2 has been proposed to be involved in regulating TGF-β bioavailability and its mutations were found in an autosomal recessive disorder Geleophysic dysplasia^46^. Noggin is an inhibitor for many BMP ligands including BMP4^47^ and BMP7^48^, but not BMP9 or BMP10^49^. Expression of ENG can also be detected in non-ECs where ALK1 is expressed at low levels or not expressed and BMP9 can signal through ALK2. Whether the mechanisms of ENG function we identified here apply to the role of ENG in other cell types and with other type I receptors are yet to be investigated. It is intriguing to note the strong positive correlations of *NOG* and *ADAMTSL2* gene expression with *ENG* in human lungs which contain both ECs and non-ECs. Moreover, although ECs do not contribute to whole blood mRNA, we also observed a weak yet significant positive correlation between *ENG* and *NOG*, suggesting at least some aspects of the ENG mechanism identified here could apply to non-ECs and other type I receptors.

We and others^50^ have demonstrated that serum Noggin protein levels are reduced in PAH patients. We now demonstrate that in whole blood RNAseq, both *ENG* and *NOG* expression levels are reduced, and a lower Noggin level correlates with worse survival in PAH patients. These observations on *ENG* and *NOG* in blood samples might be used as PAH biomarkers that are linked to the TGF-β/BMP pathway, the key dysregulated pathway in PAH identified by human genetics.

In summary, we show that a primary role of ENG as a co-receptor is to capture circulating BMP9 and BMP10 effectively from plasma. ENG can bring TGFBRII into the BMP9 signalling complex. We identified BMP9 target genes *Nog* and *Adamtsl2* as preferentially dependent on ENG and further validated this finding in human primary ECs and in lung tissues.

We provide a model of the ENG function and BMP9 signalling, which reconciles different historical reports on the ENG function. Our data fill an important gap in our knowledge of ENG function and provide a framework for strategies targeting BMP9/ALK1/ENG/BMPRII pathways for therapeutic applications.

## Materials

All chromatography columns were purchased from GE Healthcare/Cytiva. TRC105 antibody was a kind gift from TRACON. HMEC-1 and HEK EBNA cells were from American Type Culture Collection (ATCC). HPAECs, HUVECs, HAOECs and HDMECs were purchased from Lonza and PromoCell. BMP9 and BMP10 GFDs, sENG-Fc, ALK1-Fc were purchased from R&D Systems.

## Methods

### Protein expression and purification

cDNAs of full-length human BMP9 and BMP10 including the prodomain, sENG (Residue 1-586)-(His)_6_ were cloned into a *pCEP4* plasmid. For protein expression, each plasmid was transfected into HEK EBNA cells in Dulbecco’s modified Eagle Medium (DMEM, 11965092, Gibco), 5% FBS. For BMP10 expression, human full-length FURIN cDNA in *pCEP4* was co-transfected to facilitate processing. The transfection medium was replaced by CD CHO (10743-029, Thermo Fisher Scientific) medium on day 2, and the conditioned medium was harvested twice a week for 5 harvests.

To purify pro:BMP9 and pro:BMP10, the conditioned medium was loaded onto a 5-ml HiTrap Q HP column (17115401, Cytiva) and eluted with a NaCl gradient. This was followed by a HiLoad Superdex 200 pg 16/600 gel filtration column pre-equilibrated in 20 mM Tris, 50 mM NaCl, pH 7.4. Pooled fractions were loaded on a MonoP 5/50 GL column and eluted with a NaCl gradient. The eluted sample was polished using a HiLoad Superdex 200 pg 16/600 gel filtration column pre-equilibrated in 20 mM Tris, 150 mM NaCl, pH 7.4.

sENG-His was expressed as a mixture of sENG(D) and sENG(M)^22^. They were initially captured on a 5-ml HisTrap excel column (17371206, Cytiva) and the eluted fractions were pooled and dialysed in 20 mM Tris, 50 mM NaCl, pH 7.4. The dialysed sample was then loaded on a 5-ml HiTrap Q HP column and eluted with a NaCl gradient. sENG(D) and sENG(M) were separated by a HiLoad Superdex 200 pg 16/600 gel filtration column in 20 mM Tris, 150 mM NaCl, pH 7.4.

The cDNA for human ALK1 (Residue 22-118), BMPRII (Residue 27-150) and ActRIIB (Residue 24-115) ECDs were cloned separately into a *pET-39b* plasmid (70090, Novagen) to create a fusion protein DsbA-(His)_6_-TEV site-ECD. The expression and purification for all the ECDs were identical. In brief, the plasmid for each protein was transformed into *E. coli* Rosetta DE3 (70954, Novagen) for protein expression. At mid-log phase, cells were induced by 200 μM isopropyl β-D-thiogalactopyranoside (IPTG) and then grown at 22 °C overnight. The ECDs were extracted from periplasmic fractions according to the pET System Manual (Novagen). The His-tagged fusion proteins were captured and eluted from a 5-ml HisTrap excel column. This was followed by overnight TEV digestion and dialysis in TBS at 4 °C. The digested proteins were passed through the HisTrap excel column to remove the His-tagged DsbA and TEV protease. The ECDs were then passed through a HiLoad Superdex 75 pg 16/600 gel filtration column to purify the proteins further.

### Cell surface biotinylation

HPAECs and HUVECs were seeded in 6-well plates overnight in endothelial growth medium 2 (EGM2, C-22111, PromoCell) with 10% FBS. Cells were washed 3 times with ice-cold PBS pH 8.0 and then incubated with 0.33 mg/ml Thermo EZ-Link Sulfo-NHS-SS-Biotin (21328, Thermo Fisher Scientific, membrane impermeable) in PBS for 30 min at 4 °C. The reaction was quenched with 2 ml per well 35 mM Tris pH 8.0 for 10 min at room temperature followed by 2 times wash with PBS. The cells were lysed with 200 μl per well lysis buffer (125 mM Tris pH 7.4, 10% glycerol, 2% SDS, 2 mM EDTA and 1 x protease inhibitor (11836170001, Sigma Aldrich)) on ice. The lysate was centrifuged at 20,000 g for 10 min at 4 °C and the supernatant was incubated with 150 μl Pierce Avidin Agarose (20219, Thermo Fisher Scientific) and incubated with mixing for 1 hour at room temperature. The resin was then washed 5 times with PBS and boiled in 1x SDS loading dye. ENG was assessed by immunoblotting. Anti-ENG (555690, BD Bioscience) and anti-β-Actin (A5441, Sigma-Aldrich) were used and related information can be found in Supplementary Data.

### Crosslinking

Proteins were incubated with 1 mM (final concentration) of DSG, BS^3^, BS(PEG)_5_ or BS(PEG)_9_ (A35392, A39266, A35396, 21582, respectively, from Thermo Fisher Scientific) in PBS pH 7.4-8.0 for 45 min at room temperature. The reaction was then quenched with 40 mM Tris (final concentration) pH 7.4-8.0 for 15 min at room temperature. Concentrations of the crosslinkers were titrated to optimise the crosslinking efficiency.

### Native and SDS-PAGE

Pro:BMP9 or pro:BMP10 was pre-mixed with sENG(D), sENG(M), BMPRII or ActRIIB ECDs at ratios indicated in the figure legends in TBS in a final volume of 8 μl and incubated for 30 min at room temperature. The samples were then run on a 10% native PAGE at 4 °C.

Where appropriate, the Coomassie InstantBlue (ab119211, Abcam) stained native gel bands were cut out and inserted directly into the wells of a 12% SDS-PAGE gel and run under non-reducing condition to reveal their identity.

### Surface plasmon resonance

Surface plasmon resonance (SPR) binding experiments were performed using a Biacore T200 system (Cytiva/GE Healthcare). For all assays, ALK1-Fc or sENG-Fc was immobilised onto a Series S CM5 chip (BR100530, Cytiva) via amine coupling. The SPR analytes were injected in duplicate at a flow rate of 40 μl/min (in a buffer containing 10 mM HEPES pH 7.4, 150 mM NaCl, 3.4 mM EDTA, 0.5 mg/ml BSA and 0.005% (v/v) surfactant P20) at 25 °C. The surface was regenerated with 1-3 injections (depending on the binding partners) of 4 M Guanidine Hydrochloride. The kinetic rate constants were obtained by fitting the corrected data to a 1:1 interaction model or steady-state model using BIAevaluation software (Cytiva/GE Healthcare).

### Generating *Eng*-iKO ECs

*Rosa26*-*Cre*^*ERT*^;*Eng*^*fl/fl*^ mice have been described previously^22,51^ and maintained in a C57BL/6 background. All procedures were approved by the University of Cambridge Animal Welfare Ethical Review Board under the authority of the United Kingdom Home Office Project Licences PP7550697 and PP3923706. Mice were housed in a pathogen-free barrier facility under a 12-hour light and 12-hour dark cycle at ambient temperature and humidity with standard chow and water ad libitum. Primary mouse lung microvascular ECs (MLECs) were isolated from the *Rosa26-Cre*^*ERT2*^*;Eng*^*fl/fl*^ mice carrying the Immorto mouse transgene using CD31 (553370, BD Biosciences)- and then ICAM2 (553326, BD Biosciences)-coated beads following the protocols as describe before^22^. MLECs were cultured at 33 °C in MV2 media (C22121, PromoCell) with 10% FBS, 100 μg/ml heparin, 20 U/ml interferon-γ (315-05, PeproTech) and 1 μM SB431542 (S4317-5MG, Sigma-Aldrich). *Eng* knockout was induced by the addition of 2 μM 4-OH-tamoxifen (H7904, Sigma-Aldrich) in the culture media for 72 hours. Cells were seeded in the culture media without interferon-γ, SB431542 and 4-OH-tamoxifen at 37 °C for 24 hours followed by serum starvation overnight in MV2 media containing 0.1% FBS and 100 μg/ml heparin at 37 °C before signalling assays. Antibody information can be found in Supplementary Data.

### ENG displacement ELISA

A 96-well plate (655001, Greiner) was coated with anti-human CD105 antibody (555690, BD Biosciences, 0.17 μg per well) in PBS and incubated at 4 °C overnight. The wells were then washed with PBS-T and blocked with 1%BSA/PBS for 2 hours at room temperature. sENG:BMP9 was then added to the plate and incubated for 2 hours at room temperature. After washing with PBS-T, BMPRII or ActRIIB ECDs (at 0x, 1x, 5x, 25x and 125x) was added to the wells for 30 min at room temperature. The plate was washed and incubated with the biotinylated anti-BMP9 antibody (BAF3209, Bio-Techne, 0.04 μg per well). After a 2-hour incubation at room temperature, the plate was washed and incubated with 1 mg/ml ExtrAvidin-Alkaline phosphatase (E2636, Sigma-Aldrich) for 30 min. The assay was developed with 4-Nitrophenyl phosphate (pNPP) disodium salt hexahydrate (S0942, Sigma-Aldrich) in 1 M Diethanolamine, 0.5 mM MgCl_2_ pH 9.8 and the absorbance was measured at 405 nm.

### ENG pull-down from primary ECs followed by mass spectrometry analysis

TRC105, a chimeric IgG1 monoclonal antibody that binds ENG, was a kind gift from TRACON and was used to make the ENG affinity column previously^22^. A 1 ml NHS-BSA column (NHS columns were purchased from Cytiva, 17-0716-01) was generated using the same method as a negative control. Three human primary ECs, HAOECs, HUVECs and HPAECs were grown in T175 flasks in EGM2 with 10% FBS for two days. Depending on the experiment, cells were maintained in EGM2 with 10% FBS, or serum-starved in EGM2 with 0.1% FBS for 20 hours, or serum-starved in EGM2 with 0.1% FBS for 20 hours followed by treatment with 0.25 ng/ml pro:BMP9 for 40 min. The cells were then harvested and lysed in 1% Triton-X100/PBS with 2 mM EDTA and protease inhibitor (11873580001, Merck). Lysed cells were centrifuged at 20,000 g for 10 min at 4 °C. The supernatant from each experiment was divided into two equal portions. One portion was passed through the 1 ml ENG affinity column, while the other portion was passed through the 1 ml NHS-BSA column under the identical condition. The columns were washed with PBS, and bound proteins were eluted with 0.15 M glycine pH 2.5. The eluates were collected, TCA precipitated and run on SDS-PAGE under reducing condition for about 1 cm. The stained bands were cut out and sent for LC-MS/MS analysis at the Proteomics Core Facility, Department of Biochemistry, University of Cambridge. Total of 18 samples were analysed across three different culturing conditions, each condition containing N=3 negative control and N=3 biological repeats (three different EC lines in this case).

Sample preparations for mass spectrometry are as follows: SDS-PAGE bands were cut into 1-2 mm pieces and washed in 50% acetonitrile/100 mM NH_4_HCO_3_ solution until clear. Reduction was performed with 10 mM DTT in 100 mM NH_4_HCO_3_ at 37 °C for 1 hour followed by alkylation with 55 mM iodoacetamide in 100 mM NH_4_HCO_3_ at room temperature for 45 min in the dark. Trypsin (V5111, Promega) was added at 5 ng/ml 50 mM NH_4_HCO_3_, digestion was proceeded overnight at 37 °C.

LC-MS/MS experiments were performed using a Dionex Ultimate 3000 RSLCnano UHPLC system coupled to an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific). Peptides were first loaded onto a PepMap 100 C18 pre-column (5 µm, 100 Å, 300 µm × 5 mm) with 0.1% formic acid for 3 min at 15 µl/min, then separated on a PepMap C18 analytical column (2 µm, 100 Å, 75 µm × 50 cm) at 300 nl/min. Chromatographic separation used solvent A (0.1% formic acid in water) and solvent B (80% acetonitrile, 0.1% formic acid) with a 2–30% B gradient over 30 min. Eluting peptides were ionized using an Easy-Spray source.

MS1 scans were acquired in the Orbitrap at 120,000 resolution over m/z 380–1500. Data-dependent MS/MS (3s-cycle) used high energy collisional-induced dissociation (HCD) (Normalised Collision Energy (NCE) = 32%) with fragment detection at 15,000 resolution. Singly charged ions, ions with >7 charges, and unassigned charge states were excluded; dynamic exclusion was set to 70 s.

Raw data were processed in Proteome Discoverer 2.5 (Thermo Fisher Scientific) and exported as mgf files for Mascot (v3.1, Matrix Science) searching against a contaminants database and the CCP_Homo_sapiens_20221011 database. Searches employed variable modifications of oxidation (M) and deamidation (N/Q), fixed carbamidomethyl (C), and J-28 leucine/isoleucine ambiguity, allowing two missed cleavages. Mass tolerances were 20 ppm (precursors) and 0.1 Da (fragments). Protein abundances were calculated from peptide peak areas.

Peptide identifications were validated in Scaffold (v5.1.1) at ≥95% probability (Local FDR), and proteins at ≥99% probability with ≥2 peptides, using Protein Prophet^52^. The results were analysed and viewed using Scaffold 5 (Proteome Software.com).

### RNA extraction and RT-qPCR

Cells were lysed and RNA was extracted using RNeasy Mini Kit buffers (74104, Qiagen) following the manufacturer’s protocol. 1 μg RNA was reverse transcribed using a High-Capacity cDNA Reverse Transcriptase kit (4368814, Thermo Fisher Scientific) in a Veriti thermal cycler (Applied Biosystems). Quantitative PCR was performed on 1/10 diluted cDNA samples using PowerUP SYBR Green Master Mix (A25777, Applied Biosystems) in a MicroAmp^®^ Optical 384 Well Reaction plate (10005724, Applied Biosystems) on a Quant-Studio 6 Flex Real-Time PCR system (Applied Biosystems). The relative expression levels were calculated using the ΔCt method and fold changes in expression levels were calculated using the ΔΔCt method^53^. The sequences of the primers are in Supplementary Data. All the primers were synthesised by Sigma-Aldrich and were previously validated in published studies or in our assays.

### Signalling assay in MLECs

*Eng* knockout was induced by 2 μM 4-OH-tamoxifen with vehicle-treated cells as controls. Cells were seeded in 6-well plates and serum-starved overnight in MV2 media with 0.1% FBS and 100 μg/ml heparin at 37 °C. They were then treated with PBS, pro:BMP9 (0.2 ng/ml GFD concentration) or sENG(M):BMP9 (0.2 ng/ml GFD concentration, sENG in large excess to stabilise the complex) for 15 min before being harvested for analysis. The total protein was quantified using the DC protein assay (5000112, Bio-Rad). Equal amounts of lysate were fractionated on a 10% SDS-PAGE and Smad1/5 phosphorylation (9516S, Cell Signaling) was detected by immunoblotting. Knockout efficiency of ENG was confirmed by immunoblot using AF1320 (Bio-Techne) and RT-qPCR. β-actin (A5441, Sigma-Aldrich) was used as the loading control. Antibody information can be found in Supplementary Data.

### Immunofluorescence staining

MLECs were seeded in cells of a Milicell^®^ EZ Slide (PEZGS0416, Merck) overnight. They were fixed the following day with acetone + methanol (1:1) for 5 min at room temperature. Following blocking with 1% BSA in PBS, the cells were stained with the corresponding primary antibodies (CD31, 553370, BD Bioscience; VE-Cadherin, 555289, BD Biosciences; ENG, 14-1051-82, Affymetrix eBioscience, Supplementary Data) for 2 hours at room temperature. They were then washed and incubated with secondary antibodies (488, A-21208, Invitrogen; 568, A78946, Thermo Fisher Scientific) for 1 hour at room temperature. Nuclei were counterstained with DAPI (40043-BT, Biotium) and images were acquired using an Invitrogen EVOS M5000 Imaging System. Fluorescence images were acquired from cells isolated from three different mice. For each stained cell line, 4–5 images were taken from distinct regions for each protein. Microscope settings were kept constant for a given protein across all images and cells. Total integrated fluorescence intensity (IntDen) was measured using Fiji software (https://www.nature.com/articles/nmeth.2019). The IntDen was then normalised by the number of cells in each image to obtain the average intensity per cell (IntDen/cell). The final IntDen/cell value for each cell line represents the mean of all images collected for that line.

### RNA sequencing and bioinformatic analysis

MLECs from four independent isolations were used. For each MLEC line, *Eng* knockout was induced by 2 μM 4-OH-tamoxifen with vehicle-treated cells as controls. Cells were seeded in 6-well plates and serum-starved overnight in MV2 media with 0.1% FBS and 100 μg/ml heparin at 37 °C. They were then treated with PBS, pro:BMP9 or sENG(M):BMP9 (all at 0.2 ng/ml GFD concentration, sENG in large excess to stabilise the complex) for 1.5 hours before being harvested and lysed. RNA extraction was performed as described above. The integrity and quality of the extracted RNA were assessed using an Agilent TapeStation 4200 System (agilent.com). Library preparation was conducted by Novogene (www.novogene.com) using the Novogene NGS Stranded RNA Library Prep Set (PT044). RNA sequencing was carried out by Novogene using an Illumina NovaSeq X Plus system to generate 150 bp paired end reads. Raw data processing and quality control were performed by Novogen using in-house perl scripts. The reads were aligned to the Mus musculus GRCm39 reference genome using Hisat2(v2.0.5). Mapped reads and sample metadata were imported into R (v.4.0.3) for downstream analysis. First, BiomaRt^54^ (v.2.54.0) mapped the ensemble gene IDs to HGNC symbols. After performing quantile normalisation, COMBAT^55^ from the sva package was applied to remove batch effects. Differential expression analysis was conducted using DESeq2^56^ (v.1.26.0) comparing the different sample groups. The Benjamini-Hochberg method adjusted the raw p-values for the False Discovery Rate (FDR). Pathway analysis was assessed using String server (https://string-db.org/).

### Signalling in human primary ECs

HUVECs, HAOECs, HDMECs and HPAECs were plated in 6-well plates in EGM-2 media with 10% FBS. The following day cells were serum starved with 0.1% FBS EGM-2 media for 20 hours before being treated with PBS or pro:BMP9 at 0.1 or 1 ng/ml GFD concentration for the duration as indicated in the figure legends. Cells were then harvested for RNA extraction or immunoblotting.

### siRNA knockdown of receptors

HPAECs (in 60 mm plate) were transfected using DharmaFECT 3 transfection reagent according to DharmaFECT protocol with 50 nM (final concentration) siRNAs (ON-TARGET plus Smart pool human siRNAs from Dharmacon). The following day cells were re-seeded prior to stimulation. Cells were serum-starved overnight before treatment with BMP9 GFD for 15 minutes and harvested in SDS-sample loading buffer or RNA-extraction buffer. RNA was isolated using the NucleoSpin RNA II kit (BIOKE) followed by reverse transcription PCR (RevertAid First Strand cDNA Synthesis Kits, Fermentas). The cDNAs were analysed by qPCR, and calculations were performed using the CFX Manager software version2.0 (Bio-Rad). All mRNA levels were analysed in triplicate and normalised to GAPDH expression.

### Bioinformatics analysis of human samples

*ENG, NOG*, and *ADAMTSL2* expression was analysed in a publicly available human lung microarray dataset (GSE113439^34^ containing 15 PAH patients and 11 controls). Differences between normalised expression values were assessed using a two-sided Mann-Whitney-U test. In a previously published whole blood transcriptomic dataset of PAH patients (n=363) and healthy controls (n=126)^35^, differences in gene expression, as measured by transcripts per million (TPM), were assessed between cases and controls for *NOG* and *ENG* using a two-sided Mann-Whitney-U test. In the lung microarray data and whole blood RNAseq, transcriptomic correlations between *ENG, NOG*, and *ADAMTSL2* were calculated using a two-sided Spearman test for both cases and controls using Log2 expression levels or TPM. Plasma proteomic levels of ENG and NOG were compared between patients (n=463) and controls (n=108) from a previously published dataset^37,38^. Differences in normalised protein level between cases and controls were assessed using a two-sided Mann-Whitney-U test.

To assess whether *NOG* expression levels are associated with long term outcomes, a survival analysis was performed. *NOG* expression levels were split in two groups on its median expression level in adult (diagnosed at >18 years) PAH patients with long term follow up data available (n=355). Subsequently, a Kaplan-Meier curve was constructed comparing right-censored transplant-free survival from diagnosis up to 15 years post diagnosis using the Survival (v3.8-3) and Survminer (v0.5.0) packages in R/Rstudio (version 4.4.3). A log-rank test was performed. Subsequently *NOG* expression levels were correlated with REVEAL 2 Lite scores using a Spearman test.

The clinical data were obtained from the National Cohort Study of Idiopathic and Heritable PAH (UK cohort; NCT01907295, East of England Ethics Committee: 13/EE/0203) with a group 1 PH diagnosis. The analyses in this manuscript included patients with IPAH and HPAH diagnosed at 18 years of age or older. Clinical data was collected prospectively at annual outpatient visits and the last study census took place on 01/07/2022. If patients were diagnosed before the study start date, diagnostic parameters were included retrospectively in the study.

### Statistical analysis

Quantitative data from qPCR and Immunoblot experiments were from at least three independent repeats as indicated in figure legend. The statistical analyses were performed using GraphPad Prism version 10.2.3. Two-sided unpaired *T*-test, one-way ANOVA or two-way ANOVA was used as indicated in the figure legends. *P* < 0.05 was considered statistically significant.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
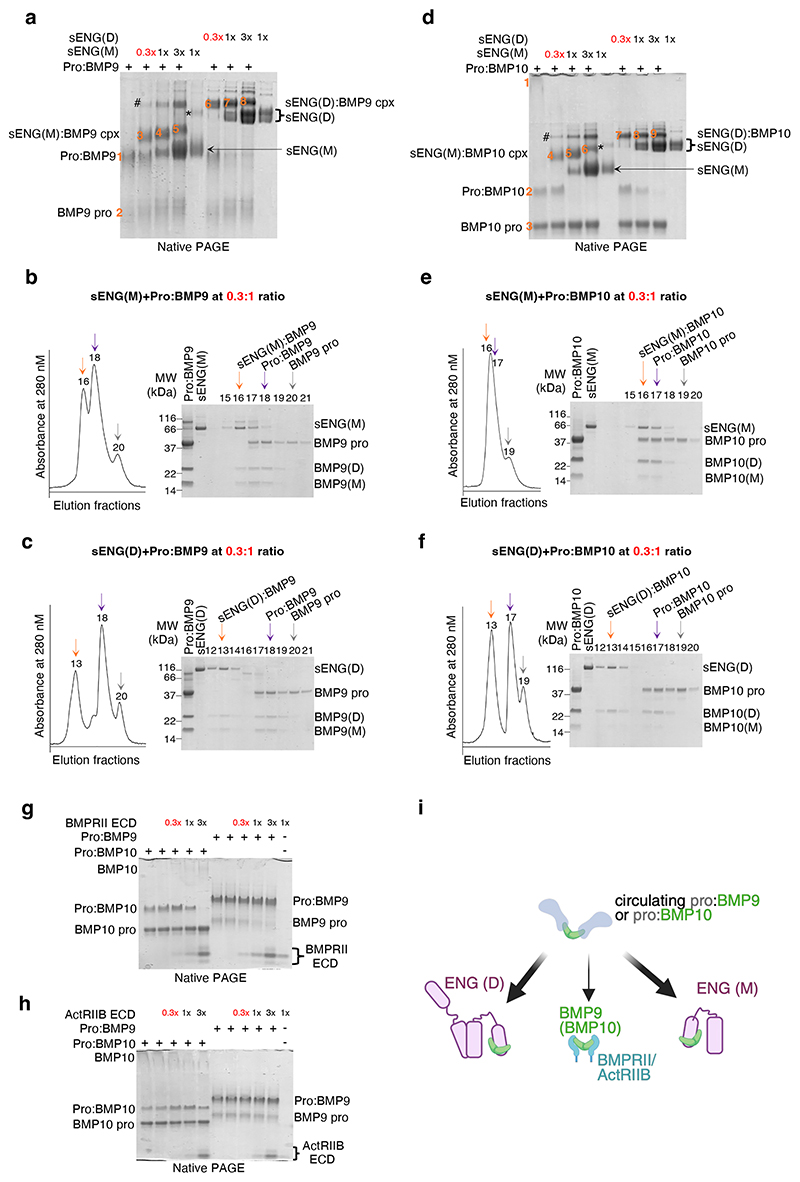
sENG(D) and sENG(M) can displace the prodomain from pro:BMP9 and pro:BMP10 complexes at sub-molar ratio. **a-c** sENG can displace the prodomain from the pro:BMP9 complex at a ratio as low as 0.3:1, as shown by native-PAGE (**a**), and gel filtration (**b, c**). The identities of protein bands highlighted in orange numbers in **a** have been confirmed by excision and re-running on SDS-PAGE (Supplementary Fig. 2b). **d-f** sENG can displace the prodomain from the pro:BMP10 complex at as low as 0.3:1 ratio, showing by native-PAGE (**d**), and gel filtration (**e, f**). The identities of protein bands highlighted in orange numbers in **d** have been confirmed by excision and re-running on SDS-PAGE (Supplementary Fig. 3a). Bands marked with # are likely the BMP9 or BMP10 in complex with sENG(D) due to the small amount of sENG(D) in the sENG(M) prep (marked with *). **g, h** Native-PAGE of prodomain displacement assay by BMPRII (**g**) and ActRIIB (**h**) ECDs. **i** Summary diagram (generated using BioRender) illustrating that prodomain from pro:BMP9 and pro:BMP10 can be displaced effectively by ENG (thick arrow) but not so effectively by the type II receptors (thin arrow). Experiments were repeated for 3 times (**a, d, g, h**) and representative gels are shown. sENG(D) = dimeric sENG, sENG(M) = monomeric sENG, Pro:BMP9 (or 10) = prodomain bound BMP9 (or 10), pro = prodomain, cpx = complex, ECD = extracellular domain.

**Figure 2:**
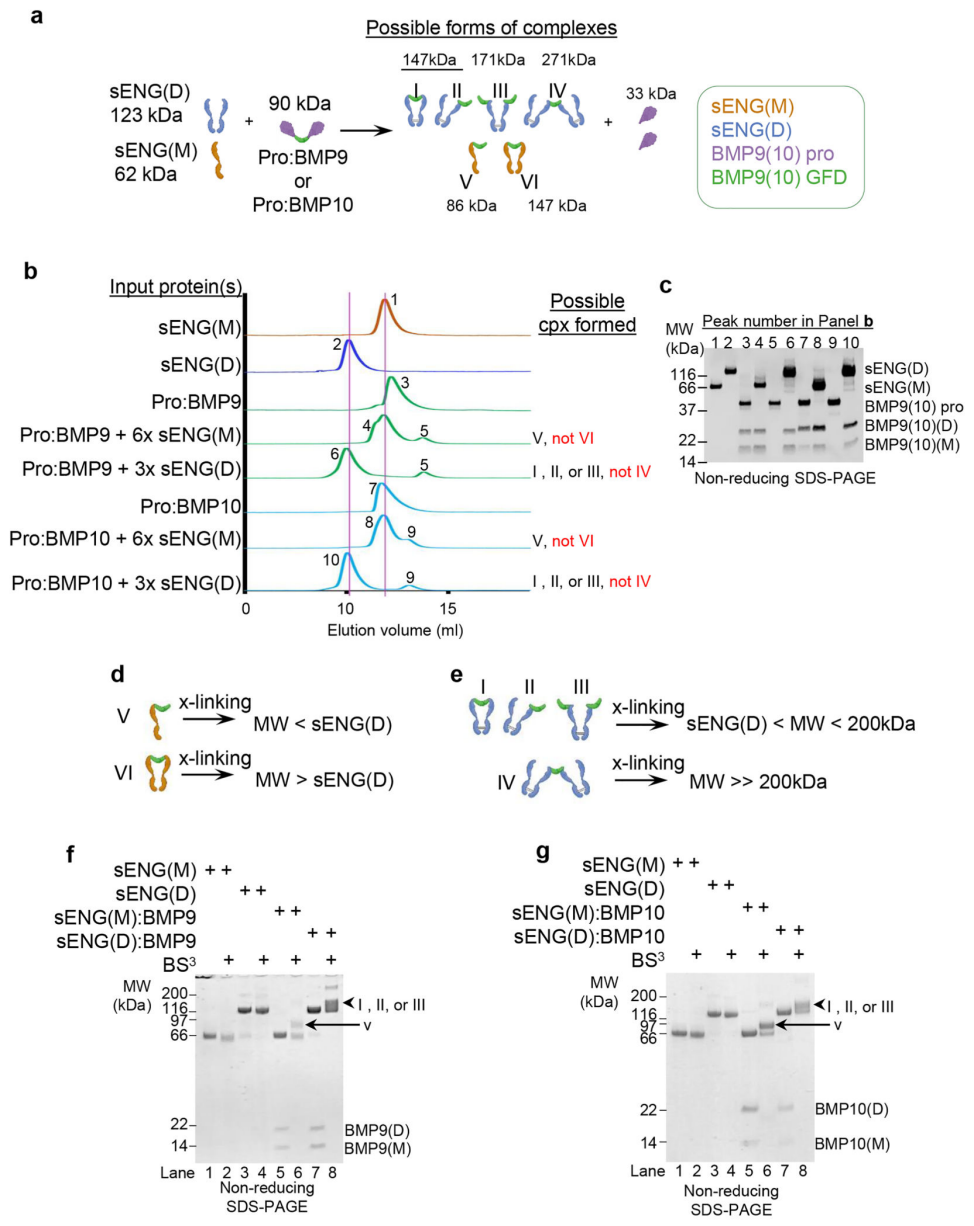
The binding stoichiometry between sENG and BMP9 (or BMP10). **a** Schematic diagram depicting the prodomain displacement from pro:BMP9 or pro:BMP10 by sENG(D) and sENG(M) and the formation of the six possible forms of the complexes. **b, c** Analysis of different complexes by analytical gel filtration. Gel filtration chromatographs (**b**) show the elution positions of different proteins and complexes. The two pink lines indicate the elution positions for sENG(D) and sENG(M), respectively. Fractions at the positions labelled 1 to 10 were run on non-reducing SDS-PAGE (**c**) to confirm their identities. **d-g** Analysis of binding stoichiometry by crosslinking. **d, e** Schematic diagrams of the crosslinking experiment for sENG(M):BMP9 (or BMP10) (**d**) and sENG(D):BMP9 (or BMP10) (**e**). **f, g** Crosslinking and non-reducing SDS-PAGE of sENG:BMP9 complexes (**f**) and sENG:BMP10 complexes (**g**). Experiments were repeated for two (**g**) or three times (**b, c, f**). pro = prodomain, cpx = complex, GFD = growth factor domain, x-linking = crosslinking.

**Figure 3:**
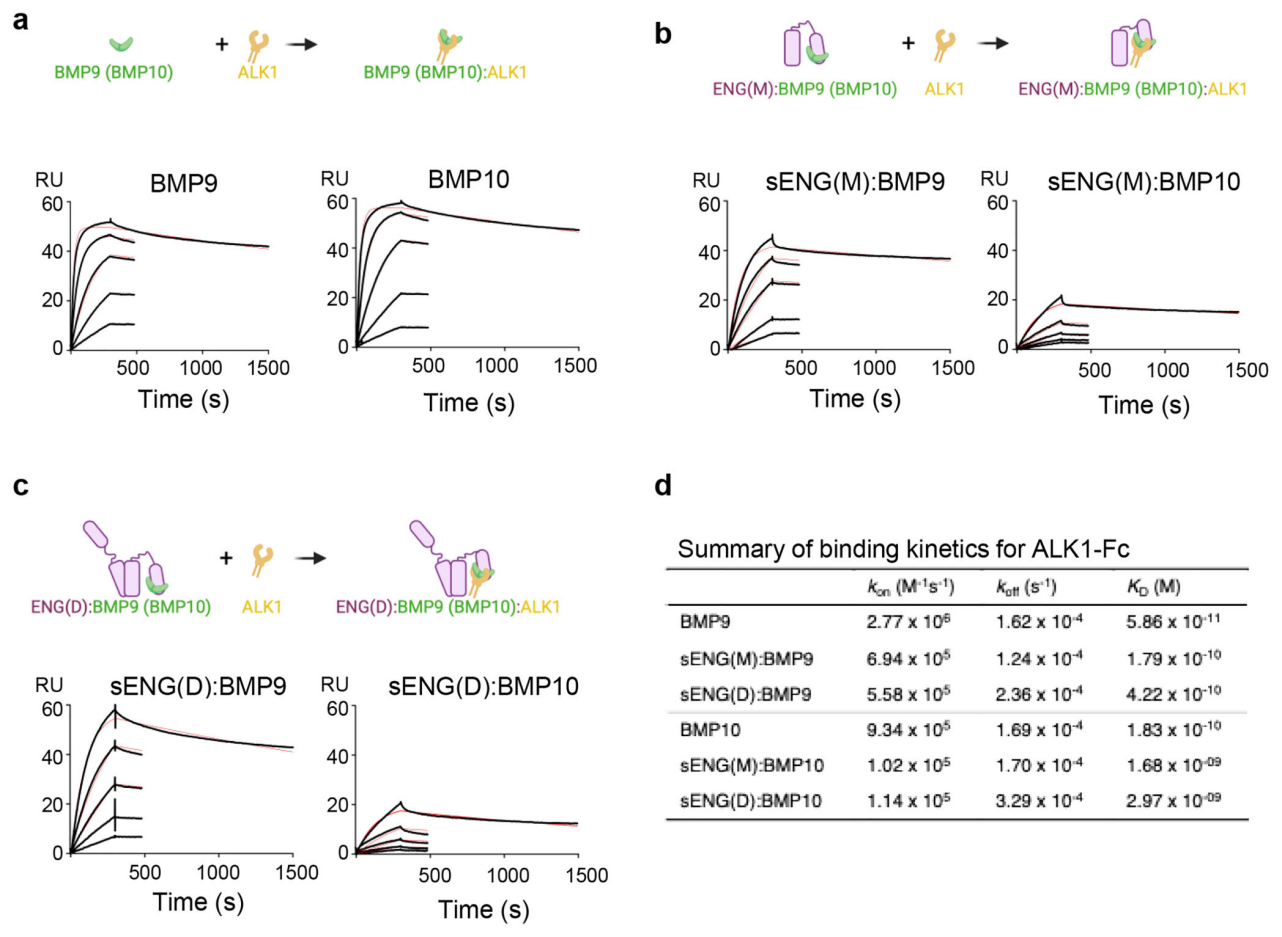
Binding of BMP9 and BMP10 to ALK1-Fc in the absence and presence of sENG(M) and sENG(D). **a-c** Diagrams and SPR sensorgrams of BMP9 and BMP10 binding to ALK1-Fc (**a**), sENG(M):BMP9 and sENG(M):BMP10 binding to ALK1-Fc (**b**) or sENG(D):BMP9 and sENG(D):BMP10 binding to ALK1-Fc (**c**). BMP9 or BMP10 were pre-incubated with sENG(M) or sENG(D) at 1:1.2 ratio for 30 min at room temperature to ensure complex formation before applying to the flow cells immobilised with ALK1-Fc. BMP9 was applied from 17.77 nM to 0.22 nM in 3-fold serial dilutions. BMP10 was applied from 53.33 nM to 0.66 nM in 3-fold serial dilutions. **d** Summary of the binding kinetics. All measurements are the averages from two runs.

**Figure 4:**
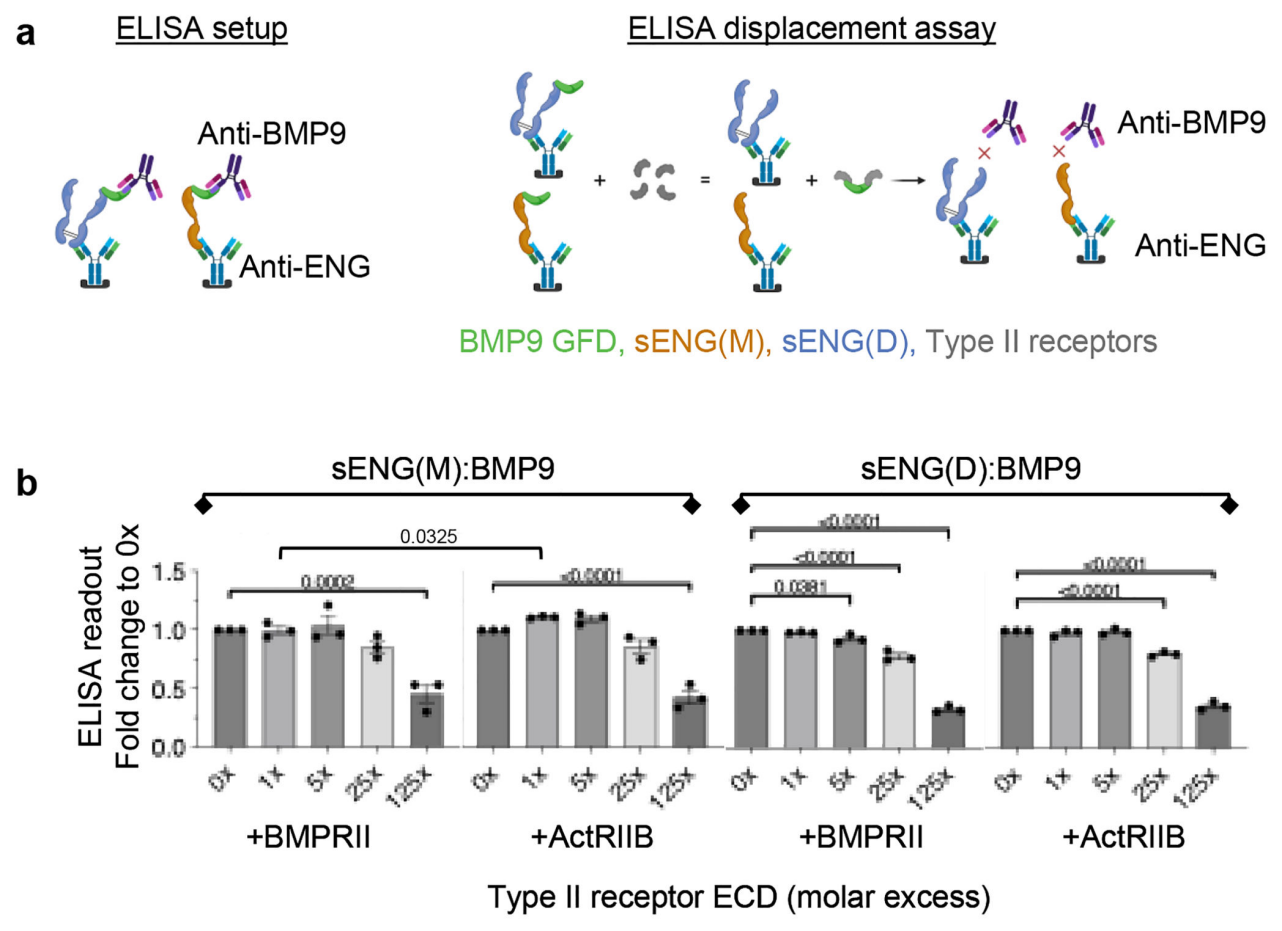
Type II receptors cannot effectively displace ENG from the sENG:BMP9 complexes. **a** Diagram illustrating the ELISA-based displacement assay. Using anti-ENG antibody as the coating antibody and anti-BMP9 as the detecting antibody, only the sENG:BMP9 complexes can be measured. If the type II receptors displace sENG from the sENG:BMP9 complexes, a reduction of ELISA signal would be detected. For illustration purpose, only one out of the three possible sENG(D):BMP9 forms is included here. **b** Fixed concentrations of sENG(M):BMP9 or sENG(D):BMP9 was incubated with increasing concentrations of monomeric BMPRII ECD or ActRIIB ECD at molar ratios as indicated before applying to the ELISA measurement. N=3 independent experiments. Data were normalised to the control samples without type II receptor and shown as means ± SEM. One-way ANOVA, with Dunnett’s post-tests to compare with 0x receptor ECD in each experiment. To evaluate the displacement efficiencies between BMPRII and ActRIIB, unpaired, two-sided t-tests were applied to compare between BMPRII and ActRIIB at the same molar excess. Only significant p-values (<0.05) are shown.

**Figure 5:**
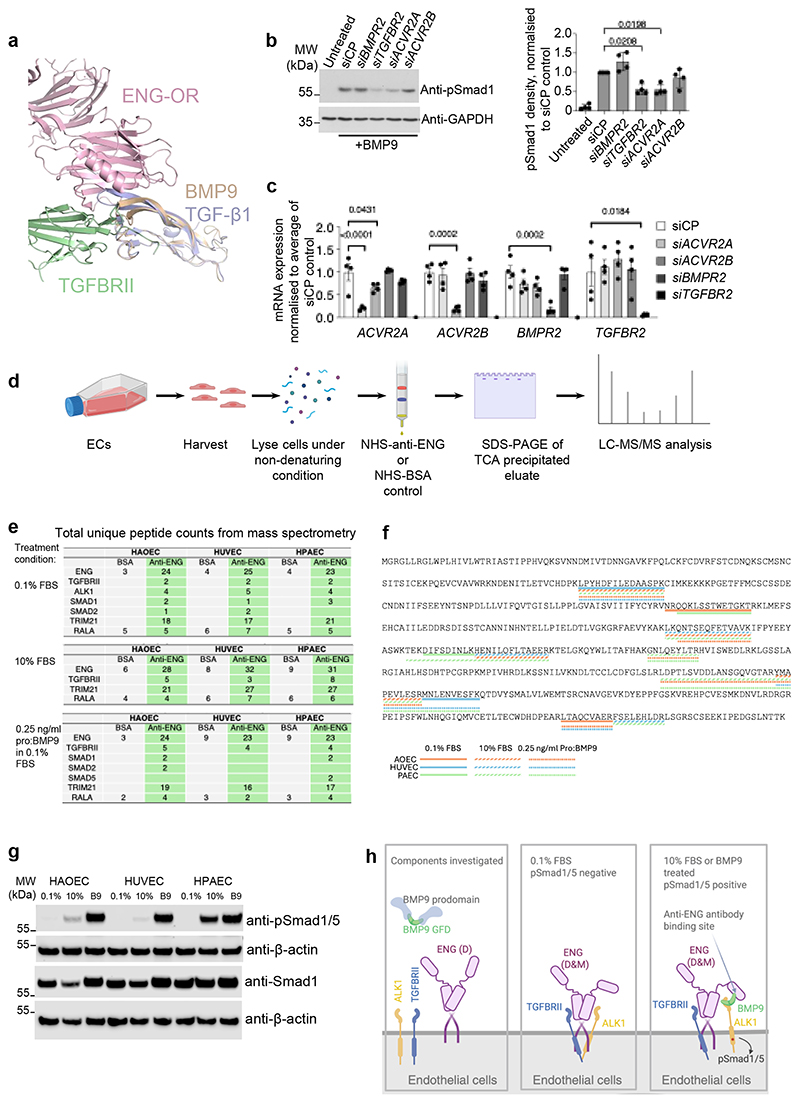
ENG recruits TGFBRII to BMP9 signalling complexes. **a** Superposition of the ENG-OR:BMP9 (5HZW) structure with the TGF-β1:TGFBRII (3KFD) structure by the ligands, showing ENG and TGFBRII can contact BMP9 simultaneously without any clash. Figure prepared using Pymol (The PyMOL Molecular Graphics System, Version 2.0, Schrödinger). **b** Effects of type II receptor knockdown on Smad1 phosphorylation induced by BMP9 in human pulmonary arterial endothelial cells (HPAECs). Cells were serum-starved in EGM-2, 0.1% FBS overnight, and treated with BMP9 for 15 min before being harvested for immunoblotting against an anti-pSmad1 antibody. GAPDH was used as the loading control. N=4 independent siRNA experiments using the HPAECs from two donors. The quantification of pSmad1 relative to siCP control is shown on the right. **c** RT-qPCR examining the efficiency of siRNA in **b** and expression of other type II receptors after siRNA treatment. For **b** and **c**, means ± SEM are shown, one-way ANOVA with Dunnett’s post-tests to compare with siCP-treated samples, for each receptor (**c**). Only significant p-values (<0.05) are shown. **d** Schematic description of the ENG pull-down assay. NHS = N-Hydroxysuccinimide, here refers to the HiTrap NHS-activated high-performance column. **e** Unique peptide counts from the mass spectrometry of the ENG pull-down assay. Only selected target proteins and controls are shown. The sequences of the peptides are mapped onto the protein sequences, as shown in **f** for TGFBRII and Supplementary Figure 6. **g** Immunoblots showing Smad1/5 phosphorylation status of the samples used in the mass spectrometry experiments. **h** Diagrams (generated using BioRender) summarising the components investigated and the protein-protein interactions identified in the pull-down/mass spectrometry experiments. HAOECs = human aortic endothelial cells, HUVECs = human umbilical vein endothelial cells.

**Figure 6:**
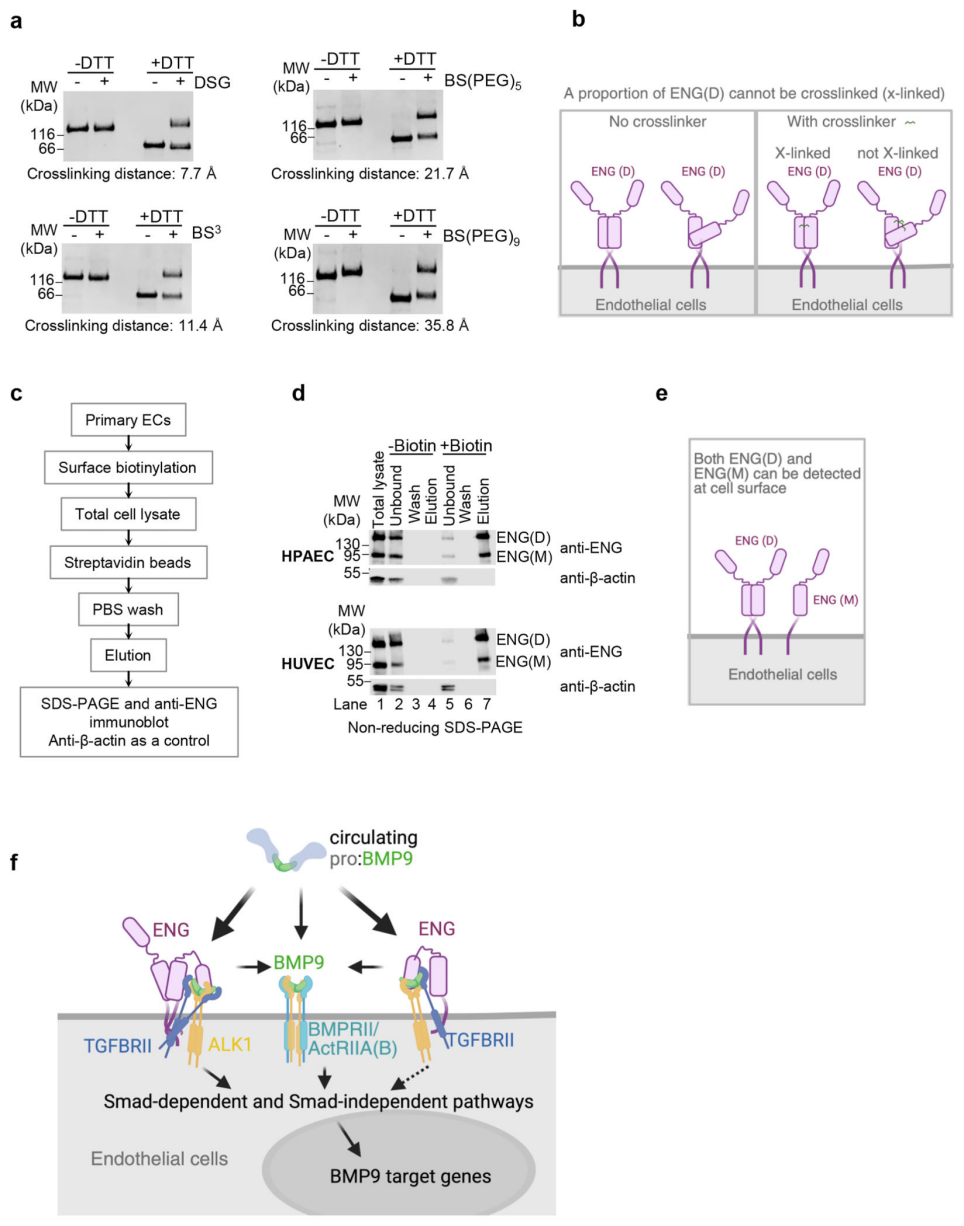
Working model of ENG-mediated BMP9 signalling on vascular ECs. **a, b** A proportion of sENG(D) cannot be crosslinked. **a** Crosslinking of sENG(D) (1.15 μM) by different crosslinkers (final concentrations of 1 mM) with crosslinking distances from 7.7 to 35.8 Å. Samples were run on SDS-PAGE after crosslinking. Two independent experiments were performed and representative gels are shown. **b** Diagram interpreting the crosslinking result in **a** that a proportion of ENG(D) is flexible or in a different local conformation therefore cannot be crosslinked. **c** Flowchart of the cell surface biotinylation assay to examine cell surface ENG. **d** Non-reducing SDS-PAGE and immunoblots against ENG or β-actin of different samples from the cell surface biotinylation assay in both HPAECs and HUVECs. **e** Diagram summarising the results from **d. f** Model depicting the co-receptor function of ENG in BMP9 signalling. The majority of circulating prodomain-bound BMP9 can be effectively captured by cell surface ENG. While some ENG-bound BMP9 may dissociate to allow BMPRII or ActRIIA to bind, ENG can interact with TGFBRII and with ALK1 via BMP9, allowing TGFBRII to participate in BMP9 signalling in an ENG-dependent manner. Although this model applies for both dimeric and monomeric ENG, monomeric ENG has only one copy of ENG to interact with TGFBRII; and the type II receptor ECDs do not displace sENG from sENG(M):BMP9 as effectively as from sENG(D):BMP9 complexes as shown in Figure 4b, hence ENG(M) is predicted to be less efficient to facilitate BMP9 signalling than ENG(D). For this reason, a dashed line is drawn for ENG(M)-mediated signalling. For illustration clarity, only one of the three possible sENG(D):BMP9 forms in Figure 2a is depicted here.

**Figure 7:**
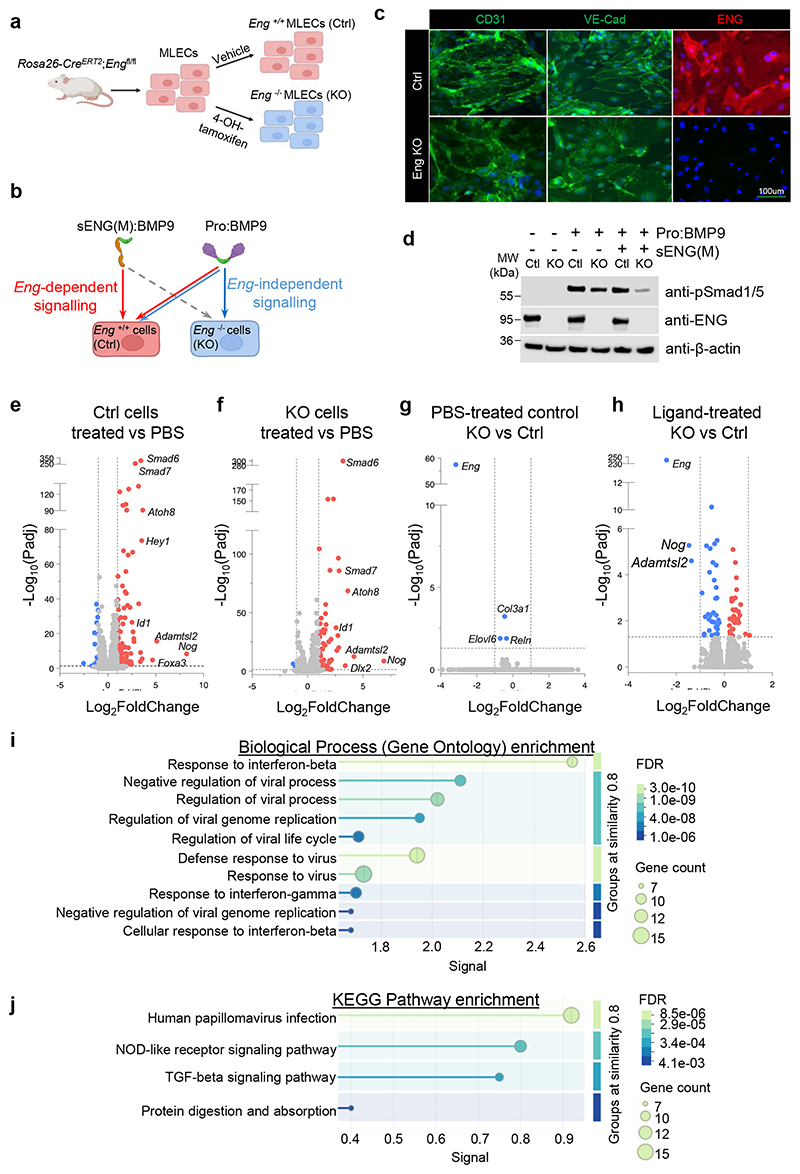
ENG-dependent and ENG-independent BMP9 signalling. **a** Diagram illustrating the generation of *Eng*^*+/+*^ (control or Ctrl) and *Eng*^*-/-*^ (Knockout or KO) mouse lung ECs (MLECs). **b** Strategy for comparing ENG-dependent and ENG-independent signalling. We have previously shown^22^ that sENG:BMP9 complex has compromised signalling in KO cells due to the loss of cell surface ENG (grey dashed arrow). Hence, its signalling in Ctrl cells is mostly ENG-dependent (red arrow). In contrast, pro:BMP9 can signal in Ctrl cells through both ENG-dependent and ENG-independent pathways, but in KO cells only through ENG-independent pathway (blue arrow). Therefore, the comparison of sENG(M):BMP9 signalling in Ctrl cells with pro:BMP9 signalling in KO cells will reveal the maximum signal to detect the difference in ENG-dependent and ENG-independent BMP9 signalling. **c** CD31 and VE-Cadherin staining of Ctrl and KO MLECs to confirm their EC identity, as well as ENG staining to show the knockout of *Eng*. Quantification of staining from three independent mouse lines shown in Supplementary Figure 8a. **d** BMP9 signalling in Ctrl and KO MLECs. *Eng* KO cells have reduced Smad1/5-dependent signalling in response to pro:BMP9 treatment compared with control cells, and in the excess of sENG(M), KO cells almost lose Smad1/5 mediated signalling. The middle panel confirms *Eng* knockout by anti-ENG immunoblot. Results from one experiment from five independent repeats are shown. **e-h** Volcano plots showing the differentially expressed genes (DEGs) from the RNA sequencing results. **e** Ctrl MLECs, sENG(M):BMP9-treated versus PBS control; **f** KO MLECs, pro:BMP9-treated versus PBS control; **g** PBS-treated, KO versus Ctrl MLECs; **h** Ligand-treated, KO versus Ctrl MLECs. The horizontal dotted line has Y=1.3, indicating where Padj=0.05. Two dashed vertical lines have X = ±1, indicating where fold changes = 2. **i, j** Pathway analysis of the significantly changed DEGs in panel **h** using the String Sever. The biological processes of Gene Ontology (**i**) and KEGG pathway enrichment (**j**) are shown. String network connections, WikiPathways enrichment and Monarch enrichment are shown in Supplementary Figure 9.

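Of the other genes marked in the volcano plots, *Hey1* (ENSMUSG00000040289, chromosome 3) had log2 fold changes of 3.55 with sENG(M):BMP9 in Ctrl cells (standard error 0.142, adjusted p = 3.65e-12) and 2.82 with pro:BMP9 in KO cells (standard error 0.149, adjusted p = 3.38e-10 from edgeR's quasi-likelihood test). Between ligand-treated KO and Ctrl cells *Hey1* had a log2 fold change of -0.73 (standard error 0.107, adjusted p = 0.00835), lower in KO cells in all 4 isolations. *Dlx2* rose by 3.26 on the log2 scale in Ctrl cells (adjusted p = 3.26e-07) and by 2.98 in KO cells (adjusted p = 1.15e-05). *Foxa3* had at most 3 counts in any PBS-treated library. Set against that floor, it was at least 8.73-fold higher after sENG(M):BMP9 in Ctrl cells and at least 5.93-fold higher after pro:BMP9 in KO cells. The library with the fewest *Foxa3* counts after sENG(M):BMP9 had 1, so its induction was not detectable in every isolation at this depth. *Eng* itself rose with ligand, by 0.48 in Ctrl cells (adjusted p = 0.00163) and by 1.23 in KO cells (adjusted p = 2.80e-07). Without the replicate block the adjusted p was 0.256 for *Eng* in Ctrl cells and 0.134 for *Hey1* in KO cells.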

**Figure 8:**
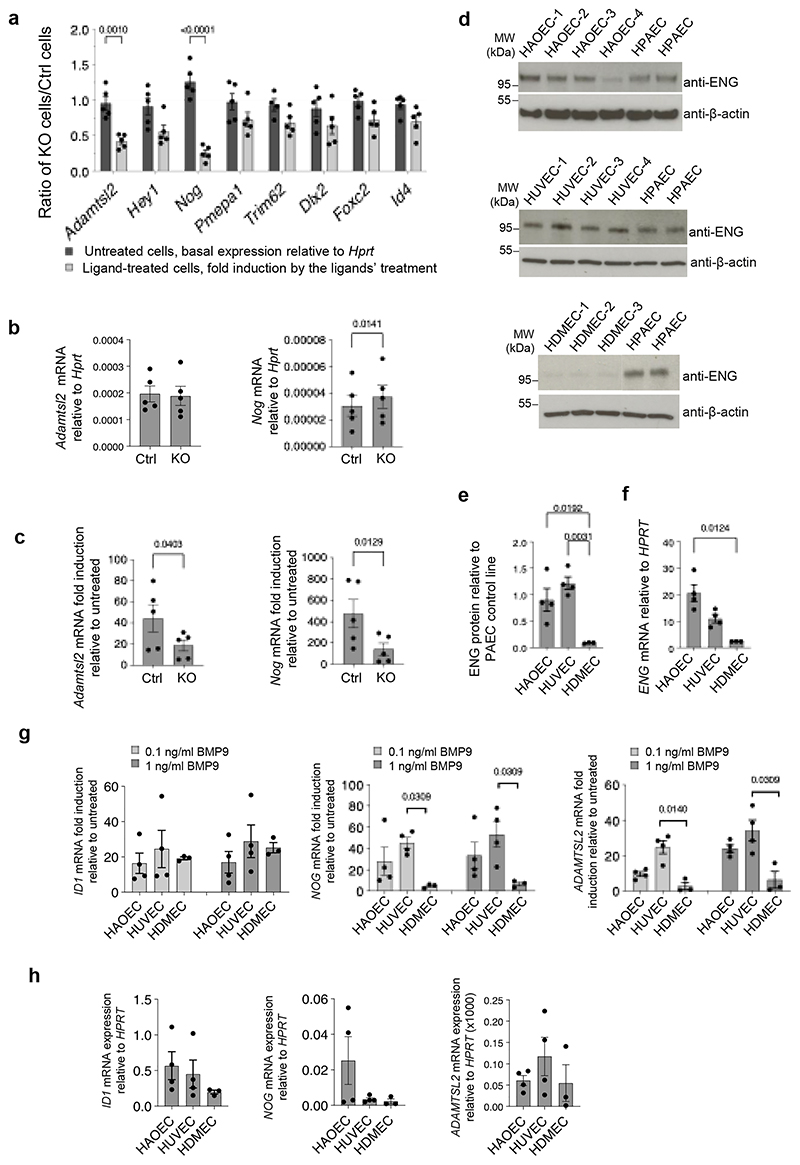
Validation of DEGs from RNAseq in MLECs and human primary ECs. **a-c** Validation of ENG-dependent BMP9 target genes in MLECs. N=5 biological repeats. Cells were treated as in Figure 7b (0.2 ng/ml BMP9 GFD). **a** Basal expression of selected DEGs was measured by RT-pPCR and the ratios in *Eng* KO cells to Ctrl cells (dark grey bars) were plotted. Fold induction by the BMP9 ligands’ treatments was measured and ratios of KO/Ctrl cells were plotted (light grey bars). The dotted line with Y=1 indicates that there is no difference between KO and Ctrl cells. **b** Basal expression of *Adamtsl2* and *Nog* in KO and Ctrl MLECs, respectively. **c** Fold induction of *Adamtsl2* and *Nog* after the treatment with the BMP9 ligands in KO and Ctrl MLECs, respectively. **d-h** Validation in human primary ECs. HAOECs = human aortic endothelial cells, HUVECs = human umbilical vein endothelial cells, HDMECs = human dermal microvascular endothelial cells. N=4 for HAOECs and HUVECs, N=3 for HDMECs, all biological repeats. **d-f** ENG expression in different ECs at protein (**d, e**) and mRNA (**f**) levels. Cells were serum-starved in EGM-2 with 0.1% FBS overnight before being harvested for mRNA expression and immunoblotting. In **d**, the same human pulmonary artery ECs (HPAEC) lysate was loaded on each gel twice to allow quantification across different immunoblots. In the HDMEC blot, two parts of the same gel are shown. **g** Fold induction of *ID1, NOG* and *ADAMTSL2* mRNA levels induced by pro:BMP9 in different human primary ECs, at 0.1 and 1 ng/ml GFD concentrations, respectively. All treatments were 1.5 hours. **h** Basal expression of *ID1, NOG* and *ADAMTSL2* mRNA levels in different human primary ECs. Means ± SEM are shown (**a, b, c, e, f, g, h**). Statistical tests are as follows: two-way ANOVA mixed-effect model comparing the ratio of basal expression with the ratio of fold induction for each gene (**a**), two-sided paired t-tests (**b, c**), Kruskal-Wallis tests to **e, f, h**, and to each ligand concentration group in **g**, followed by Dunn’s multiple comparisons. Only significant p-values (<0.05) shown.

**Figure 9:**
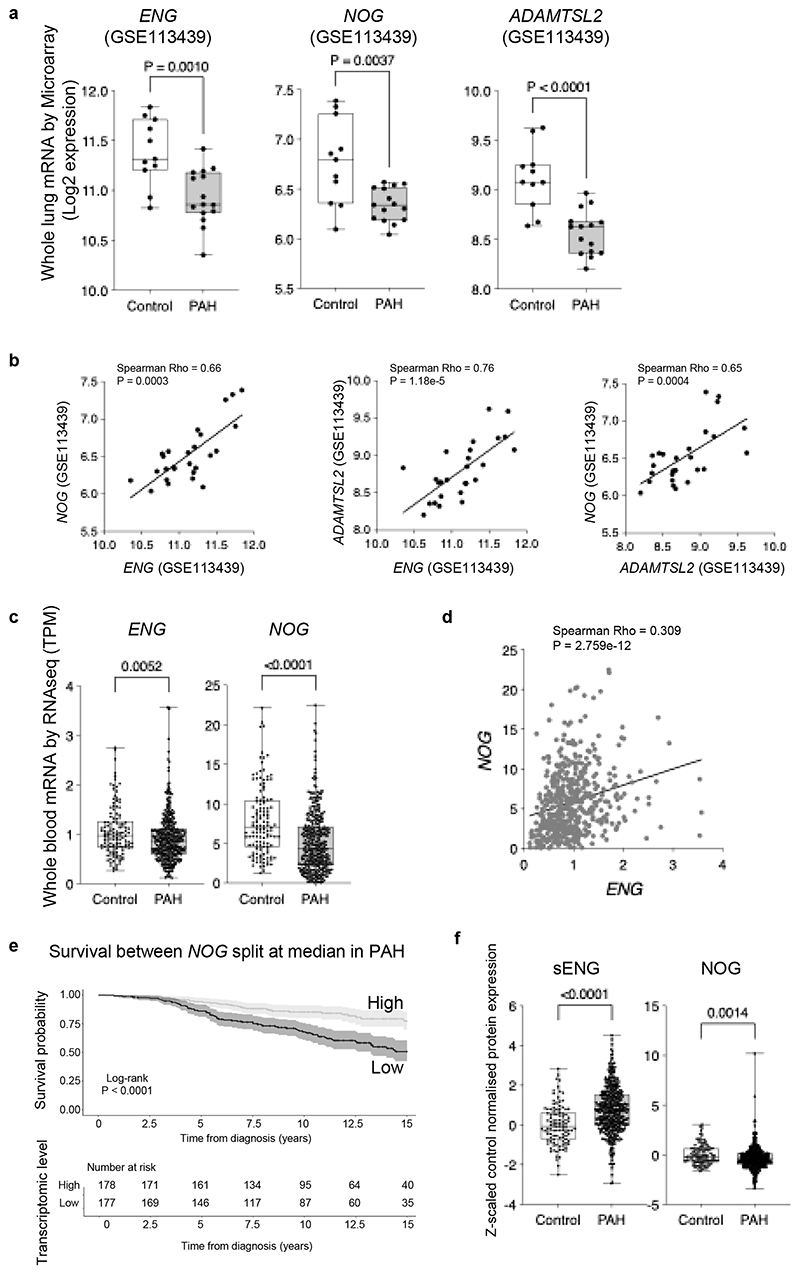
Analysis of Noggin and Adamtsl2 in healthy control and PAH patients’ samples. **a** Validating *ENG, NOG* and *ADAMTSL2* expression by analysing a published microarray dataset of lungs from N=15 PAH patients and N=11 healthy controls. **b** Spearman correlation tests (two-sided) of *ENG, NOG* and *ADAMTSL2*. Spearman Rho- and p-values are shown on the plots. **c** Examining *ENG* and *NOG* expression in published human whole blood transcriptomics from N=363 PAH patients and N=126 healthy controls. *ADAMTSL2* expression is too low to be reliably analysed. **d** Spearman correlation analysis (two-sided) of *ENG* and *NOG* expression in whole blood transcriptomics. Spearman Rho- and p-values are shown on the plot. **e** A Kaplan-Meier curve showing lower levels of *NOG* expression in whole blood mRNA is associated with poorer survival in PAH patients. Line defines probability of survival over time with 95% confidence intervals. **f** Examining NOG and sENG protein levels in a published human total blood proteomic dataset measured on SomaScan version 4, targeting 4152 unique human proteins^37,38^. Values are Z-value difference in PAH patients (N=463) versus healthy controls (N=108). ADAMTSL2 was not measured in this dataset. For **a, c** and **f**, boxplots visualise the median, 25th and 75th quartile, and the whiskers represent the minimum and maximum values within 1.5 times the interquartile range; differences between groups were compared using a two-sided Mann-Whitney-U test and normality was assessed using a Shapiro-Wilk test. Detailed description of statistical parameters of the boxplots is provided in Supplementary Table 1. Only significant p-values (<0.05) are shown.

## Data Availability

The data generated in this study are provided in the Supplementary Information and Source Data file. All antibodies and qPCR primers can be found in the Supplementary Data file. The RNAseq dataset generated in this study has been deposited in the NCBI Gene Expression Omnibus database under accession code GSE289309. Links to data used in this study are as follows: 5HZW [https://doi.org/10.2210/pdb5HZW/pdb] 3KFD [https://doi.org/10.2210/pdb3KFD/pdb] 4YCG [https://doi.org/10.2210/pdb4YCG/pdb] 7POI [https://doi.org/10.2210/pdb7POI/pdb] 4FAO [https://doi.org/10.2210/pdb4FAO/pdb] 7PPC [https://doi.org/10.2210/pdb7PPC/pdb] GSE289309 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE289309] GSE113439 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE113439] Sharing request for newly generated materials in this study can be sent to the corresponding author.

# Supplementary material for: Endoglin as a BMP9 Co-Receptor in Vascular Endothelial Cells: Prodomain Displacement and TGFBRII Recruitment
**Source:** Nat Commun. Author manuscript; Available in PMC 2026 Feb 14.
**Supplement:** Supplementary Information

### **Description of Additional Supplementary Files**

**Supplementary Data 1:** Detailed information on antibodies and qPCR primers used in this study.

# Supplementary material for: Endoglin as a BMP9 Co-Receptor in Vascular Endothelial Cells: Prodomain Displacement and TGFBRII Recruitment
**Source:** Nat Commun. Author manuscript; Available in PMC 2026 Feb 14.
**Supplement:** Supplementary Information

## SUPPLEMENTARY INFORMATION

### **Endoglin as a BMP9 Co-Receptor in Vascular Endothelial Cells: Prodomain Displacement and TGFBRII Recruitment**

Jingxu Guo<sup>1</sup>, Karolina Kostrzyńska<sup>1</sup>, Ioannis Kamzolas<sup>2,3</sup>, Xudong Yang<sup>1</sup>, Midory Thorikay<sup>4</sup>, Eckart De Bie<sup>1</sup>, Rowena. J. Jones<sup>1</sup>, Adam Brownstein<sup>5</sup>, Lu Long<sup>1</sup>, Christopher J. Rhodes<sup>6</sup>, Allan Lawrie<sup>6</sup>, Martin R. Wilkins<sup>6</sup>, Esmee Groeneveld<sup>4</sup>, Zhen Tong<sup>1</sup>, Marie-José Goumans<sup>4</sup>, Evangelia Petsalaki<sup>3</sup>, Jason Hong<sup>5</sup>, Mark R. Toshner<sup>1</sup>, Antonio Vidal-Puig<sup>1,2,7</sup>, Helen M. Arthur<sup>8</sup>, Wei Li<sup>1,\*</sup>

## **TABLE OF CONTENTS:**

### **I. Supplementary Methods**

ELISA-based binding assay

Surface plasmon resonance analysis

### **II. Supplementary Table 1. Description of statistical parameters for Figure 9.**

### **III. Supplementary Figures and Figure Legends**

Supplementary Figure 1. Prodomains, type II receptors and ENG bind to BMP9 and BMP10 at overlapping sites .

Supplementary Figure 2. Isoelectric points of proteins and complexes and additional data supporting BMP9 native PAGE in Figure 1a.

Supplementary Figure 3. Additional data supporting native PAGE in Figure 1d, 1g and 1h.

Supplementary Figure 4. ALK1 binding does not affect the affinity of BMP9 and BMP10 for ENG.

Supplementary Figure 5. TGFBR2 ECD does not bind to BMP9 GFD.

Supplementary Figure 6. LC-MS/MS sequence coverage of ENG and the binding partners ALK1, SMAD1, SMAD2 and SMAD5 in the experiment described in Figure 5d.

Supplementary Figure 7. Additional data supporting the model in Figure 6.

Supplementary Figure 8. Evaluating ENG knockout efficiency by immunofluorescence staining and RT-qPCR

Supplementary Figure 9. Pathway analysis of DEGs from Figure 7h.

Supplementary Figure 10. Structural analysis showing ENG, TGFBR2 and ALK1 can interact with BMP9 without clash

Supplementary Figure 11. *TGFBR2* is highly expressed in vascular endothelial cells.

### **IV. Supplementary References**

## **I. Supplementary Methods:**

### **ELISA-based binding assay**

A high binding 96-well ELISA plate was coated with in-house purified monomeric receptor extracellular domains (ECDs) of BMPRII, ActRIIB, TGFBRII and ENG(M) at 200 nM, or ENG(D) at 100 nM, or BMPRII-Fc, ActRIIB-Fc and TGFBRII-Fc (dimeric receptor ECDs) at 5 nM (all Fc-fusion proteins were from R&D Systems) in PBS at 4 °C overnight. After washing three times with PBS, wells were blocked with 1%BSA/PBS for 2 hours and then washed three times with 0.05%Tween/PBS. BMP9 GFD (100 µl) was added in duplicate to the wells at 206, 103, 51.5, 25.8, 12.9, 6.4 and 0 pM, and incubated at RT for 2 hours. Wells were again washed three times with 0.05% Tween-20/PBS and then probed with biotinylated anti-BMP9 antibody (at 0.8 µg/ml; BAF3209) at RT for 2 hours. After washing three times with 0.05% Tween-20/PBS, ExtraAvidin-Alkaline Phosphatase conjugate (Sigma Aldrich E2636, 1:400 in 1%BSA/PBS) was added and incubated for a further 2 hours. Wells were washed twice with 0.05%Tween/PBS and followed by wash with water before pNPP solution (Sigma Aldrich N2640) was added. Development was carried out in the dark at room temperature, with readings taken every 10 minutes at 405 nm on a Bio-Rad 680 microplate reader until the signals were fully developed.

### **Surface plasmon resonance analysis**

Receptor-ligand binding experiments in **Supplementary Figure 5a, b** were performed using a Biacore T100 biosensor (Biacore/GE Healthcare). In-house purified receptor ECDs (ActRIIB, TGFBRII and BMPRII) were immobilised onto a Series S research grade CM5 sensor chip by amine-coupling with a targeted immobilisation level of 1000 RU. For kinetic measurements, a series of BMP9 GFD or TGF-β3 (R&D systems) were injected in duplicate over the flow cells at a flow rate of 30 µl/min in a buffer containing 0.01 M HEPES, 0.5 M NaCl, 3 mM EDTA, 0.5 mg/ml BSA and 0.01% (v/v) Surfactant P20 (pH 7.4) at 25 °C. The binding surface was regenerated between each cycle using 2.5 M Guanidine hydrochloride. The kinetic rate constants were obtained by fitting the corrected data to a 1:1 interaction model using BiaEvaluation software (GE Healthcare) or determined with steady-state analysis. The equilibrium dissociation constant  $K_D$  was determined by the ratio of binding rate constants  $k_{off}/k_{on}$  or by steady-state kinetics fit.

## II. Supplementary Table 1. Description of statistical parameters for Figure 9.

**Supplementary Table 1A.** Expression values for *ENG* (GSE113439), *NOG* (GSE113439) and *ADAMTSL2* (GSE113439) in lung measured by microarray (Log2 expression) for controls (n=11) and PAH (n=15). Data shown as median(Interquartile range, IQR). Statistical test shown as Mann-Whitney.

|                 | Control      | PAH          | P value |
|-----------------|--------------|--------------|---------|
| <i>ENG</i>      | 11.32(0.5)   | 10.86(0.4)   | 0.001   |
| <i>NOG</i>      | 6.795(0.903) | 6.341(0.327) | 0.0037  |
| <i>ADAMTSL2</i> | 9.077(0.399) | 8.628(0.318) | <0.0001 |

**Supplementary Table 1B.** Expression values for *ENG* and *NOG* in whole blood measured by RNAseq (Transcripts Per Million, TPM) for controls (n=126) and PAH (n=363). Data shown as median(IQR). Statistical test shown as Mann-Whitney.

|            | Control      | PAH          | P value |
|------------|--------------|--------------|---------|
| <i>ENG</i> | 0.974(0.534) | 0.866(0.519) | 0.0052  |
| <i>NOG</i> | 7.113(5.841) | 4.382(4.856) | <0.0001 |

**Supplementary Table 1C.** Proteomic expression values for soluble Endoglin and Noggin in plasma proteome measured by SomaScan for controls (n=108) and PAH (n=463). Values are Z-value difference in PAH versus healthy controls. Data shown as median(IQR). Statistical test shown as Mann-Whitney.

|           | Control        | PAH           | P value |
|-----------|----------------|---------------|---------|
| sEndoglin | -0.0665(1.343) | 0.745(1.547)  | <0.0001 |
| Noggin    | -0.205(1.327)  | -0.453(1.166) | 0.0014  |

## III. Supplementary Figures and Figure Legends:

Supplementary Figure 1

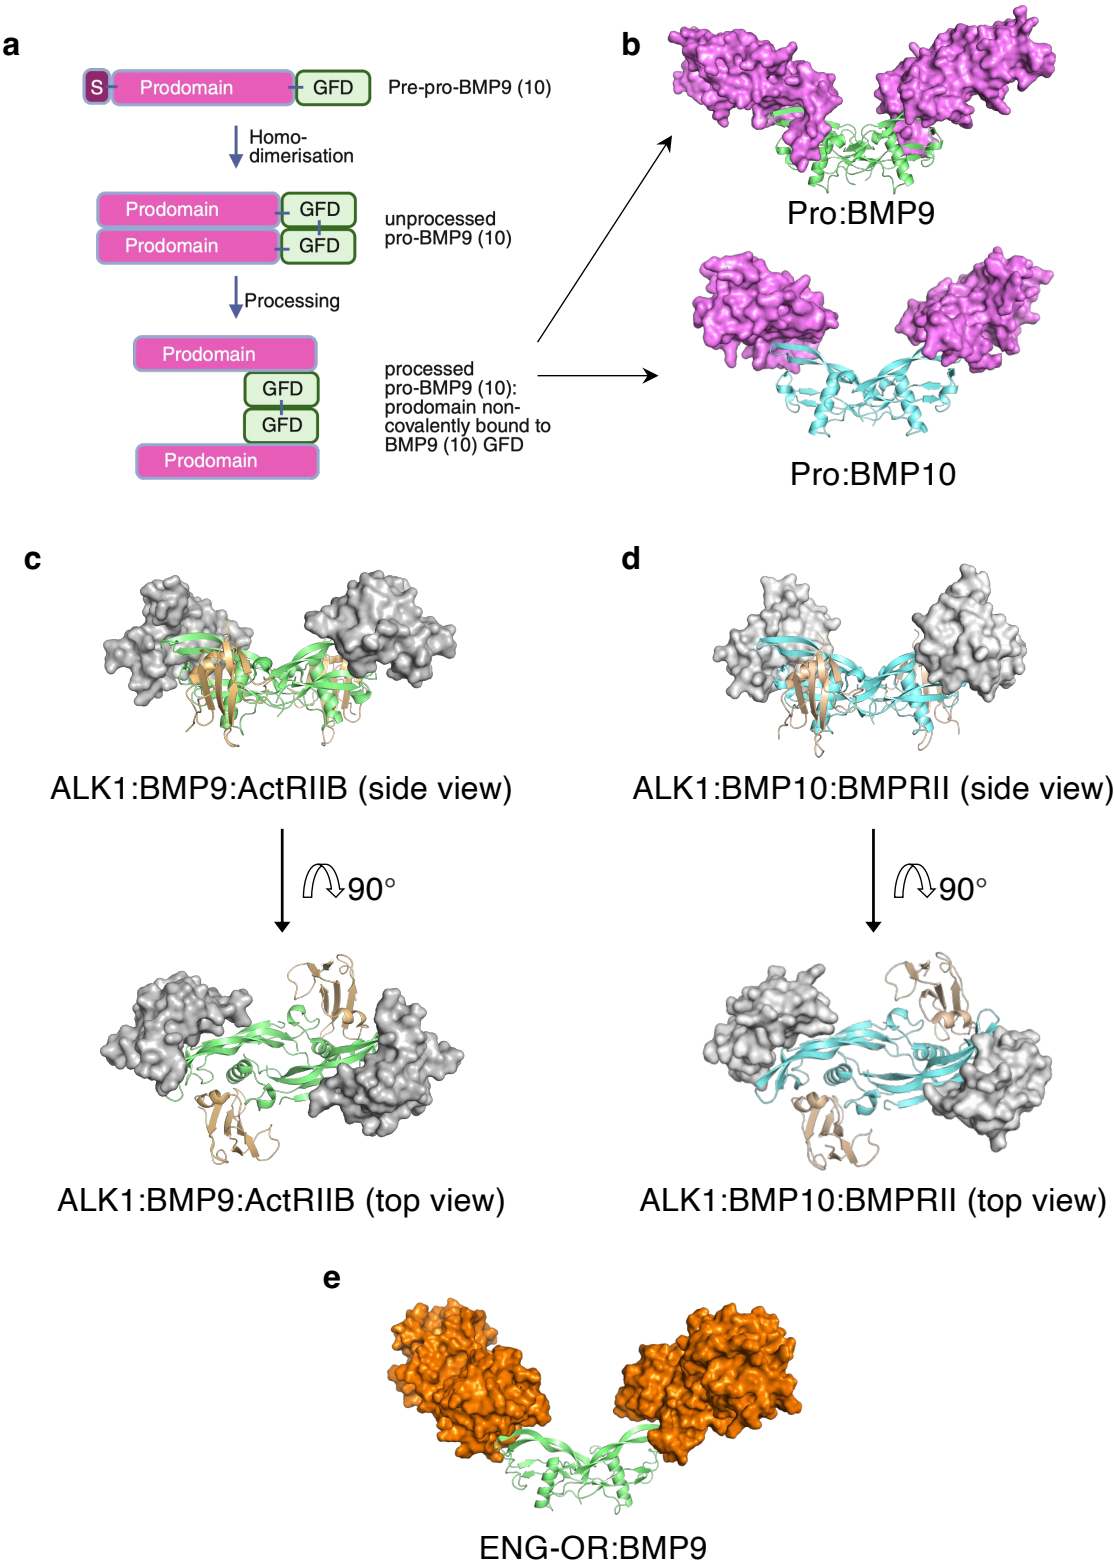

**Supplementary Figure 1. Prodomains, type II receptors and ENG bind to BMP9 and BMP10 at overlapping sites.** **a** Synthesis and processing of BMP9 or BMP10. S=signal peptide. GFD=growth factor domain. **b** Crystal structures of pro:BMP9 (pdb ID: 4YCG) and pro:BMP10 (pdb ID: 7POI, prodomain is truncated in this structure). **c** The crystal structure of ternary signalling complex ALK1:BMP9:ActRIIB in side and top views (pdb ID: 4FAO). **d** The crystal structure of ternary signalling complex ALK1:BMP10:BMPRII in side and top views (pdb ID: 7PPC). **e** The crystal structure of ENG orphan domain (ENG-OR) in complex with BMP9 (pdb ID: 5HZW). In **b** to **e**, BMP9 and BMP10 GFDs are shown in green and cyan cartoon, respectively. ALK1 is shown in wheat-coloured cartoon. Prodomain, type II receptors and ENG-OR are shown as surface in purple violet, grey and orange, respectively. Panel **a** was generated using BioRender. Structural figures were prepared using Pymol (The PyMOL Molecular Graphics System, Version 2.0, Schrödinger).

Supplementary Figure 2

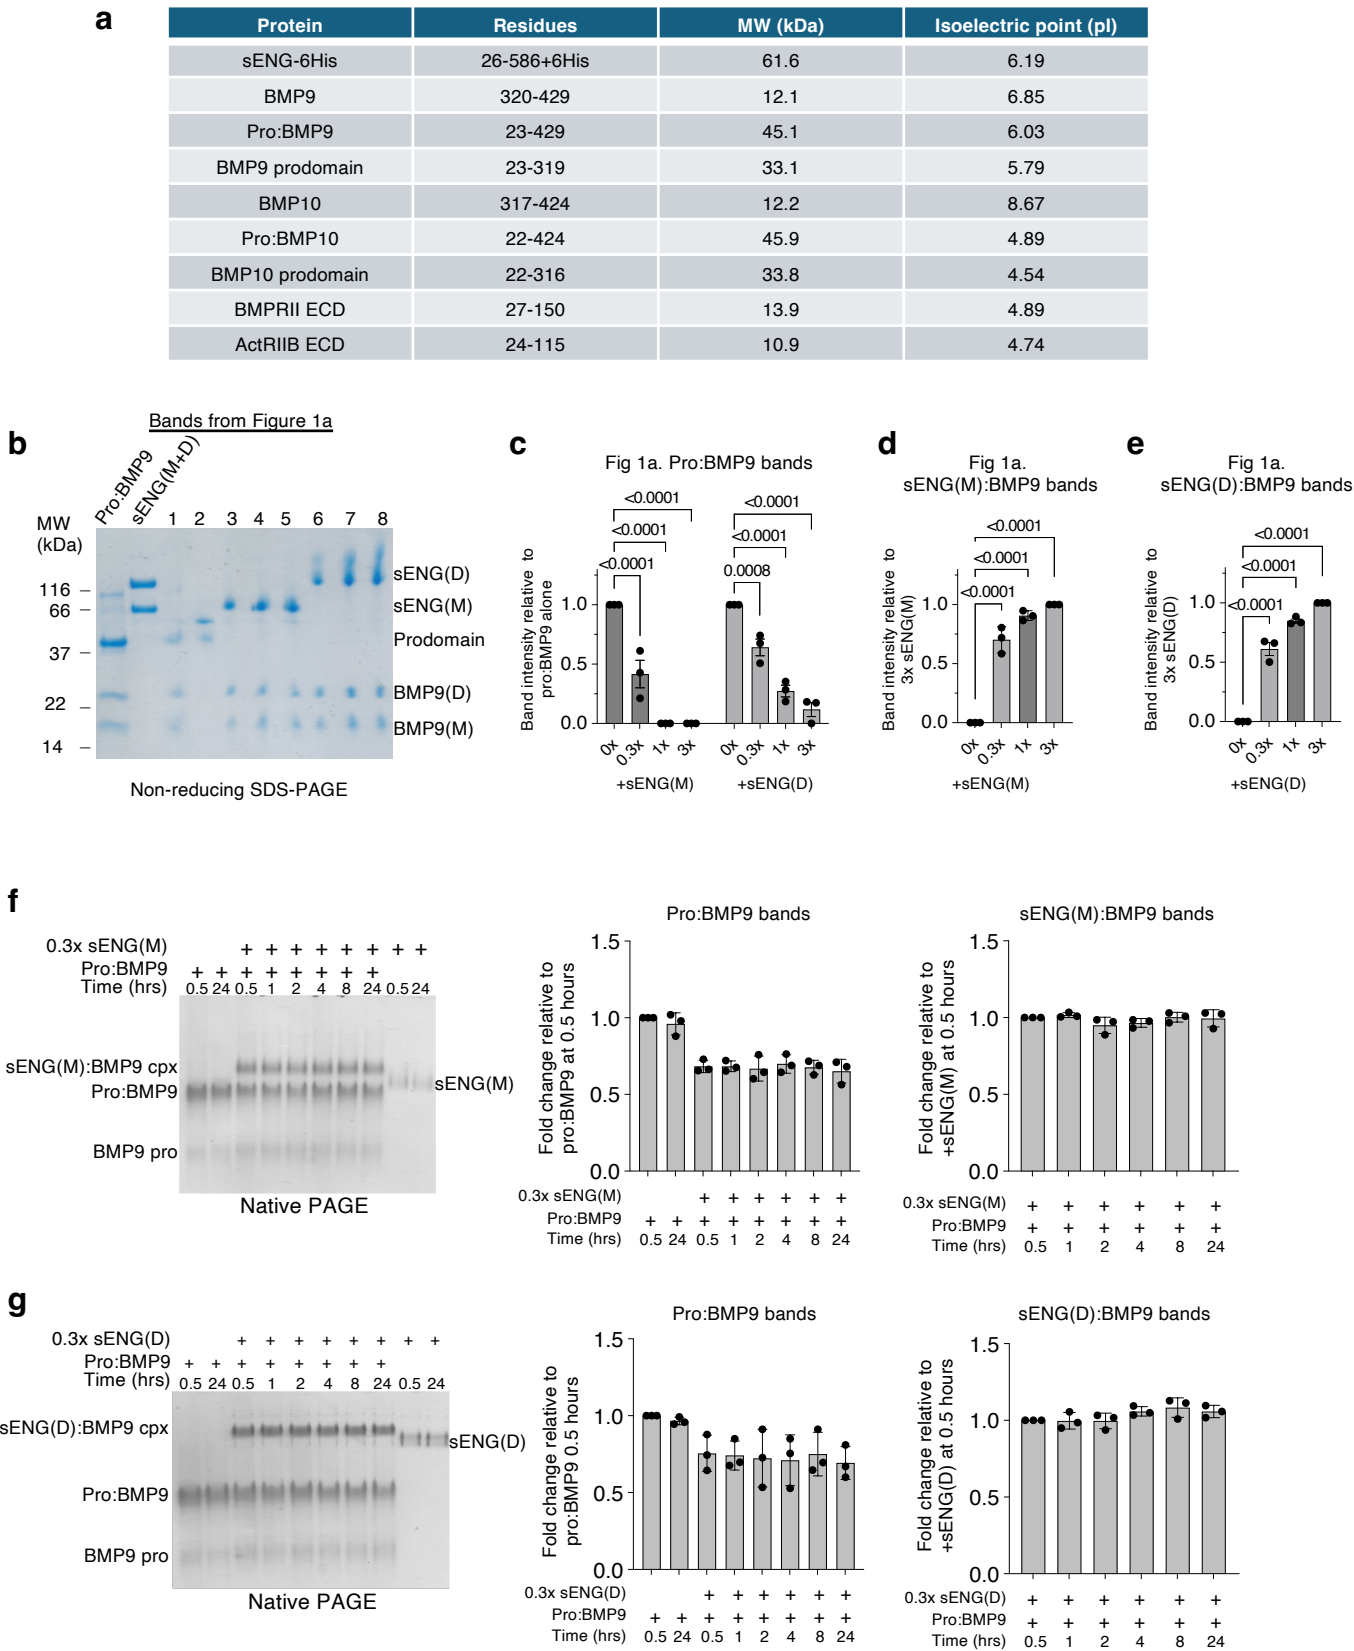

**Supplementary Figure 2. Isoelectric point of proteins and complexes and additional data supporting BMP9 native PAGE in Figure 1a.** **a** Residue range, molecular weight (MW) and calculated isoelectric points (pI) of recombinant proteins and protein complexes used in this study. **b** Identification of the bands on the native PAGE in **Figure 1a**. Bands 1-8 in **Figure 1a** were cut out and run on a 12% non-reducing SDS-PAGE, alongside pro:BMP9 and sENG(M+D) as controls to confirm their identity. **c-e** Quantification of bands in Figure 1a. **f**, **g** Time course BMP9 prodomain displacement assays using 0.3-fold excess of sENG(M) (**f**) and sENG(D) (**g**) with densitometry quantification of the complex bands to the right. N=3 independent repeats (**c**, **d**, **e**, **f**, **g**). Means  $\pm$  SEM are shown (**c**, **d**, **e**, **f**, **g**). Two-way ANOVA (**c**) or one-way ANOVA (**d**, **e**) were used with Dunnett's post-tests against relative controls, with only significant p-values ( $<0.05$ ) shown.

## Supplementary Figure 3

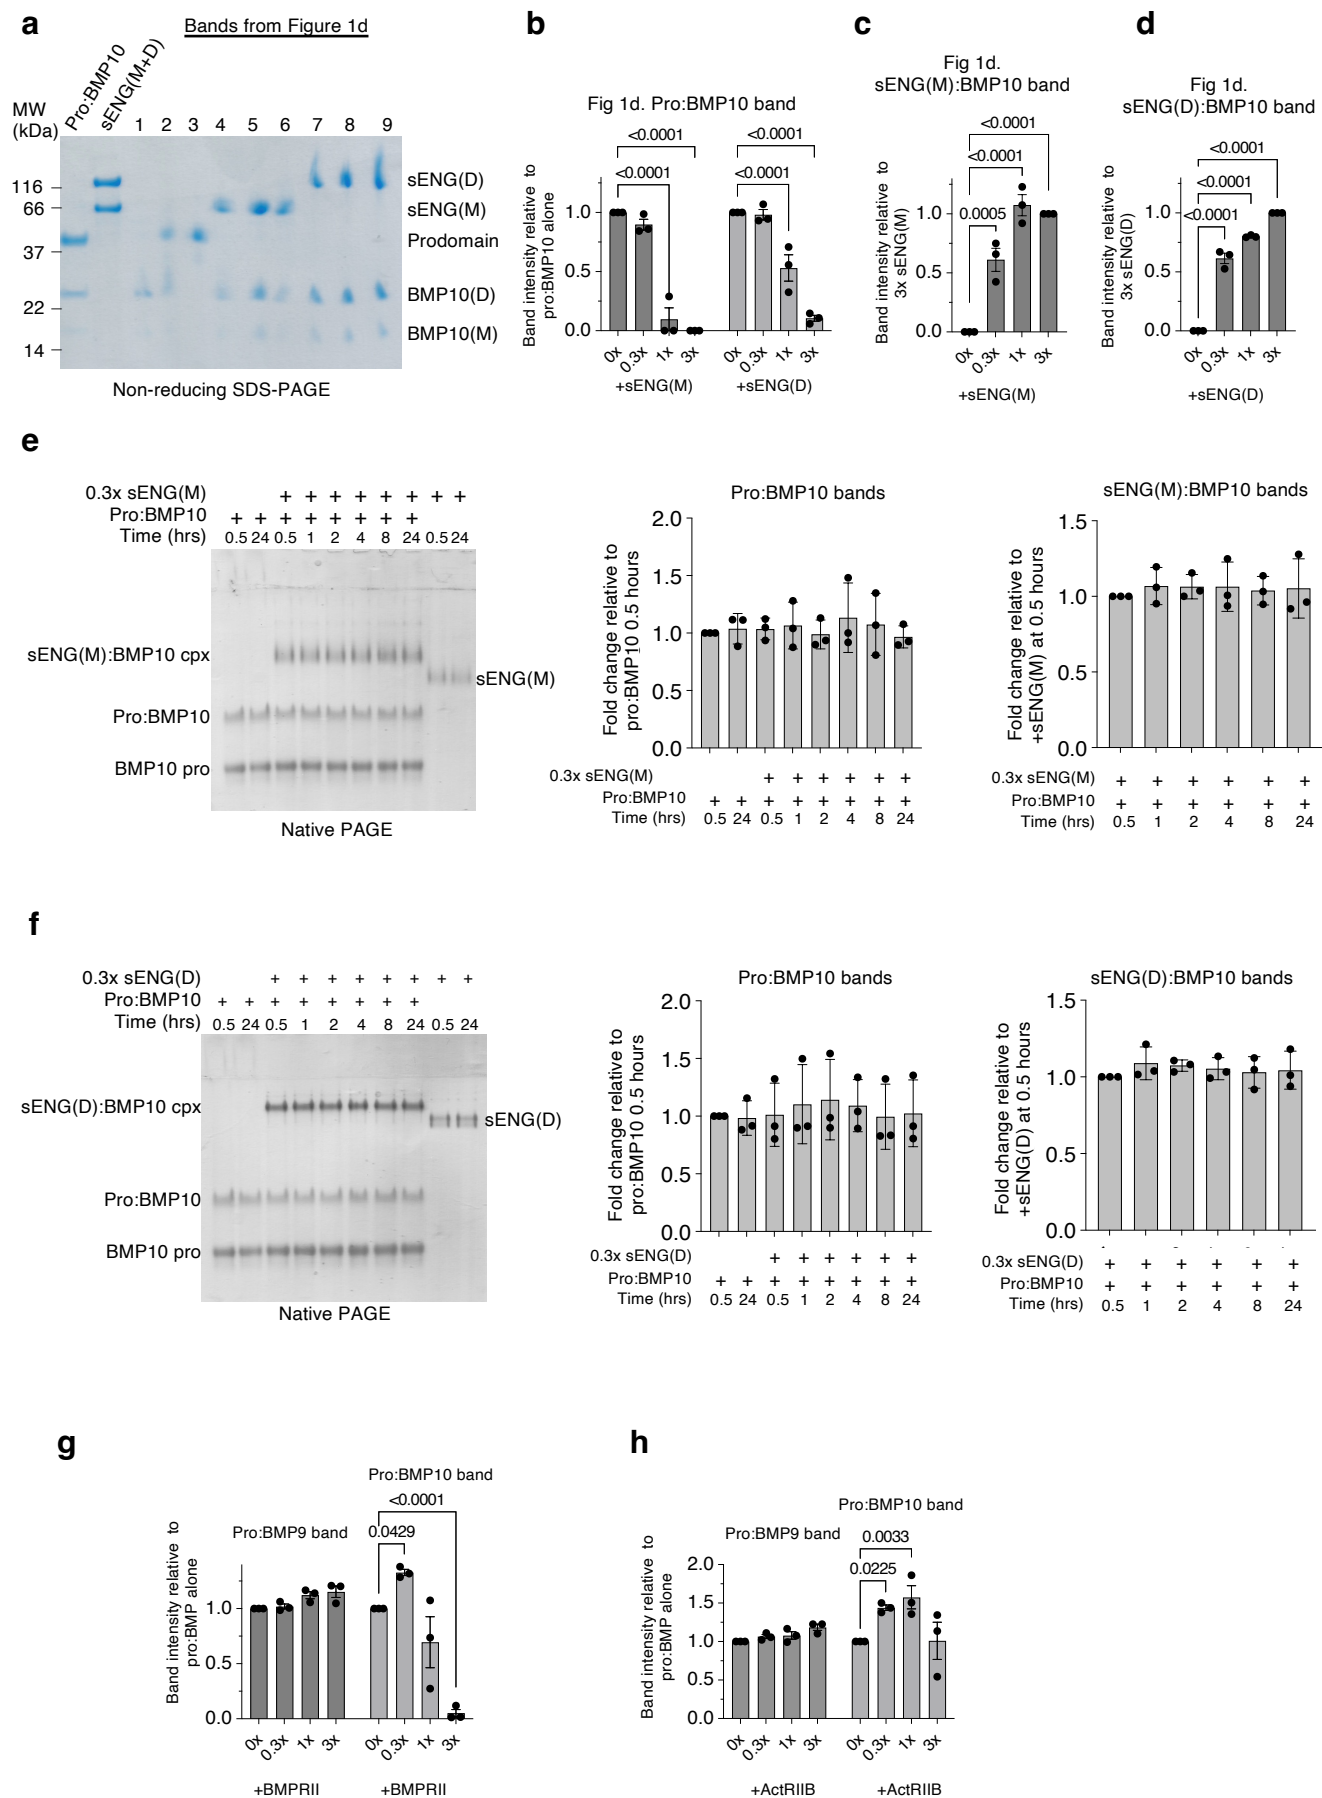

**Supplementary Figure 3. Additional data supporting native PAGE in Figure 1d, 1g and 1h. a** Identification of the bands on the native PAGE in **Figure 1d**. Bands 1-9 in **Figure 1d** were cut out and run on a 12% non-reducing SDS-PAGE, alongside pro:BMP10 and sENG(M+D) as controls to confirm their identity. **b-d**, Quantification of bands in **Figure 1d**. **e, f** Time course BMP10 prodomain displacement assays using 0.3-fold excess of sENG(M) (**e**) and sENG(D) (**f**) with densitometry quantification of the complex bands to the right. Note that in **b, e** and **f** quantification of pro:BMP10 bands, there was no decrease after addition of 0.3x sENG. This was because pro:BMP10 was already partially dissociated on the native PAGE as demonstrated with a weak pro:BMP10 band and a strong prodomain band. The BMP10 GFD is positively charged therefore retained in the loading well/stacking gel. The 0.3x sENG has complexed with those BMP10 GFD as evidenced by the appearance of the sENG:BMP10 bands, hence no further reduction of pro:BMP10 band was observed. **g** Quantification of bands in **Figure 1g**. **h** Quantification of bands in **Figure 1h**. N=3 independent experiments (**b, c, d, e, f, g, h**). Means  $\pm$  SEM are shown (**b, c, d, e, f, g, h**). Two-way ANOVA (**b, g, h**) or one-way ANOVA (**c, d**) were used with Dunnett's post-tests against relative controls. Only significant p-values ( $<0.05$ ) are shown.

## Supplementary Figure 4

**a**

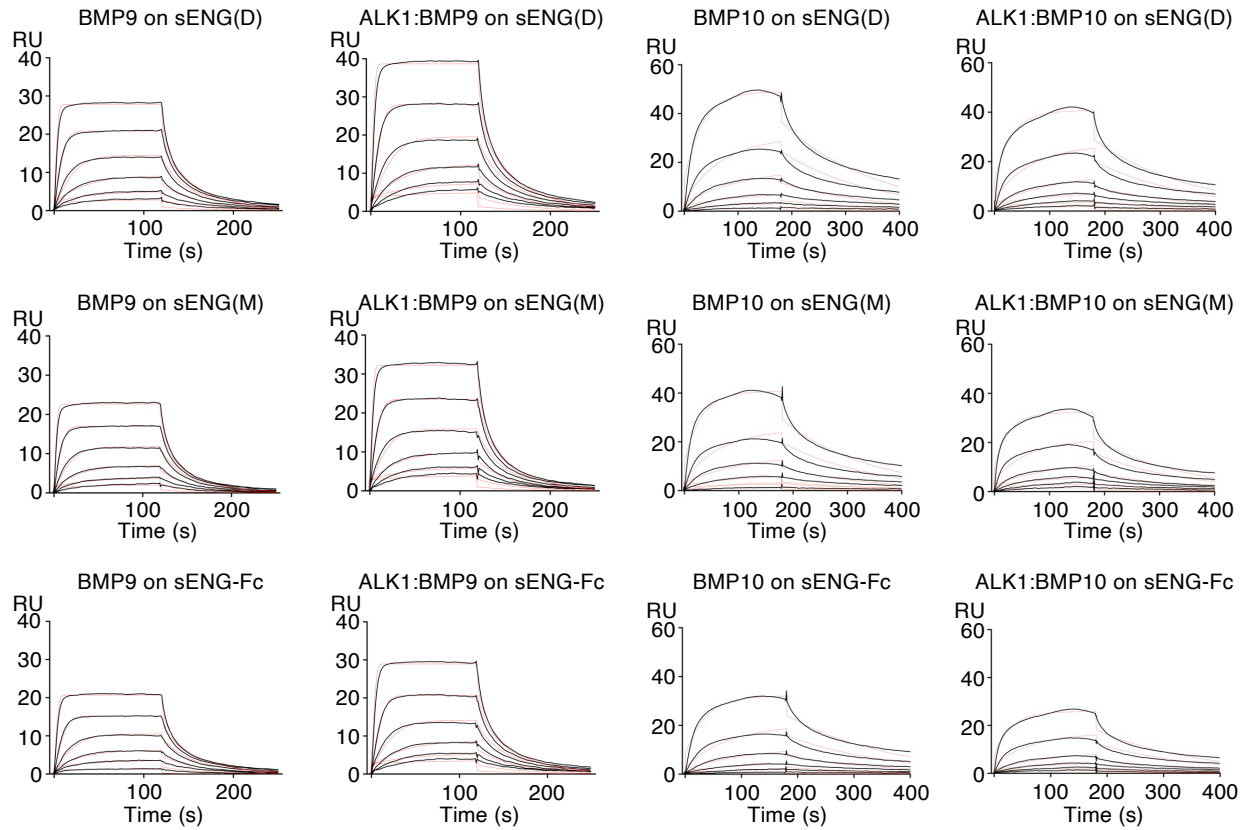

**b**

|                   | $k_{on}$ ( $M^{-1}s^{-1}$ ) | $k_{off}$ ( $s^{-1}$ ) | $K_D$ (M)             |
|-------------------|-----------------------------|------------------------|-----------------------|
| <b>BMP9</b>       |                             |                        |                       |
| sENG(D)           | $5.68 \times 10^7$          | $1.33 \times 10^{-1}$  | $2.34 \times 10^{-9}$ |
| sENG(M)           | $5.80 \times 10^7$          | $1.41 \times 10^{-1}$  | $2.45 \times 10^{-9}$ |
| sENG-Fc           | $5.70 \times 10^7$          | $1.50 \times 10^{-1}$  | $2.64 \times 10^{-9}$ |
| <b>ALK1:BMP9</b>  |                             |                        |                       |
| sENG(D)           | $5.33 \times 10^7$          | $1.21 \times 10^{-1}$  | $2.28 \times 10^{-9}$ |
| sENG(M)           | $5.67 \times 10^7$          | $1.42 \times 10^{-1}$  | $2.50 \times 10^{-9}$ |
| sENG-Fc           | $6.03 \times 10^7$          | $1.58 \times 10^{-1}$  | $2.63 \times 10^{-9}$ |
| <b>BMP10</b>      |                             |                        |                       |
| sENG(D)           | $1.16 \times 10^6$          | $5.85 \times 10^{-3}$  | $5.23 \times 10^{-9}$ |
| sENG(M)           | $1.29 \times 10^6$          | $6.21 \times 10^{-3}$  | $4.58 \times 10^{-9}$ |
| sENG-Fc           | $1.06 \times 10^6$          | $5.81 \times 10^{-3}$  | $5.46 \times 10^{-9}$ |
| <b>ALK1:BMP10</b> |                             |                        |                       |
| sENG(D)           | $1.28 \times 10^6$          | $5.69 \times 10^{-3}$  | $4.46 \times 10^{-9}$ |
| sENG(M)           | $1.46 \times 10^6$          | $6.12 \times 10^{-3}$  | $4.21 \times 10^{-9}$ |
| sENG-Fc           | $1.26 \times 10^6$          | $5.94 \times 10^{-3}$  | $4.73 \times 10^{-9}$ |

**Supplementary Figure 4. ALK1 binding does not affect the affinity of BMP9 and BMP10 for ENG.** **a** SPR sensorgrams of BMP9 and BMP10 binding to sENG(M), sENG(D) and sENG-Fc in the absence and presence of ALK1 (at 1.2x molar ratio to BMP GFD dimer). BMP9 and BMP10 were preincubated with ALK1 for 30 min at room temperature before applying to the flow cells. Both BMP9 and BMP10 were applied from 22.22 nM to 0.09 nM in 3-fold serial dilution. **b** Summary of the binding kinetics. All measurements are the averages from two runs.

Supplementary Figure 5

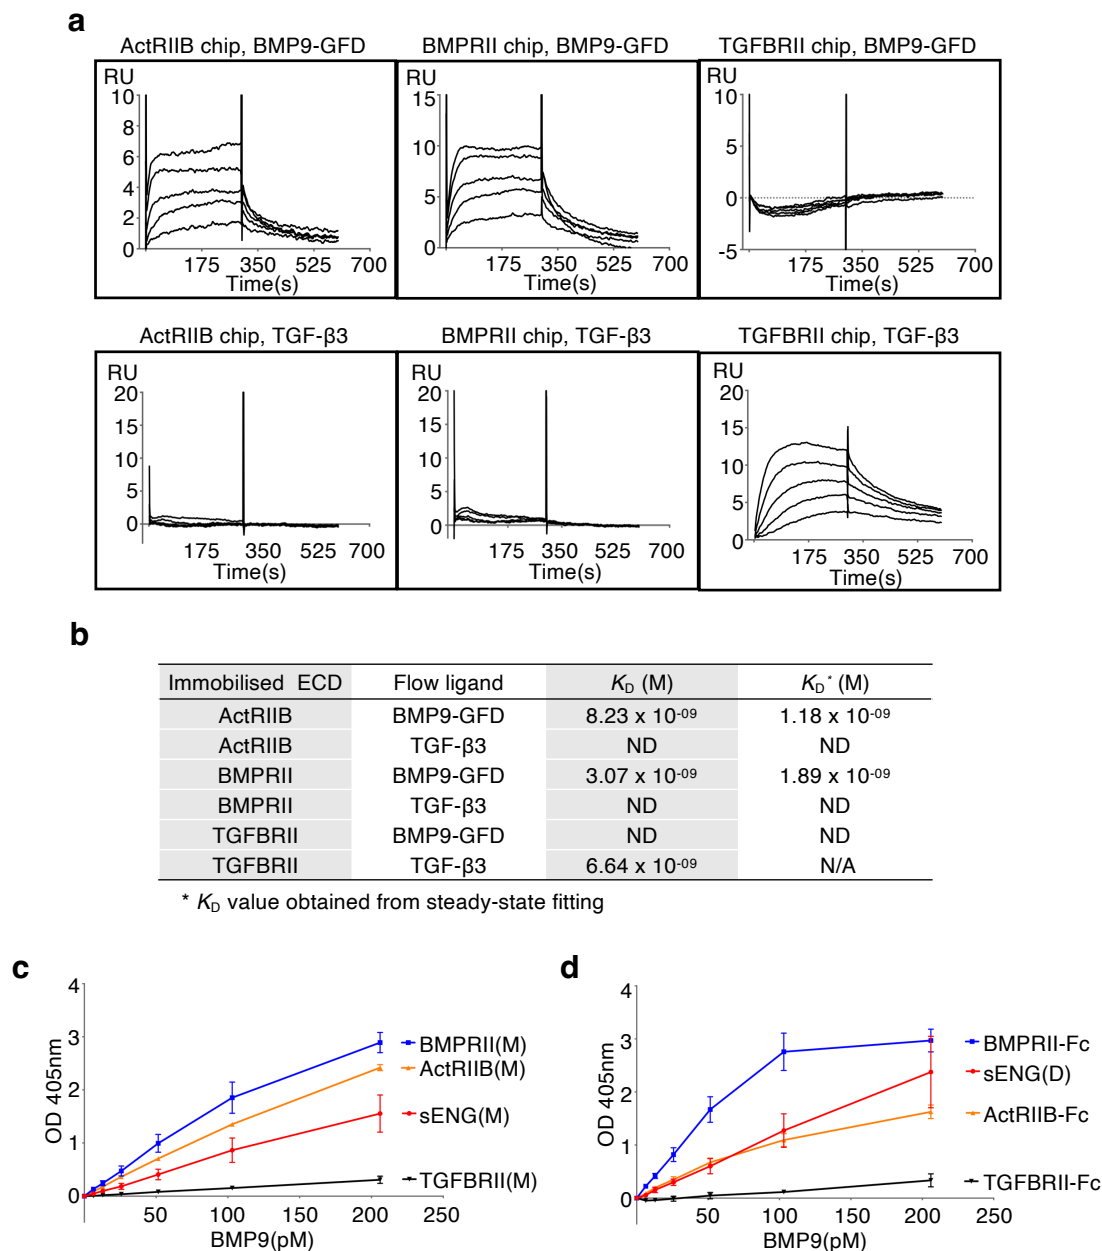

**Supplementary Figure 5. TGFBRII ECD does not bind to BMP9 GFD.** **a** SPR sensorgrams showing BMP9 GFD and TGF-β3 binding to chips coated with ActRIIB-Fc, BMPRII-Fc and TGFBRII-Fc, respectively. Although BMP9 GFD can bind to BMPRII-Fc and ActRIIB-Fc in our assay condition, we could not detect BMP9 binding to TGFBRII-Fc. Control experiment showing TGFBRII-Fc coated surface is functional because it can bind TGF-β3 effectively. **b** Summary of the binding kinetics. **c, d** ELISA binding results of BMP9 GFD binding to monomeric type II receptor ECDs and ENG(M), as well as to BMPRII-Fc, ActRIIB-Fc and ENG(D). We did not detect BMP9 GFD binding to either monomeric TGFBRII ECD or TGFBRII-Fc.

Supplementary Figure 6

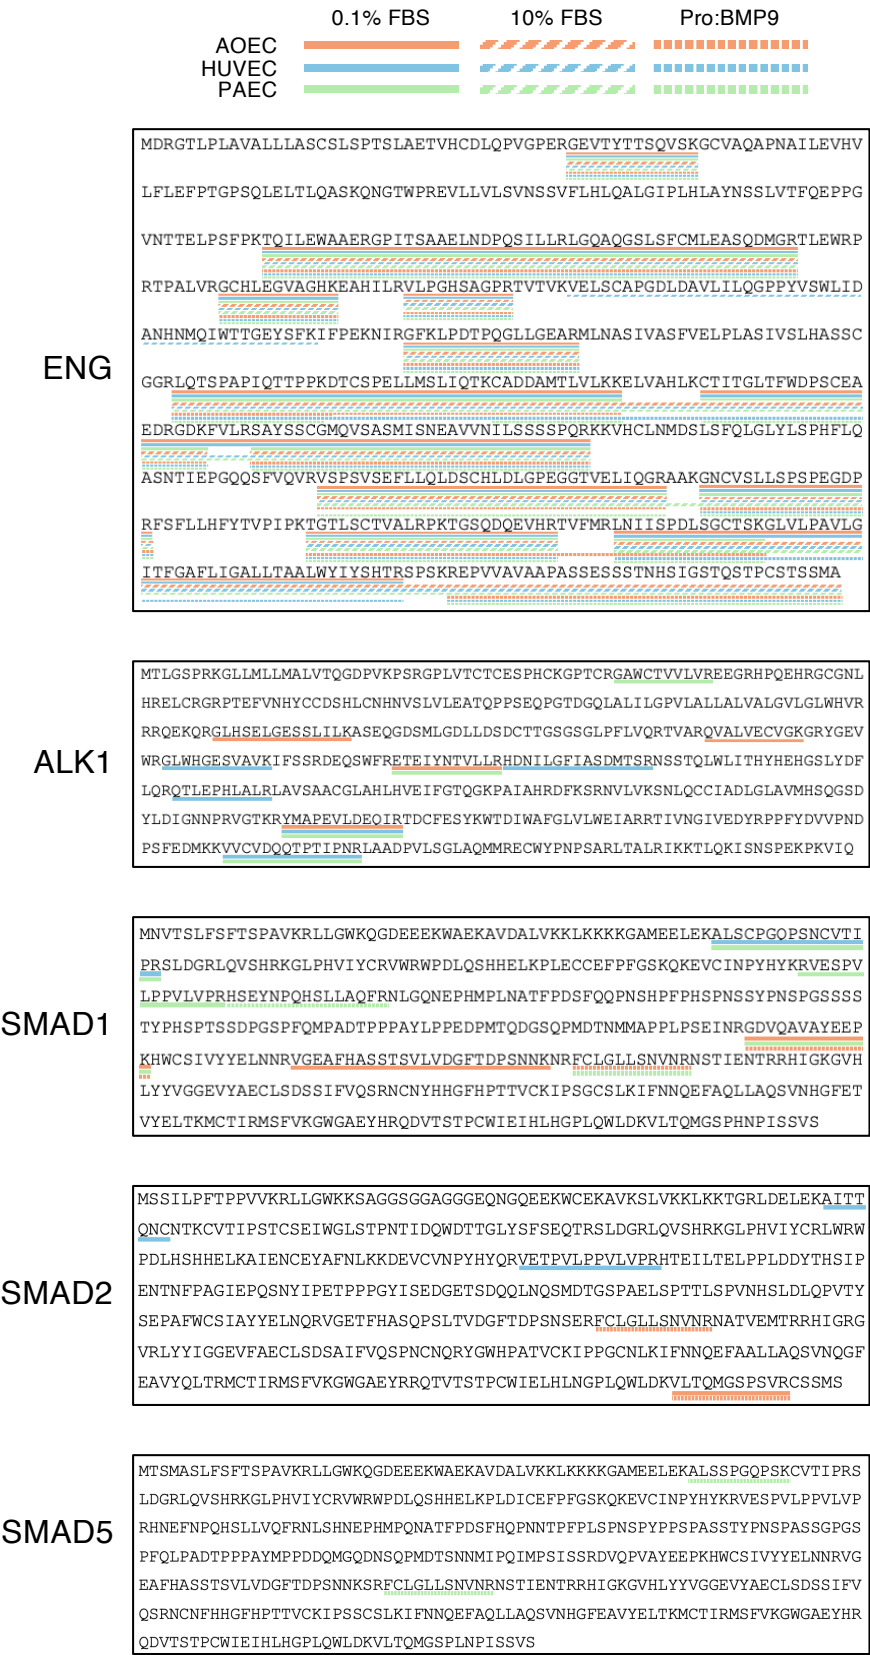

**Supplementary Figure 6. LC-MS/MS sequence coverage of ENG and the binding partners ALK1, SMAD1, SMAD2 and SMAD5 in the experiment described in Figure 5d.** Peptides detected in the mass spectrometry are highlighted under the sequences of different proteins.

Supplementary Figure 7

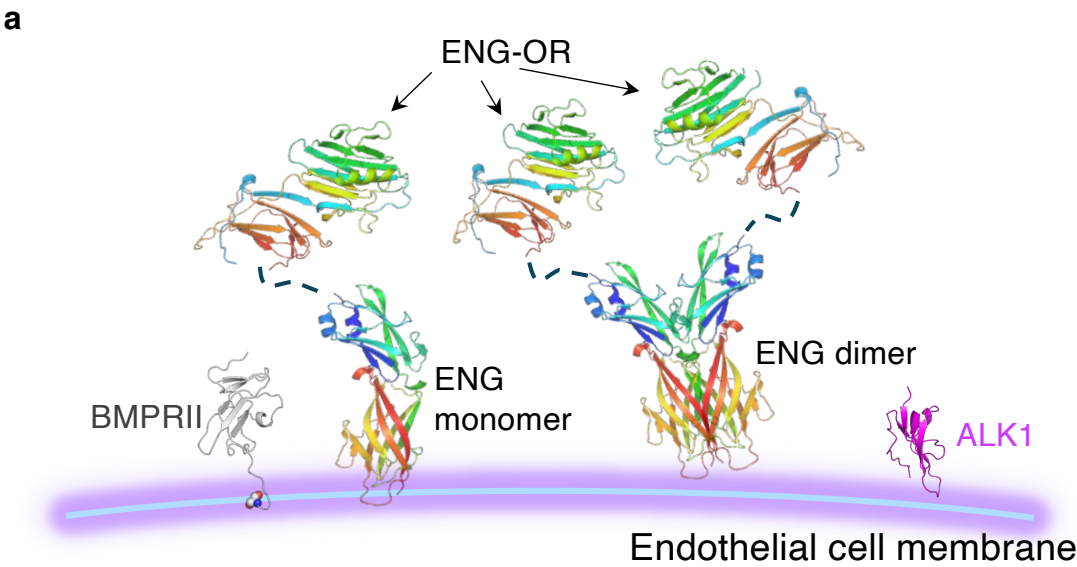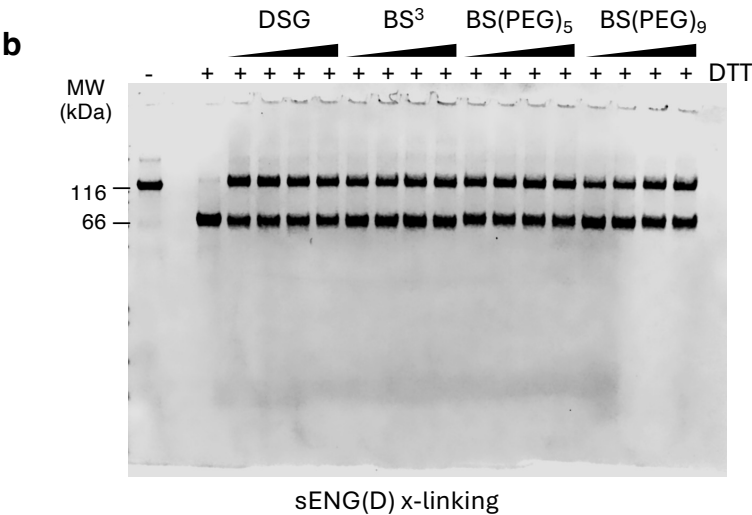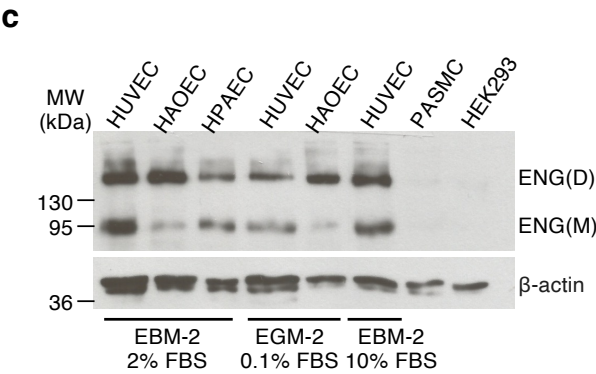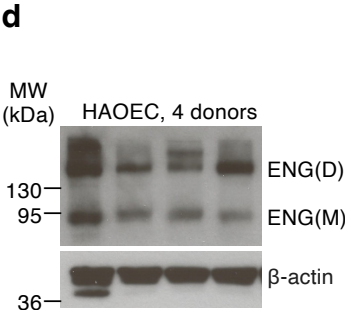

**Supplementary Figure 7. Additional data supporting the model in Figure 6. a** Structures and models comparing the sizes of extracellular domains of BMPRII, ALK1 and ENG. Only the extracellular parts of the proteins are shown. BMPRII and ALK1 ECDs were taken from the structure of ALK1:BMP10:BMPRII ternary complex (pdb ID: 7PPC)<sup>1</sup>. ENG orphan domain (ENG-OR) and ENG ZP domain were taken from structures with pdb IDs 5HZW and 5HZV, respectively<sup>2</sup>. Full-length ENG extracellular domain was built by connecting ENG-OR to the ZP domain with a dashed line which represents the 19 amino acids-linker between ENG-OR and the ZP domain<sup>2</sup>. Models for both dimeric and monomeric ENG are shown and coloured in rainbow. BMPRII is shown in grey and ALK1 shown in magenta. Structural figures were prepared using Pymol. **b** sENG(D) crosslinking experiment with increasing concentrations of crosslinkers. For each crosslinker, four concentrations were tested (final concentrations): 0.25, 1, 3 and 6 mM. The concentration of sENG(D) in the experiment was 1.15  $\mu$ M. **c, d** Immunoblots from non-reducing SDS-PAGE of whole cell lysates. Both ENG dimer and monomer were detected in human primary ECs from different vascular beds and cultured under different conditions (**c**) and from different donors of HAOECs (**d**).

## Supplementary Figure 8

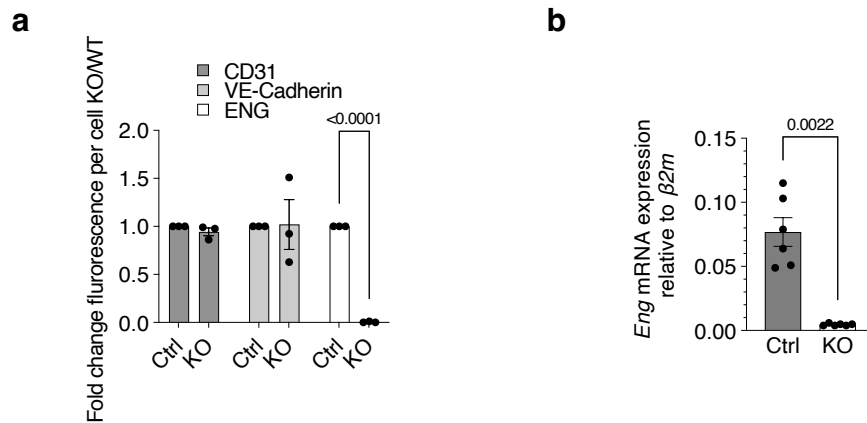

**Supplementary Figure 8. Evaluating ENG knockout efficiency by immunofluorescence staining and RT-qPCR.** **a** Quantification of immunofluorescence intensity in **Figure 7c**. N=3 biological repeats. Fluorescence images were acquired from cells isolated from three different mice. For each stained cell line, 4–5 images were taken from distinct regions for each protein and average intensity per cell (IntDen/cell) was quantified using Fiji software. **b** *Eng* mRNA expression relative to  $\beta 2m$  using the  $\Delta CT$  method. N=6 biological repeats. Means  $\pm$  SEM are shown (**a**, **b**). Two-way ANOVA, with Dunnett's post-tests between Ctrl and KO for each marker (a) or two-tailed Mann-Whitney test (b) was applied. Only significant p-values ( $<0.05$ ) are shown.

Supplementary Figure 9

a

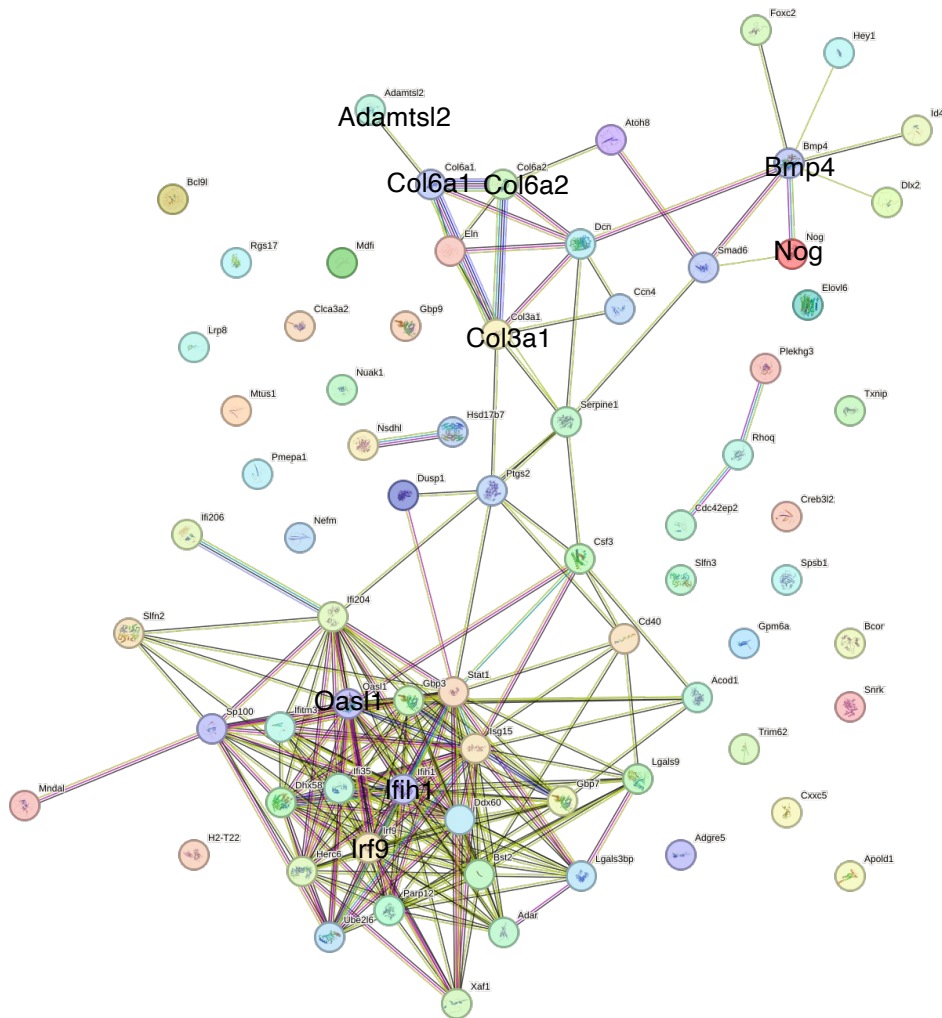

b

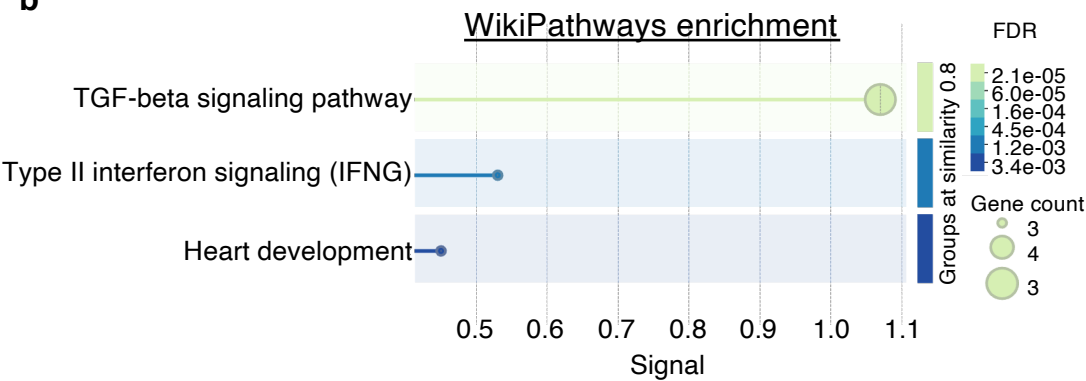

c

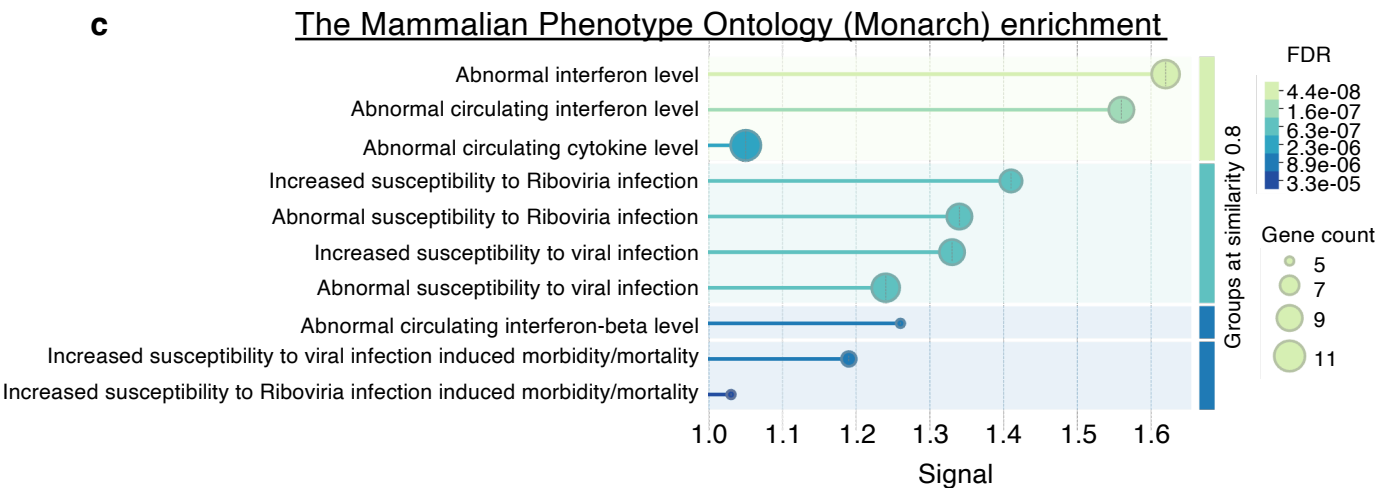

**Supplementary Figure 9. Pathway analysis of DEGs from Figure 7h.** **a** Interaction network generated using STRING (<https://string-db.org/>). Key genes mentioned in the text are highlighted with larger text. **b, c** Significantly enriched Wikipathways (**b**) and Mammalian phenotype Ontology (Monach) (**c**) revealed by String analyses.

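The 73 genes legible in the network were all among the 15693 tested genes. Of these 73, 35 were higher and 38 lower in ligand-treated KO cells, 29 passed an adjusted p under 0.05 in edgeR's quasi-likelihood test over all genes, and 72 had an unadjusted p under 0.05. In PBS-treated cells, 64 of the 73 differed between KO and Ctrl cells in the same direction as after ligand. The genes higher in KO cells after ligand had a median log2 fold change of 0.37 after ligand and 0.23 in PBS, and all 35 were higher in both. The genes lower in KO cells had a median of -0.42 after ligand and -0.09 in PBS, and 29 of the 38 were lower in both. Ligand changed 38 of the 73 genes on average over both genotypes, 28 upward and 10 downward. The 28 genes that ligand induced had a median of -0.38 after ligand and of -0.04 in PBS, where 19 of them had the same direction and 3 had an unadjusted p under 0.05, and the median difference of their ligand responses was -0.31. The 10 genes that ligand lowered had a median of 0.36 after ligand and of 0.13 in PBS, and the median difference of their ligand responses was 0.16. The test of the difference between both ligand responses called 0 of the 73 genes over all tested genes, 9 with the adjustment over this list alone, and 20 at an unadjusted p under 0.05. The network was drawn from the paper's own calls on the ligand-treated libraries, so larger medians after ligand than in PBS, and the sign of the differences of responses, are partly fixed by this choice of genes, and the 9 show no stability.

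**Figure D2:**
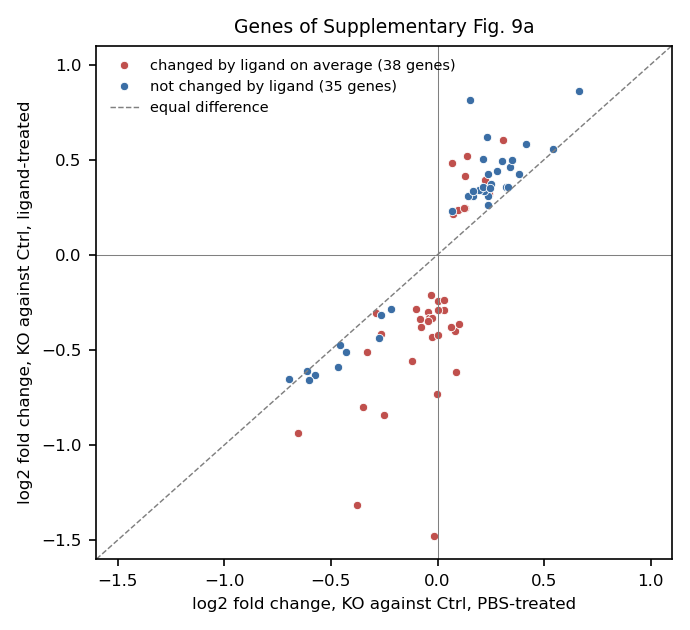
Log2 fold change of KO against Ctrl cells in PBS-treated cells (x axis) and in ligand-treated cells (y axis) for the 73 genes of Supplementary Fig. 9a. Each point is a gene, red where ligand changed it on average over both genotypes (38 genes) and blue where it did not (35 genes), and the dashed line marks equal differences.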

## Supplementary Figure 10

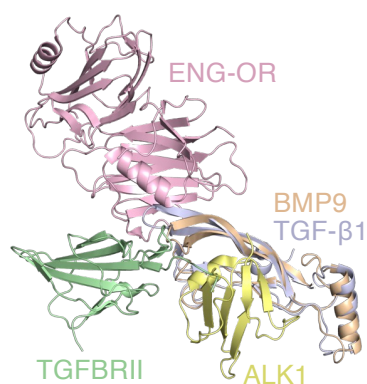

**Supplementary Figure 10. Structural analysis showing ENG, TGFBRII and ALK1 can interact with BMP9 without clash.** Superposition of the ENG-OR:BMP9 (5HZW) structure, the TGF- $\beta$ 1:TGFBRII (3KFD) structure, and the ALK1:BMP9:ActRIIB (4FAO) structure by the ligands, showing ENG, TGFBRII and ALK1 can contact BMP9 simultaneously without any clash. Figure prepared using Pymol (The PyMOL Molecular Graphics System, Version 2.0, Schrödinger).

Supplementary Figure 11

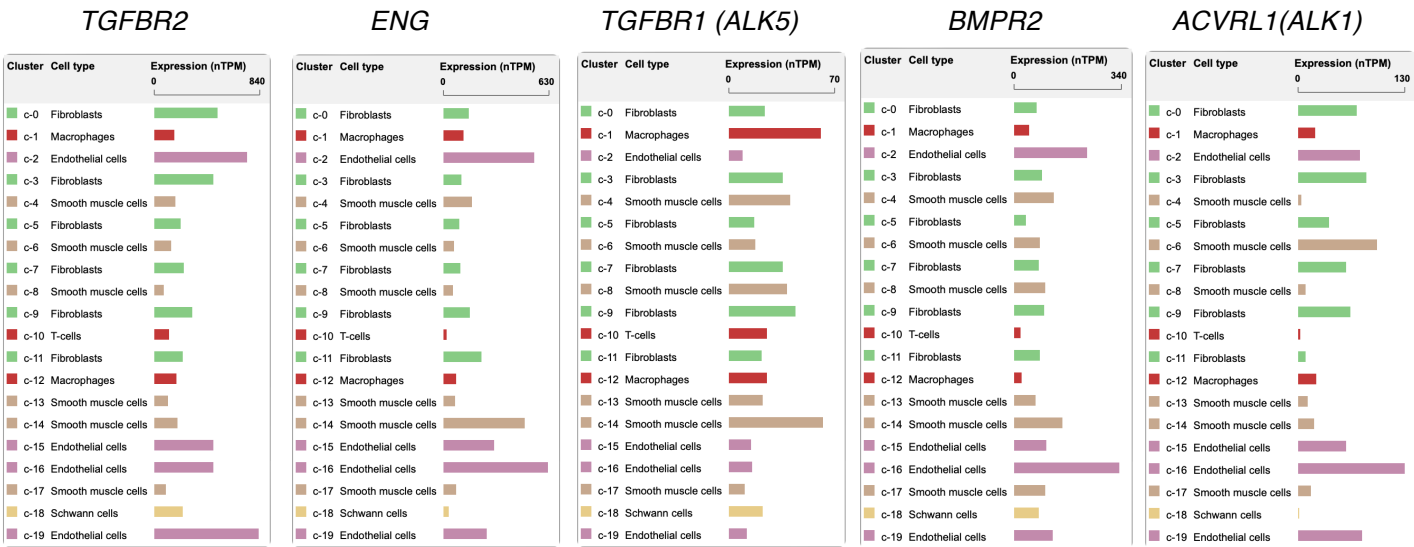

**Supplementary Figure 11. *TGFBR2* is highly expressed in vascular endothelial cells.**

Expression levels of *TGFBR2*, *ENG*, *TGFBR1*, *BMPR2* and *ACVRL1* from single cell RNAseq datasets in vascular cells. Screenshots from the Human Protein Atlas.

(<https://www.proteinatlas.org/ENSG00000163513-TGFBR2/single+cell/vascular>)

#### IV. Supplementary References

- 1 Guo, J. *et al.* Crystal structures of BMPRII extracellular domain in binary and ternary receptor complexes with BMP10. *Nat Commun* **13**, 2395 (2022).  
<https://doi.org:10.1038/s41467-022-30111-2>
- 2 Saito, T. *et al.* Structural Basis of the Human Endoglin-BMP9 Interaction: Insights into BMP Signaling and HHT1. *Cell Rep* **19**, 1917-1928 (2017).  
<https://doi.org:10.1016/j.celrep.2017.05.011>
- 3 Radaev, S. *et al.* Ternary complex of transforming growth factor-beta1 reveals isoform-specific ligand recognition and receptor recruitment in the superfamily. *J. Biol. Chem.* **285**, 14806-14814 (2010). <https://doi.org:10.1074/jbc.M109.079921>
- 4 Townson, S. A. *et al.* Specificity and structure of a high affinity activin receptor-like kinase 1 (ALK1) signaling complex. *J. Biol. Chem.* **287**, 27313-27325 (2012).  
<https://doi.org:10.1074/jbc.M112.377960>

# Supplementary material for: Endoglin as a BMP9 Co-Receptor in Vascular Endothelial Cells: Prodomain Displacement and TGFBRII Recruitment
**Source:** Nat Commun. Author manuscript; Available in PMC 2026 Feb 14.
**Supplement:** Supplementary Information

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Bulk RNAseq was conducted by Novogene (www.novogene.com) using the Novogene NGS Stranded RNA Library Prep Set (PT044). RNA sequencing was carried out by Novogene using an Illumina NovaSeq X Plus system to generate 150 bp paired end reads.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | Raw data processing and quality control were performed by Novogen using in-house perl scripts. The reads were aligned to the mus musculus GRCm39 reference genome using Hisat2(v2.0.5). Mapped reads and sample metadata were imported into R (v.4.0.3) for downstream analysis. First, BiomaRt (v.2.54.0) mapped the ensemble gene IDs to HGNC symbols. After performing quantile normalisation, COMBAT from the sva package was applied to remove batch effects. Differential expression analysis was conducted using DESeq2 (v.1.26.0) comparing the different sample groups. The Benjamini-Hochberg method adjusted the raw p-values for the False Discovery Rate (FDR). Pathway analysis was assessed using String server ( <a href="https://string-db.org/">https://string-db.org/</a> ). References for the softwares are provided in the methods part of the manuscript. The code for survival analysis in R has been deposited on GitHub (and linked in the methods). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNAseq dataset has been deposited at the NCBI Gene Expression Omnibus with accession number GSE289309.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                        |
|--------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | We have re-analysed published human datasets. Both male and female samples were included in the original cited studies.                                                                                                                                                                                                                                |
| Reporting on race, ethnicity, or other socially relevant groupings | We have re-analysed published human datasets. Race, ethnicity or other socially relevant groupings are not relevant in our study.                                                                                                                                                                                                                      |
| Population characteristics                                         | We have re-analysed published human datasets to validate the genes from our mechanistic study. Population characteristics is not relevant here.                                                                                                                                                                                                        |
| Recruitment                                                        | We did not undertake any recruitment for our work.                                                                                                                                                                                                                                                                                                     |
| Ethics oversight                                                   | We have re-analysed published human lung microarray datasets which did not require ethics oversight. For whole blood RNAseq and proteomic analysis, the clinical data were obtained from the National Cohort Study of Idiopathic and Heritable PAH (UK cohort; NCT01907295, East of England Ethics Committee: 13/EE/0203) with a group 1 PH diagnosis. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                        |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample-size calculations were performed. Sample size was determined to be adequate based on the magnitude and consistency of measurable differences between groups. |
| Data exclusions | no data exclusion in this manuscript                                                                                                                                   |
| Replication     | All replicate experiments were successful                                                                                                                              |
| Randomization   | no randomisation is required in this manuscript                                                                                                                        |
| Blinding        | The RNAseq data analysis was performed by the researcher who were blinded to the hypothesis of the experiment.                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Anti-phospho-Smad1/5 (Ser463/465)(41D10) antibody (9516S), Cell Signaling Technology</p> <p>Anti-Smad1 antibody (9743S), Cell Signaling Technology</p> <p>Anti-human CD105 antibody (555690), BD Biosciences</p> <p>Anti-CD31 (553370), BD Biosciences</p> <p>Anti-VE-Cadherin (555289), BD Biosciences</p> <p>Anti-mouse CD102 (553326), BD Biosciences</p> <p>Anti-BMP9 antibody (BAF3209), Biotechne</p> <p>Anti-mouse ENG (AF1320) Biotechne</p> <p>Anti-β-actin (A5411), Sigma-Aldrich</p> <p>Anti-mouse ENG (14-1051-82), Affymetrix eBioscience/Thermo Fisher Scientific</p> <p>Anti-Rat Alexa Fluor 488 (A-21208), Thermo Fisher Scientific</p> <p>Anti-Rat Alexa Fluor 568 (A78946), Thermo Fisher Scientific</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Validation      | <p>Anti-phospho-Smad1/5 (9516S), species cross-reactivity is determined by western blot, specificity/sensitivity is determined by flow cytometric analysis. Details can be found at company website.</p> <p>Anti-Smad1 antibody (9743S), validated by the company and has 219 citations as listed on their website.</p> <p>Anti-human CD105 (555690), characterised and validated by the company, and have been used in previous publications as listed on the product datasheet.</p> <p>Anti-CD31 (553370), validated by the company and has 983 citations as listed on their website.</p> <p>Anti-VE-Cadherin (555289), validated by the company and has 182 citations as listed on their website.</p> <p>Anti-mouse CD102 (553326), validated by the company and has 108 citations as listed on their website.</p> <p>Anti-BMP9 antibody (BAF3209), validated and used multiple times in our previous publications (PMIDs: 33320799, 31661308, 31431534 ).</p> <p>Anti-mouse ENG (AF1320), validated and used in our previous publication (PMID: 31431534), 74 citations on product website.</p> <p>Anti-β-actin (A5411), validated by the company.</p> <p>Anti-mouse ENG (14-1051-82), has been validated by the company with 25 published figures and 43 references (<a href="https://www.thermofisher.com/antibody/product/CD105-Endoglin-Antibody-clone-MJ7-18-Monoclonal/14-1051-82">https://www.thermofisher.com/antibody/product/CD105-Endoglin-Antibody-clone-MJ7-18-Monoclonal/14-1051-82</a>).</p> <p>Anti-Rat Alexa Fluor 488 (A-21208), validated by the company and has 66 published figures and 1767 references.</p> <p>Anti-Rat Alexa Fluor 568 (A78946), validated by the company and has 28 references.</p> |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | human pulmonary artery endothelial cells (hPAECs), human aortic artery endothelial cells (HAOECs), human umbilical vein endothelial cells (HUVECs) and human dermal microvascular cells (HDMECs) were purchased from Lonza. Mouse lung endothelial cells (MLECs) were isolated in this study. |
| Authentication                                                    | Those human primary endothelial cells were authenticated by Lonza. MLECs isolated from current study were stained with CD31, VE-cadherin and endoglin to validate the endothelial cell identity.                                                                                              |
| Mycoplasma contamination                                          | All cells tested negative for mycoplasma                                                                                                                                                                                                                                                      |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No cell lines used are listed in the database of commonly misidentified cell lines.                                                                                                                                                                                                           |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                                                                                                                                         |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | Engfl/fl;Rosa26-CreERT2 carrying the Immorto mouse transgene were used for isolating the endothelial cells for further in vitro studies. This mouse line has been described previously (PMID: 31805812, PMID: 31431534, PMID: 20224041, PMID: 23401487) |
| Wild animals       | no wild animals used in this study                                                                                                                                                                                                                      |

|                         |                                                                                                                                                                                                 |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | We did not observe any difference in the cells isolated from male or female mice, hence this was not reported.                                                                                  |
| Field-collected samples | no field-collected samples in this study                                                                                                                                                        |
| Ethics oversight        | All procedures were approved by the University of Cambridge Animal Welfare Ethical Review Board under the authority of the United Kingdom Home Office Project Licences PP7550697 and PP3923706. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |                                                                                                                                                                                                                                                                                                                            |
|-----------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Clinical trial registration | NCT01907295                                                                                                                                                                                                                                                                                                                |
| Study protocol              | The clinical data were obtained from the National Cohort Study of Idiopathic and Heritable PAH (UK cohort; NCT01907295, East of England Ethics Committee: 13/EE/0203) with a group 1 PH diagnosis. The analyses in this manuscript (Figure 9e) included patients with IPAH and HPAH diagnosed at 18 years of age or older. |
| Data collection             | Clinical data was collected prospectively at annual outpatient visits and the last study census took place on 01/07/2022. If patients were diagnosed before the study start date, diagnostic parameters were included retrospectively in the study.                                                                        |
| Outcomes                    | long term survival data is collected as part of the cohort study                                                                                                                                                                                                                                                           |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

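The RNA sequencing experiment on MLECs was re-analysed from the read counts that the authors deposited. MLECs of 4 isolations were divided into vehicle-treated Ctrl cells and 4-OH-tamoxifen-treated KO cells, and each was treated for 1.5 hours with PBS or with ligand at 0.2 ng/ml of the growth factor domain. This gave 4 groups (Ctrl PBS, Ctrl sENG(M):BMP9, KO PBS and KO pro:BMP9) of 4 libraries each, 16 in all. Libraries were assigned to groups by their labels, and no library was left out. The replicate numbers in the labels follow the isolation names, so libraries with the same number come from the same isolation.

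The values are raw counts of reads per gene, which the authors deposited without normalisation. According to the paper, the sequencing provider prepared stranded libraries, filtered the paired-end reads and aligned them with Hisat2 to GRCm39. The paper's text does not name the program that counted the reads or the annotation release. The later steps of the authors' analysis were quantile normalisation, ComBat and DESeq2 with Benjamini-Hochberg adjustment, and these are not included in the deposited counts; the text does not name the batch variable given to ComBat. Gene identifiers, symbols and coordinates were taken from the deposited table, and the number of exons and overlapping genes from a GENCODE annotation of GRCm39, which may differ from the release the authors used. The deposited gene lengths, in bases, were used only for a length correction.

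The deposited table lists 55414 genes, of which 29339 had at least 1 count. Library totals lay between 14869115 and 17242117 counts, with a median of 15996523.5. A floor of 3 counts was set for this depth, and genes whose PBS-treated libraries all lie at or under that floor have their induction given as a lower bound. Floors cover counting error only, whereas ranges of 1 standard error also include the spread between libraries. No pair of libraries in a group differed by as little as repeated sampling of one library would give.

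Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered by group with filterByExpr (minimum count 10, minimum total count 15), which left 15693 genes. Counts were normalised by TMM, and a quasi-likelihood model was fitted to all 16 libraries at once, so that the 4 groups share the estimate of the spread. The isolation was a block, because each isolation gave all 4 groups and the authors removed batch effects before their tests. An adjusted p under 0.05 (Benjamini-Hochberg over all tested genes) was the threshold. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. At low counts they are rough and need not match between comparisons. There were 5 comparisons: ligand against PBS in Ctrl cells, ligand against PBS in KO cells, KO against Ctrl cells in PBS, KO against Ctrl cells with ligand, and the difference of both ligand responses. CPM values (counts scaled to the library total) are normalised by TMM without a prior count, and log2 values of single isolations use a prior count of 2. Named genes are *Eng*, the genes the paper names from these data in its text, Fig. 7e-h or Fig. 8a, and the 5 genes in each direction with the largest log2 fold change among those that passed the threshold and changed the same way in all 4 isolations. *Dcn* and *Lrp2* were named after their values were seen.

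Induced genes were those with an adjusted p under 0.05 and a log2 fold change of at least 1 for the average of both ligand responses, which favours neither genotype. Lists of interferon-stimulated genes (106 genes) and of TGF-β and BMP signalling genes (91 genes), written from general knowledge, were tested with camera in limma 3.58.1 at its default correlation between genes of 0.01, with the estimated correlation and with fry. The median of each list was also placed among 10000 random lists matched on mean expression and GC content, which ignores the correlation between genes. The 73 genes of Supplementary Fig. 9a were read from the figure by eye. The paper's pathway terms come from the STRING server, and these lists were tested in its place. Each comparison was also repeated on other splits of the same libraries into 4 and 4 that part every same-numbered pair, which makes 8 splits with the real one.

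The procedure was tested on simulated counts drawn from the means and library sizes of the 16 libraries. In ligand-treated KO cells, 200 genes without low mean counts were changed 2-fold, up or down. Of 15544 simulated genes tested, all 200 changed genes were called between ligand-treated cells, with 12 unchanged genes called (5.66% of calls). In the test of the difference of responses, 192 of 200 were called (96%), with 14 unchanged genes called. Smaller changes, and changes in genes with low counts, were not simulated, so these shares do not apply to them. No gene was called between the PBS-treated groups, where none had been changed. The slope of the estimated on the true log2 fold changes was 1.003.

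The alternatives were a fit without the block, DESeq2 1.42.0 with the block, DESeq2's median-of-ratios (RLE) size factors, no filter on low counts, at least 10 counts in every sample, a fit of only the 8 libraries of a comparison, and a gene length correction with the block. The paper's steps were also run, with quantile normalisation and ComBat from sva 3.50.0 with the isolation as the batch. The rounded values then went into DESeq2 without a block. ComBat-seq followed by edgeR without a block, and fits that each left out 1 of the 4 isolations, were run as well. Tests after ComBat and ComBat-seq do not count the removal of the isolation among the fitted terms. RT-qPCR and all other experiments of the paper were left out, since the deposited counts do not cover them.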

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

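The test of *Eng* reads against the Ctrl response was chosen only after the result was seen; the other tests in this part were set before the result they measure.

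In groups of 4 libraries, 6 of 124 comparisons of a named gene or a library total had 1 library set apart from the other 3 by a gap above Dixon's critical value for 4 samples, and 6.2 such cases are expected by chance. The number gives no sign of faulty libraries. The 6 cases were *Foxc2* in KO pro:BMP9, replicate 2 (59.4 CPM), *Oasl1* in replicate 4 of Ctrl PBS (31.8) and of Ctrl sENG(M):BMP9 (30.3), *Bst2* in Ctrl PBS, replicate 4 (589), *Adamtsl2* in KO PBS, replicate 3 (0.301) and the library total of KO pro:BMP9, replicate 2 (16759576 counts). The *Adamtsl2* case is 5 counts against 3 in each of the other libraries, so it rests on 2 counts near the floor. The large library is scaled by its total in the normalisation. For *Oasl1* and *Bst2*, which are interferon-stimulated, the 3 cases come from Ctrl cells of isolation 4. In both Ctrl libraries of this isolation the whole interferon list was high: its median log2 expression relative to the mean of the 16 libraries was 0.67 in Ctrl PBS, against 0.13 in isolation 3, and 0.54 in Ctrl sENG(M):BMP9, against -0.03 in isolation 3. The KO libraries of isolation 4 were less set apart, with 0.47 in KO PBS, against 0.46 in isolation 3, and 0.53 in KO pro:BMP9, against 0.36 in isolation 3. No explanation for the difference between isolations was tested, biological or technical.

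Of the 23 genes that the paper names from these data, 7 had a difference of ligand responses between KO and Ctrl cells that passed an adjusted p under 0.05 over these 23 genes alone. Responses were weaker in KO cells for *Bmp4* (difference -0.29), *Pmepa1* (-0.49), *Trim62* (-0.70), *Hey1* (-0.73), *Smad6* (-0.24) and *Foxc2* (-0.43), in 4 of 4 isolations each. The response of *Eng* was stronger in KO cells (0.75, 4 of 4 isolations). Over all 15693 genes none passed (565 had an unadjusted p under 0.05). The list was picked by the paper on the same libraries, so the 7 show no stability. The signs were the same under 12 alternatives, for example -0.30 for *Smad6* as the largest difference and -0.20 as the smallest. Group medians of library totals were lowest in KO pro:BMP9 (15013148.5) and highest in Ctrl sENG(M):BMP9 (16828876.5), a difference that the normalisation scales out. The KO cells differ from Ctrl cells in *Eng*, in exposure to 4-OH-tamoxifen and in the form of the ligand, so a difference of responses cannot be assigned to any one of them.

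For *Eng*, reads in KO cultures could come from cells that kept the gene. The log2 fold change with ligand was 1.23 in KO cells against 0.48 in Ctrl cells, a difference of 0.75. Cells that kept *Eng* would have received pro:BMP9 in the KO cultures, whereas the Ctrl cells received sENG(M):BMP9, and no Ctrl cells were sequenced after pro:BMP9. The difference therefore does not decide whether such cells are the source. Transcripts of the recombined allele and reads of the overlapping *Fpgs* were not examined either, so the pattern cannot be told apart from these explanations.

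Genes of sterol and fatty acid synthesis, which the paper does not discuss as a group, were lower in PBS-treated KO cells. The pattern was first seen in 13 such genes, all lower, with log2 fold changes from -1.01 to -0.48 and a smallest adjusted p of 0.224. A list of 18 further genes of sterol and fatty acid synthesis that had not been seen was then tested. Of the 17 that were expressed, all 17 were lower, with a median of -0.36 (camera with the estimated correlation between genes, p = 0.0108), and single isolations gave -0.23, -0.14, -0.88 and -0.39. None of the 17 passed the threshold alone, and 13 had an unadjusted p under 0.05. The pattern is thus not limited to the genes in which it was noticed. No random list of the same expression and GC content had so low a median (percentile 0), and 1 of the 8 splits, the real one, gave a median as far from 0. The median stayed between -0.45 and -0.22 when each isolation was left out. After ligand it was -0.37, and the difference of responses was 0.00 (p = 0.879 with the default correlation), so ligand did not change it measurably. With 8 splits the share cannot go under 0.125, so a chance difference between these cultures cannot be excluded, and exposure to 4-OH-tamoxifen, which only KO cells received, cannot be told apart from loss of *Eng*.

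Among the 40 genes that differed between ligand-treated KO and Ctrl cells, 11 lie outside the genes legible in the network of Supplementary Fig. 9a, 4 higher and 7 lower in KO cells. *Eng*, the deleted gene, is one of the 7, and the paper shows it for this comparison in Fig. 7h. Supplementary Fig. 9a was read by eye, so a gene missing from it was not necessarily missing from the paper's calls. Of the 8 splits of these libraries, only the real one gave 40 genes or more (1 of 8). For the genes other than *Eng*, no biological explanation was tested.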

How the results depend on the processing

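The alternatives were set before the data were examined, except those for the sterol and mesenchymal lists, which were chosen after seeing the data. The replicate numbers pair the libraries: between groups, same-numbered libraries correlated at 0.757. The -0.251 of the others follows from removing the group means. Without the replicate block, the spread between isolations enters the error, and 167 genes changed with sENG(M):BMP9 in Ctrl cells, 91 with pro:BMP9 in KO cells, 1 between PBS-treated KO and Ctrl cells, and 1 between ligand-treated KO and Ctrl cells. The pairing thus carries most calls between genotypes: unblocked, *Nog* was at -1.49 and *Adamtsl2* at -1.27, with unadjusted p of 0.0777 and 0.0131.

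The counts between genotypes moved most. For PBS-treated cells, against 3 genes, DESeq2 with the block gave 7, no filter on low counts 204, a fit of only the 8 libraries 1, the paper's steps 177 and ComBat-seq 9, and from 1 to 69 genes passed across the 4 fits that each left out one replicate. The share of calls higher in KO cells moved as well: 0 of the 3 genes were higher, but 106 of the 204, 98 of the 177 and 65 of the 69 (without replicate 4) were, as were 2 of the 7 and 4 of the 9. For ligand-treated cells, against 40 genes, DESeq2 with the block gave 141, no filter 517, the paper's steps 531, ComBat-seq 249 and the gene length correction 65, and from 6 to 175 genes passed with one replicate left out. The 175 came without replicate 4. Of the 40 genes, 36 were also called by DESeq2, 38 by the paper's steps and 4 without replicate 1. Among these calls, 35% were higher in KO cells, against 53.2% with DESeq2, 49.7% with the paper's steps, 49.3% without a filter, 44.6% with the length correction, 43.4% with ComBat-seq, 36.4% with only the 8 libraries, 33.3% with RLE size factors, 28.6% with the stricter filter, and 0%, 13.3%, 12.5% and 74.3% without replicates 1 to 4. For the difference of ligand responses, against 0 genes, 52 passed without a filter and 19 with the paper's steps. The paper's steps also gave 1364 genes for pro:BMP9 in KO cells, against 878, and leaving out one replicate gave 573 to 745. RLE size factors and the stricter filter kept all these counts within 1.5 times. The median log2 fold change of all tested genes moved by less than 0.1 under every scaling. The cause of these shifts was not tested.

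*Nog* and *Adamtsl2* were lower in ligand-treated KO cells under all 12 alternatives that could test them; the filter on 10 counts in every sample removes both. Each passed the threshold in 8 of the 12, with adjusted p from 1.22e-15 to 1.00 for *Nog* and from 3.99e-16 to 1.00 for *Adamtsl2*. DESeq2 gave them -1.45 and -1.35 without an adjusted p, as its independent filtering left them out for low mean counts. The paper's steps gave *Nog* -1.42 (adjusted p = 0.0528). With one replicate left out, *Nog* lay between -1.59 and -1.32 and *Adamtsl2* between -1.69 and -1.09, and they passed in 3 and 2 of the 4 fits. The low counts of both genes in PBS, at most 1 for *Nog* and from 3 to 7 for *Adamtsl2*, limit any statement on their fold induction: the difference of responses of *Adamtsl2* has a standard error of 0.742.

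The interferon list in PBS-treated cells kept its median of 0.21 but lost significance with fry (p = 0.0875) and with the estimated correlation between genes (p = 0.0531). In ligand-treated cells the interferon list kept its direction and side of the threshold under the alternatives run, with medians from 0.25 to 0.46. So did the TGF-β and BMP list, with medians from -0.04 to -0.01. The refits used camera's default correlation of 0.01, against 0.678 estimated for the interferon list, so they say little on its significance. Only the main fit was tested with the estimated correlation (camera, p = 0.0112) and with fry (p = 0.0133). DESeq2 and the paper's steps were not run for the lists, since camera and fry were applied to edgeR's fit. The median difference of induction moved to -0.17 when genes with a log2 fold change of at least 0.5 were included, and otherwise stayed between -0.27 and -0.20. The sign of *Id1* between ligand-treated cells reversed with the length correction (-0.0048) and without replicate 4 (-0.0126, in a range up to 0.0581 across the fits with one replicate left out), around a value of 0.02.

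The other 755 values cover named genes, the sterol and mesenchymal lists and the number of Supplementary Fig. 9a genes that passed. Of these, 616 kept their direction and side of the threshold, or for the number stayed within 1.5 times. A further 72 lost significance and 55 gained it. The number of Supplementary Fig. 9a genes moved by more than 1.5 times in 10 settings, and 2 values changed sign. These 2 fell under the settings given above for *Id1*, the length correction and the fit without replicate 4. RLE size factors changed none of 59.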

Differences from the paper's values

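Between ligand-treated KO and Ctrl cells, 40 genes passed the threshold, against the paper's 76. Of the alternatives set before the data were examined, the fit of only the 8 ligand-treated libraries (55 genes) and the gene length correction with the replicate block (65 genes) came within 1.5 times of the paper's count. The other alternatives did not: no replicate block gave 1, DESeq2 with the block 141, RLE size factors 42, no filter on low counts 517, at least 10 counts in every sample 28, quantile normalisation with ComBat and DESeq2 531, ComBat-seq 249, and leaving out one replicate between 6 and 175.

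The paper names *Elovl6* and *Reln* as significantly lower in PBS-treated KO cells. Here *Elovl6* had an adjusted p of 0.180 and *Reln* one of 0.244. *Elovl6* passed with DESeq2 and the replicate block, without a filter on low counts, with quantile normalisation, ComBat and DESeq2, and with ComBat-seq. *Reln* passed without a filter on low counts, with quantile normalisation, ComBat and DESeq2, and without replicate 4. *Dcn*, which the paper does not name for PBS-treated cells but shows in Supplementary Fig. 9a for ligand-treated cells, passed with a log2 fold change of -0.61 (adjusted p = 0.0160). Besides *Eng*, 2 genes were lower here and the paper's count is 3.

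The paper places *Irf9*, *Ifih1*, *Oasl1*, *Col6a1* and *Col6a2* among the genes that differ between ligand-treated KO and Ctrl cells, and none of these 5 passed here, with adjusted p of 0.0755, 0.0867, 0.126, 0.0573 and 0.0697. All 5 passed without a filter on low counts and with quantile normalisation, ComBat and DESeq2. Without the filter, the log2 fold change of *Ifih1* stayed at 0.50, while its adjusted p in edgeR's quasi-likelihood test fell to 2.81e-17. Its passing there thus reflects a smaller estimate of the error and not a larger difference. *Irf9*, *Col6a1* and *Col6a2* also passed with DESeq2 and the replicate block and with ComBat-seq, *Col6a1* with the gene length correction, *Ifih1* with only the 8 ligand-treated libraries, the 3 interferon-stimulated genes without replicate 4, and both collagen genes without replicate 1. *Dlx2* and *Id4*, which the paper measured by RT-qPCR as genes of this comparison, had adjusted p of 0.0867 and 0.119. Both passed without a filter on low counts, with only the 8 ligand-treated libraries and with ComBat-seq, and *Id4* also with quantile normalisation, ComBat and DESeq2.

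Of the 73 genes legible in Supplementary Fig. 9a, which the paper draws from its calls, 44 did not pass here, *Smad6* (adjusted p = 0.0586) and *Atoh8* (adjusted p = 0.145) among them. Of these 44, 44 passed without a filter on low counts, 39 with quantile normalisation, ComBat and DESeq2, 25 with ComBat-seq, 25 without replicate 4, 23 with DESeq2 and the replicate block, 21 with only the 8 ligand-treated libraries, 10 with the gene length correction, 2 without replicate 1 and 1 without replicate 3. None of the 44 passed without the replicate block, with RLE size factors, with at least 10 counts in every sample or without replicate 2. The log2 fold change of *Smad6* was -0.239 without a filter, against -0.241 here, so its call there came from a smaller estimate of the error. Without a filter 517 genes passed, and with the paper's steps 531, so passing there is weak support for these genes.

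The paper ranks *Nog* and *Adamtsl2* as the most significant fold changes of this comparison. By p-value they held ranks 2 and 10 here, behind *Eng* for *Nog*, and by size ranks 3 and 4, behind *Lrp2* (-2.48) and *Eng* (-2.4). With quantile normalisation, ComBat and DESeq2, *Adamtsl2* held rank 137 by p-value and rank 2 by size, and *Nog* did not pass.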

Other observations

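The tests of whether differences were already present without ligand and of library depth between isolations were chosen only after the result was seen; the other tests in this part were set before the result they measure.

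Other splits of the libraries were compared with the real one. Of the 35 ways to divide 8 libraries into 4 and 4, 8 part all same-numbered pairs as the real split does; the other 27 put both libraries of at least 1 isolation in the same group and were not used. With 8 splits, the share of splits cannot go under 0.125, so none of these counts can exclude a chance difference. Only the real split (1 of 8) gave as many genes for sENG(M):BMP9 against PBS in Ctrl cells, for pro:BMP9 against PBS in KO cells and for ligand-treated KO against Ctrl cells. For PBS-treated KO against Ctrl cells, 2 of 8 splits gave at least 3 genes, and the other one, which swaps the libraries of isolation 4, gave 17. For the difference of ligand responses the real split gave 0 genes, so all 8 of 8 splits give at least as many in any case, and this count says nothing about chance. The interferon list had a median as far from 0 in 2 of 8 splits after ligand and in 2 of 8 in PBS, and the TGF-β and BMP list in 3 of 8 after ligand. For the interferon list the second split again swaps isolation 4, with medians of 0.35 after ligand and 0.32 in PBS. The median difference of induction was largest in the real split (1 of 8).

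A difference between ligand-treated KO and Ctrl cells may already be present without ligand. For the genes of Supplementary Fig. 9a that were higher in ligand-treated KO cells, the median log2 fold change in PBS-treated cells was 0.23 (camera with the estimated correlation between genes, p = 0.0164), and for those lower in ligand-treated KO cells it was -0.0916 (p = 1.07e-04). Part of the difference may therefore precede the ligand in both directions, and more so among the higher genes, where the PBS median is 0.23 against 0.37 after ligand. Among the lower genes the PBS median of -0.0916 is small beside -0.42 after ligand. The paper chose these genes on the ligand-treated libraries, so larger medians after ligand than in PBS are partly fixed by that choice.

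Genes of collagen and matrix were lower in KO cells with and without ligand. A candidate explanation is a smaller share of mesenchymal cells in the KO cultures. A list of 28 markers of fibroblasts and mural cells, written before the test and without genes whose values had been seen, had 24 expressed genes. Their median was -0.22 in PBS-treated KO cells (p = 0.00991, lower in 4 of 4 isolations) and -0.23 after ligand (p = 0.00661, lower in 4 of 4 isolations), both from camera with the estimated correlation between genes. Isolations 1 to 4 gave -0.09, -0.04, -0.16 and -0.25 in PBS, and -0.01, -0.06, -0.15 and -0.43 after ligand. The drop was thus uneven and largest in isolation 4. Lower collagen genes cannot be told apart from a smaller share of such cells, nor from lower expression of matrix genes by the endothelial cells themselves, since several of the markers are matrix genes.

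GC content and expression level do not account for the gene lists. Among 10000 random lists matched on both, the interferon list lay at percentile 100 after ligand and at percentile 100 in PBS, and the TGF-β and BMP list at percentile 0.94 after ligand. Random lists ignore that genes of a list move together, so these percentiles describe the libraries and are not p-values. In Ctrl cells the interferon list was lower after sENG(M):BMP9 than in PBS in 4 of 4 isolations (median -0.16, 91 of 103 genes lower, 9 passing the threshold, all lower; p = 0.432 with the estimated correlation), and in KO cells after pro:BMP9 its median was -0.03. Loss of *Eng*, the form of the ligand, exposure to 4-OH-tamoxifen, and differences between cultures such as the interferon-γ in the culture medium before starvation remain as explanations for the interferon genes, and none was tested. Isolation 4 went the other way in PBS (-0.22).

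*Nog* after ligand differed between isolations by more than between genotypes. Its normalised expression was 23.3 times higher in isolation 1 than in isolation 4 among Ctrl cells and 16.9 times among KO cells. Library totals of the ligand-treated libraries differed by a ratio of 1.16, which cannot account for this. A weaker response of isolation 4 as a whole may account for a small part at most: the median log2 induction across the 113 induced genes was 1.26 in its Ctrl cells, against 1.64, 1.84 and 1.38 in isolations 1 to 3, and 1.01 in its KO cells, against 1.44, 1.54 and 1.20. These medians are the lowest of the 4 isolations in both genotypes, but they differ by far less than *Nog* does, so most of the difference in *Nog* is left without a tested explanation. *Adamtsl2* was highest in isolation 4 among Ctrl cells, 3.12 times its level in isolation 2, and 4.70 times higher in isolation 3 than in isolation 1 among KO cells, so a weaker response to ligand is not shared by all induced genes. In the paper's own RT-qPCR values behind Fig. 8c, the Ctrl repeats with the paper's highest fold inductions of *Nog* (790 and 778) have its lowest ones of *Adamtsl2* (15.7 and 14.3), and the repeat with the lowest of *Nog* (148) has the highest of *Adamtsl2* (80.0). Values listed side by side were taken as 1 repeat. The paper does not say which isolation each repeat used, and 5 repeats are too few for a correlation.

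The paper's RT-qPCR values behind Fig. 8a give a median ratio of KO to Ctrl fold induction of 0.235 for *Nog* (5 repeats) and 0.438 for *Adamtsl2* (5 repeats). The counts give 0.524 for *Adamtsl2* (0.313 to 0.876 within 1 standard error). For *Hey1* the paper's median is 0.476 and the counts give 0.604, for *Pmepa1* 0.665 and 0.714, for *Trim62* 0.628 and 0.615, for *Foxc2* 0.666 and 0.745, for *Dlx2* 0.626 and 0.823, and for *Id4* 0.764 and 0.664. The RT-qPCR repeats are separate experiments, so the 2 sets of values were not tested against each other.

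None of the receptor genes *Acvrl1*, *Bmpr2*, *Acvr2a*, *Acvr2b*, *Tgfbr1* and *Tgfbr2* and the endothelial markers *Pecam1* and *Cdh5* passed the threshold between KO and Ctrl cells. Their log2 fold changes lay between -0.10 and 0.08 in PBS (2 of the 8 genes had an unadjusted p under 0.05) and between -0.24 and 0.13 after ligand (1 of 8).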
